# Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression

**DOI:** 10.1038/s41467-024-50454-2

**Published:** 2024-07-21

**Authors:** Gloria Asantewaa, Emily T. Tuttle, Nathan P. Ward, Yun Pyo Kang, Yumi Kim, Madeline E. Kavanagh, Nomeda Girnius, Ying Chen, Katherine Rodriguez, Fabio Hecht, Marco Zocchi, Leonid Smorodintsev-Schiller, TashJaé Q. Scales, Kira Taylor, Fatemeh Alimohammadi, Renae P. Duncan, Zachary R. Sechrist, Diana Agostini-Vulaj, Xenia L. Schafer, Hayley Chang, Zachary R. Smith, Thomas N. O’Connor, Sarah Whelan, Laura M. Selfors, Jett Crowdis, G. Kenneth Gray, Roderick T. Bronson, Dirk Brenner, Alessandro Rufini, Robert T. Dirksen, Aram F. Hezel, Aaron R. Huber, Joshua Munger, Benjamin F. Cravatt, Vasilis Vasiliou, Calvin L. Cole, Gina M. DeNicola, Isaac S. Harris

**Keywords:** Lipidomics, Metabolomics, Lipids, Fat metabolism, Innate immunity

## Abstract

Cells rely on antioxidants to survive. The most abundant antioxidant is glutathione (GSH). The synthesis of GSH is non-redundantly controlled by the glutamate-cysteine ligase catalytic subunit (GCLC). GSH imbalance is implicated in many diseases, but the requirement for GSH in adult tissues is unclear. To interrogate this, we have developed a series of in vivo models to induce *Gclc* deletion in adult animals. We find that GSH is essential to lipid abundance in vivo. GSH levels are highest in liver tissue, which is also a hub for lipid production. While the loss of GSH does not cause liver failure, it decreases lipogenic enzyme expression, circulating triglyceride levels, and fat stores. Mechanistically, we find that GSH promotes lipid abundance by repressing NRF2, a transcription factor induced by oxidative stress. These studies identify GSH as a fulcrum in the liver’s balance of redox buffering and triglyceride production.

## Abstract (web summary)

Glutathione has pleiotropic functions in different organs. Here the authors specifically examine deletion of a glutathione synthetic enzyme in the liver of adult mice and show that lack of glutathione affects lipid abundance through repressing NRF2.

## Introduction

Fundamental cellular processes, including the electron transport chain (ETC) in the mitochondria and protein folding in the ER, produce reactive oxygen species (ROS)^1^. The function of ROS can be either beneficial or damaging, depending on its cellular concentration and localization^2–4^. Antioxidative systems, including metabolites and enzymes, scavenge ROS. Disparities between antioxidant activity and ROS levels can lead to oxidative stress. Studies have shown impaired antioxidant functions connected to the onset and progression of numerous diseases^5^. Many of these studies, however, are correlative. Notably, the roles of antioxidants in normal physiology are poorly understood, largely preventing our ability to modulate antioxidants to either prevent or treat disease.

Glutathione (GSH) is the most abundant antioxidant in the body^6^ and one of the most concentrated metabolites in the cell^7^. Unlike most abundantly synthesized molecules, such as ATP or DNA, the production of GSH is controlled at the enzymatic level by a holoenzyme, glutamate-cysteine ligase (GCL), a heterodimer composed of a catalytic subunit (GCLC), and a modifier subunit (GCLM). Tissue-specific Gclc KO in mice has identified important functions for GSH in physiological settings^8–13^. However, the impact of GSH across all the tissues in adult animals is unknown because mice that lack GCLC undergo an early embryonic lethality^14–16^. The noncatalytic modifier subunit GCLM aids GCLC in GSH synthesis. Gclm KO mice are viable^17,18^, having 15–40% of normal tissue GSH levels due to GCLC expression. Using chemical inhibitors to block GCLC in animals leads to inconsistent and incomplete loss of GSH across tissues^19^. Finally, many studies have interrogated the role of requisite amino acids (i.e., cysteine, glutamate, and glycine) or metabolic cofactors that regenerate GSH (i.e., NADPH)^20–25^ in GSH synthesis. Still, these molecules also have multiple GSH-independent functions, which can potentially confound interpretations. Thus, while GSH was discovered more than a century ago^26^, our understanding of its physiological contributions remains incomplete.

The liver is a significant source of triglyceride production in the body^27^. It is also a primary site of drug detoxification, which relies heavily on GSH availability^28^. Indeed, GSH is reported to be produced in the liver at levels higher than any other tissue in the body^29^. Whether this GSH store influences other liver functions (i.e., de novo lipogenesis) is unclear. Mice born with liver-specific deletion of *Gclc* (using a *Gclc*^f/f^ Albumin-Cre mouse strain) undergo liver failure and die shortly after birth^30^. Thus, the role of GSH synthesis in the liver and how this impacts the physiology of adult animals has yet to be fully elucidated. The development of inducible conditional knockout mouse models has revealed several aspects of tissue homeostasis in animals^31–33^. Here, we employ inducible conditional knockout mouse models to study the function of GSH in vivo. Following whole-body deletion of *Gclc*, adult mice rapidly lose weight and die, but not before showing a reduction in circulating triglyceride levels. We find that, in contrast to previous studies, liver-specific GCLC expression in adult mice is not responsible for maintaining liver survival but instead sustains the expression of lipogenic enzymes and the abundance of triglycerides in the body. Finally, we show that GSH synthesis in the liver suppresses the activity of the antioxidant transcription factor nuclear factor erythroid 2-related factor 2 (NFE2L2, also known as NRF2). By restraining NRF2 activity, GSH synthesis facilitates the expression of lipogenic enzymes and enables the supply of triglycerides into circulation. Together, our work sheds light on the core functions of GSH synthesis in vivo, where we find it necessary for sustaining lipid abundance.

## Results

### GSH synthesis is required for the survival of adult animals

To better understand the importance of GSH in adult mammals, we developed an inducible, whole-body Gclc KO mouse by breeding the *Gclc*^f/f^ mouse strain^30^ with the Rosa26-CreERT2 mouse strain^31^. *Gclc*^f/f^ Rosa26-CreERT2 mice (hereafter referred to as Gclc KO mice) were aged to adulthood (>12 weeks old) before being given tamoxifen (i.p. injection of 160 mg/kg tamoxifen for five consecutive days, as previously described^33^) to induce Cre recombinase activity and *Gclc* excision (Fig. 1A). *Gclc*^f/f^ mice (hereafter described as Gclc WT) were also treated with tamoxifen to control for potential confounding effects associated with tamoxifen treatment. Approximately 12–15 days following tamoxifen treatment, mouse tissues were analyzed. A robust decrease in *Gclc* mRNA and GCLC protein (Fig. 1B, C) and lower GSH levels (Fig. 1D) were observed across most tissues in Gclc KO mice compared with Gclc WT mice. Particularly, the induced depletion of GSH in organs of adult animals was greater than previously observed depletions using pharmacologic approaches^19^. Notably, the brain had the lowest reduction in *Gclc* mRNA abundance (Fig. 1B). Although tamoxifen and its metabolites (i.e., 4-hydroxytamoxifen) can cross the blood-brain barrier, these compounds have reduced bioavailability in the brain compared to other tissues^34^; thus, potentially accounting for the lack of effective deletion observed. Deletion of *Gclc* caused a dramatic weight loss in mice, resulting in humane endpoints (Fig. 1E, F). A maximal deletion of *Gclc* was required to cause weight loss and reduction in survival in mice, as heterozygous deletion did not cause mice to lose weight (Fig. S1A–S1C), suggesting that even minimal production of GSH can maintain homeostatic processes in the body. These phenotypes were not attributed to tamoxifen treatment, as treatment of control mice (*Gclc*^f/w^ mice) with tamoxifen failed to cause any weight changes (Fig. S1D). Further, no difference between biological sexes was observed in Gclc KO mice (Fig. S1E). Interestingly, the weight loss in Gclc KO mice was not associated with a corresponding loss in appetite, as no change in food consumption was observed (Fig. S1F). These findings suggest that GSH is required to maintain survival in adult mice.

**Fig. 1:**
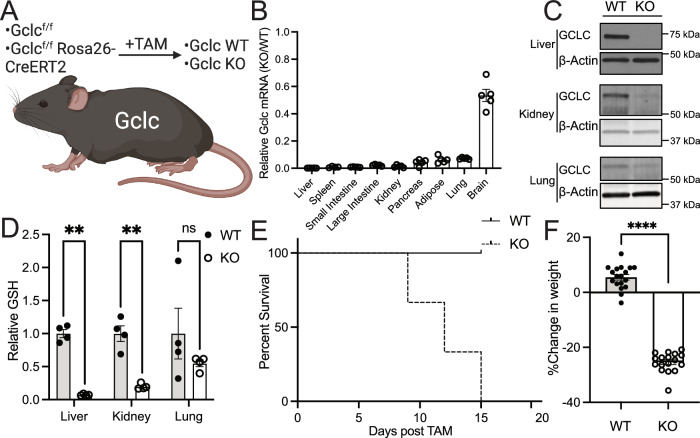
GSH synthesis is required for the survival of adult animals. **A** Schematic of the whole-body inducible *Gclc* knockout mouse model. Knockout of the whole-body *Gclc* was induced by a 5-day daily 160 mg/kg tamoxifen administration. Mice were sacrificed 12–15 days following tamoxifen administration. **B** Relative expression of *Gclc* mRNA in tissues from the KO (*n* = 4 (spleen); *n* = 5 (all other annotated tissues)) compared to WT (*n* = 5) mice 12–15 days following tamoxifen administration. Expression levels were normalized to the expression of the reference gene *Rps9*. **C** Representative immunoblot analysis of GCLC protein in the liver, kidney, and lung of WT and KO mice 12–15 days following tamoxifen administration. Data shown are representative of at least 3 replicates. **D** Relative GSH abundance in the liver, kidney, and lungs of WT (*n* = 4) and KO (*n* = 4) mice 12–15 days following tamoxifen administration. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO: Liver *P* value = 0.0031, Kidney *P* value = 0.0099, Lung *P* value = 0.2054). **E** Percent survival of WT (*n* = 9) and KO (*n* = 11) mice following tamoxifen treatment. Loss of greater than 20% body weight resulted in a humane endpoint for mice. **F** Percent change in body weight in WT (*n* = 18) and KO (*n* = 17) mice at death. Initial weight measurements were collected on Day 0 of tamoxifen administration, and final weight measurements were collected at endpoints. An unpaired two-tailed *t* test was used to determine statistical significance (WT vs. KO *P* value < 0.0001). Indicated *n* values represent biologically independent samples from mice. ns = not significant, *P value < 0.05, **P value < 0.01, ****P value < 0.0001. (A) created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

### Loss of GSH synthesis induces transcription of NRF2 target genes and repression of lipogenic genes

GSH synthesis is required for numerous enzymatic processes across a range of cell types in the body. It is also a co-factor for GPX4-mediated lipid detoxification^35^, and GPX4 activity is necessary for the survival of several tissues, including the liver^36^ and kidney^37^. Further, the liver is reported to be one of the largest producers of GSH^29^. In line with previous findings, we show that the liver contained the highest levels of GSH compared to other organs (Fig. 2A). Surprisingly, Gclc KO mice showed no signs of liver damage, both by histology and serum biochemistry markers (Fig. 2B and S2A). While liver damage markers were increased in the serum of Gclc KO mice, their levels fell within the physiological range reported in healthy mice^38^. Indeed, other tissues from the Gclc KO mice, including the kidney, pancreas, and spleen, were also histologically similar to tissues from the Gclc WT mice (Fig. S2B–S2D). This suggests that, compared to the requirement for GSH synthesis in embryonic development^14–16^, GSH synthesis is dispensable to several organs in adult animals.

**Fig. 2:**
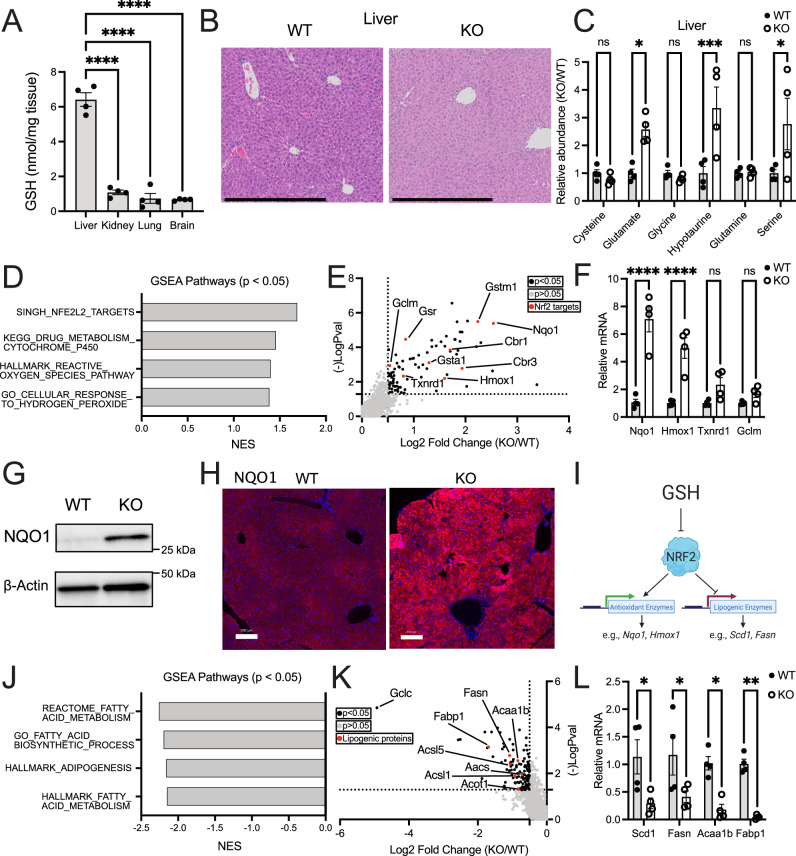
Liver tissue from Gclc KO mice has induced NRF2 target genes and repressed lipogenic gene expression. **A** GSH quantity (normalized to mg tissue weight) in the liver, kidney, lung, and brain from Gclc WT mice (*n* = 4). A one-way ANOVA with subsequent Dunnett’s multiple comparisons test was used to determine statistical significance (Liver vs. Kidney *P* value < 0.0001, Liver vs. Lung *P* value < 0.0001, Liver vs. Brain *P* value < 0.0001). **B** Representative H&E-stained liver slides in WT and KO mice. Scale bars = 500 µm. Data shown is representative of at least three replicates. **C** Relative abundance of GSH precursors and their related metabolites in the serum of WT (*n* = 4) and KO (*n* = 4) mice. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO: Cysteine *P* value = 0.9987, Glutamate *P* value = 0.0278, Glycine *P* value = 0.9993, Hypotaurine *P* value = 0.0004, Glutamine P value > 0.9999, Serine P value = 0.0105). **D** Gene Set Enrichment Analysis (GSEA) of oxidative stress-related pathways in the liver of KO (*n* = 4) compared to WT (*n* = 4) mice. Enrichment p-values were calculated using an adaptive multi-level split Monte Carlo scheme and were corrected for multiple testing using Benjamini and Hochberg false discovery rate. **E** Proteomic analysis of upregulated liver proteins in KO (*n* = 6) compared to WT (*n* = 6) mice. Black data points = proteins with *P* value < 0.05 and log2 fold change >1. Red data points = annotated NRF2 target proteins. **F** Relative mRNA expression of annotated NRF2 target genes in the liver of WT (*n* = 4) and KO (*n* = 4) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO: *Nqo1* P value < 0.0001, *Hmox1* *P* value < 0.0001, *Txnrd1* P value = 0.2255, *Gclm* *P* value = 0.7934). **G** Representative immunoblot analysis of NQO1 in the liver of WT and KO mice. Data shown is representative of at least three replicates. **H** Representative immunofluorescence images of the liver from WT and KO mice stained with an antibody against NQO1. Scale bars = 200 µm. Data shown is representative of at least three replicates. **I** Schematic of the proposed mechanism of NRF2-dependent repression of lipogenic gene expression. **J** GSEA of lipogenic-related pathways in the liver of KO (*n* = 4) compared to WT (*n* = 4) mice. Enrichment *p* values were calculated using an adaptive multi-level split Monte Carlo scheme and were corrected for multiple testing using Benjamini and Hochberg false discovery rate. **K** Proteomic analysis of downregulated liver proteins in KO (*n* = 6) compared to WT (*n* = 6) mice. Black data points = proteins with *P* value < 0.05 and log2 fold change > 1. Red data points = annotated lipogenic proteins. **L** Relative mRNA expression of annotated lipogenic genes in the liver of WT (*n* = 4) and KO (*n* = 4) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO: *Scd1* *P* value = 0.0160, *Fasn* *P* value = 0.0336, *Acaa1b* P value = 0.0162, *Fabp1* *P* value = 0.0051). Indicated *n* values represent biologically independent samples from mice. Data are shown as mean ± SEM. ns = not significant, *P value < 0.05, **P value < 0.01, ****P value < 0.0001. (I) created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

The amino acids required to synthesize the GSH (cysteine, glutamate, and glycine) are also essential to many cellular processes, ranging from energy generation to protein synthesis^39^. Further, these precursors can be converted into other metabolites. Cysteine can be metabolized into cysteine sulphinate (via CDO1), which then can produce hypotaurine (via CSAD)^40^. Glycine can be interchanged with serine^41^, and glutamate can be converted to glutamine^42^. To determine if GSH precursors accumulate and are possibly rerouted upon halting GSH synthesis in vivo, we performed targeted metabolite analysis on tissues from Gclc WT and KO mice. In liver tissue from Gclc KO mice, we observed an accumulation of glutamate but no difference in cysteine and glycine levels (Fig. 2C). We hypothesized that the lack of accumulated cysteine and glycine could be due to these metabolites entering alternative metabolic pathways. Indeed, we found hypotaurine and serine levels increased in the liver of Gclc KO mice (Fig. 2C). These data suggest that in the absence of GSH synthesis, the liver accumulates GSH precursors and can re-route them into alternative metabolic pathways.

We hypothesized that, in addition to metabolic alterations, other changes were occurring in the liver of Gclc KO mice, which could explain the lack of damage in the tissue. KEAP1 is oxidized and inactivated upon oxidative stress, stabilizing the antioxidant transcription factor NRF2^43^. Hepatocytes induce *Nrf2* and reprogram their antioxidant pathways to deal with oxidative stress^44,45^. RNA-seq and subsequent gene set enrichment analysis (GSEA) revealed that the liver tissue from Gclc KO mice was enriched in several gene signatures associated with stress responses, including those related to the activation of NRF2 (Fig. 2D and Supplementary Data S1). Consistent with the transcriptomic findings, proteomic analysis of liver from Gclc KO mice revealed that most significantly elevated proteins in Gclc KO liver were encoded by NRF2 target genes, including the canonical NRF2 target NQO1 (NAD(P)H Quinone Dehydrogenase 1) (Fig. 2E–H and Supplementary Data S2). This stress response was not limited to the liver but instead observed across multiple tissues from Gclc KO mice, including the kidney and colon (Fig. S3A). These results suggest that upon depletion of GSH, tissues undergo reprogramming to hyperactivate NRF2, possibly as a mechanism to upregulate adjacent antioxidant pathways and buffer oxidative stress induced upon GSH depletion.

Activation of NRF2 is reported to coincide with the repression of enzymes involved in adipogenesis (Fig. 2I)^46,47^. In addition to increased transcription of NRF2 target genes, livers from Gclc KO mice had lower expression of lipogenic genes and proteins (Fig. 2J–L, S3B, and Supplementary Data S1), such as stearoyl-Coenzyme A desaturase 1 (SCD1), a key enzyme in adipogenesis. The co-occurrence of high NRF2 target genes with low lipogenic genes was shared by some tissues but not all (Fig. S3C). These results indicate that following GSH depletion, lipogenic gene expression is repressed. The extent to which this impacted lipogenic products (i.e., fatty acids and triglycerides) and whether this was connected to NRF2 activation was unclear.

### GSH synthesis is required to maintain circulating triglycerides

Systemic depletion of GSH disproportionally impacted body weight. Multiple tissues showed lower lipogenic enzyme expression, suggesting lipid production might also be impaired. To examine this, we performed lipidomics on several tissues from Gclc KO mice (Figs. 3A, B, S4A, B, and Supplementary Data S3). We found that triglycerides were among the most significantly depleted lipid species across tissues from Gclc KO mice. Since this appeared to be a global trend, we hypothesized that circulating triglycerides were depleted in Gclc KO mice. Indeed, lipidomics revealed that nearly all the significantly depleted lipid species in serum from Gclc KO mice were triglycerides (Fig. 3C and Supplementary Data S3). This phenotype was confirmed by targeted measurement of triglycerides in serum (Fig. 3D). Together, these data demonstrate that the abundance of triglycerides in Gclc KO mice is lower, especially in circulating pools.

**Fig. 3:**
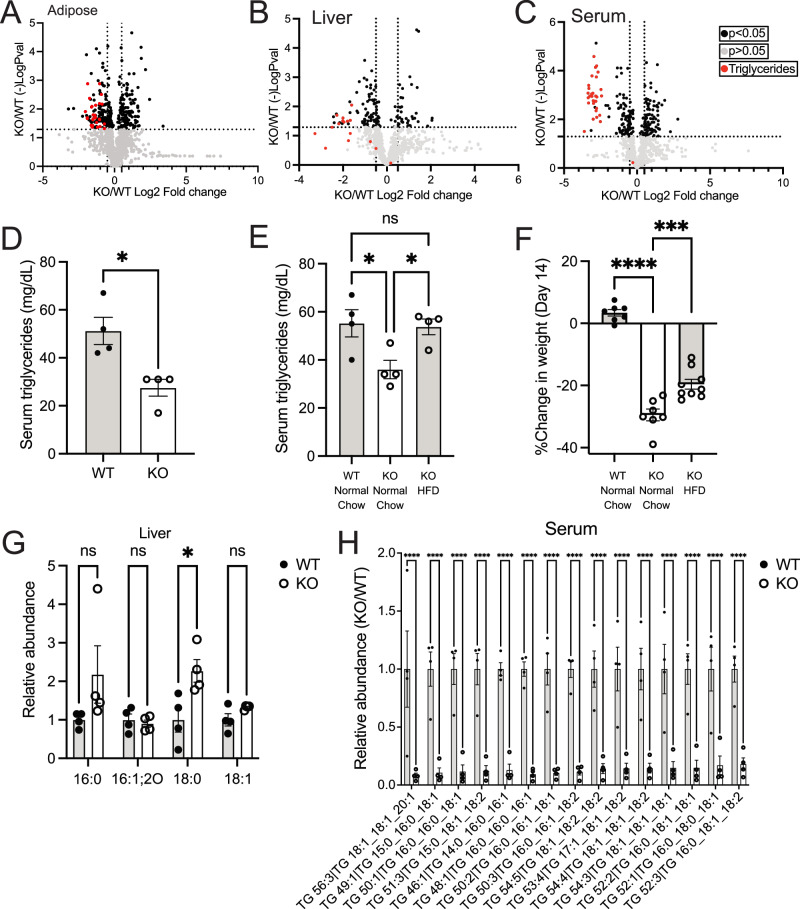
The abundance of triglycerides is lower following GSH depletion in mice. Lipidomic analysis of (**A**) adipose tissue, (**B**) liver tissue, and (**C**) serum in KO (*n* = 4) compared to WT (*n* = 4) mice. Black data points = lipid species with a *p* < 0.05 and log2 fold change >1. Red data points = triglycerides. **D** Triglyceride levels in the serum of WT (*n* = 4) and KO (*n* = 4) mice. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. KO *P* value = 0.0119). **E** Triglyceride levels in the serum for WT (*n* = 4) and KO (*n* = 4) mice fed with either normal chow or a high-fat diet (HFD) for 14 days post-treatment with tamoxifen. A one-way ANOVA with subsequent Tukey’s multiple comparisons test was used to determine statistical significance (WT Normal Chow vs. KO Normal Chow *P* value = 0.0307, WT Normal Chow vs. KO HFD P value = 0.9683, KO Normal Chow vs. KO HFD *P* value = 0.0447). **F** Percent change in body weight of WT (*n* = 7) and KO mice fed with either normal chow (*n* = 7) or a high-fat diet (HFD; *n* = 9) 14 days post-treatment with tamoxifen. A one-way ANOVA with subsequent Tukey’s multiple comparisons test was used to determine statistical significance (WT Normal Chow vs. KO Normal Chow *P* value < 0.0001, WT Normal Chow vs. KO HFD P value =<0.0001, KO Normal Chow vs. KO HFD *P* value = 0.0006). **G** Relative abundance of select SCD1 fatty acids products in the liver from WT (*n* = 4) and KO (*n* = 4) mice. 16:0 = palmitic acid; 16:1;2 O= oxidized palmitoleic acid; 18:0 = stearic acid; 18:1 = oleic acid. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO: 16:0 *P* value = 0.0603, 16:1;2 O *P* value = 0.9991, 18:0 *P* value = 0.0377, 18:1 *P* value = 0.9268). **H** Relative abundance of select triglyceride species in the serum from WT (*n* = 4) and KO (*n* = 4) mice. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. KO for all comparisons indicated: **** *P* value < 0.0001). Indicated *n* values represent biologically independent samples from mice. Data are shown as mean ± SEM. *ns* not significant, * *P* value < 0.05, ** *P* value < 0.01, **** *P* value < 0.0001.

Next, we examined whether supplementing with a diet rich in lipids could reverse these reduced triglyceride and weight loss phenotypes. Supplying Gclc KO mice with a high-fat diet (HFD) rescued the decreased triglyceride levels in the serum (Fig. 3E). However, Gclc KO mice still lost substantial weight while on an HFD, although to a lesser extent than normal chow (Fig. 3F). These data suggest that maintenance of circulating triglycerides and sustaining body weight were independent phenotypes in Gclc KO mice.

Loss of GSH synthesis resulted in a decreased expression of lipogenic enzymes, including SCD1. SCD1 catalyzes the desaturation of palmitic acid (16:0) into palmitoleic acid (16:1) and stearic acid (18:0) into oleic acid (18:1)^48^. Thus, we measured the abundance of these species in the liver of Gclc KO mice. Levels of SCD1 substrates (i.e., palmitic acid and stearic acid) were elevated in the liver of Gclc KO mice (Fig. 3G). Further, the serum and liver from Gclc KO mice had decreased levels of triglycerides that contained palmitoleic acid and oleic acid (Fig. 3H and S4C). Together, these data demonstrate that ablation of GSH synthesis in mice results not only in reduced expression of lipogenic enzymes but also lower levels of their corresponding lipid species.

### Liver-specific GSH synthesis promotes lipid abundance

Whole-body ablation of GSH synthesis impacted lipid abundance in vivo. Synthesis of GSH and de novo lipids occurs in the liver. Whether liver-specific GSH synthesis was responsible for downregulated lipogenic gene expression and reduced serum triglycerides or whether these phenotypes were a byproduct of a liver-independent process in Gclc KO mice was unclear. Notably, Gclc KO mice rapidly lose weight and reach humane endpoints early (Fig. 1E, F), making it difficult to extricate the other phenotypes potentially caused by the loss of GSH. To interrogate this, we utilized an AAV-TBG-Cre viral delivery system, which produces liver-specific Cre expression and subsequent genetic deletion^49,50^. *Gclc*^w/f^ or *Gclc*^w/w^ mice (Gclc WT) and *Gclc*^f/f^ mice (hereafter referred to as Gclc L-KO) were monitored following tail-vein injection with AAV-TBG-Cre (Fig. 4A). The liver from Gclc L-KO mice showed rapid depletion of *Gclc* mRNA and progressive loss of GCLC protein and GSH levels (Fig. 4B, C). No differences in *Gclc* mRNA were observed in surrounding tissues (Fig. S5A), suggesting that the deletion of *Gclc* was localized to the liver. Further, no differences in GSH levels were found in surrounding issues (i.e., the kidney) (Fig. S5B), suggesting that catabolism liver-derived circulating GSH was not contributing to GSH levels in tissues. Unlike whole-body Gclc KO mice, liver-specific Gclc L-KO mice did not have any difference in survival or body weight following *Gclc* deletion (Fig. S5C, D). Gclc L-KO mice showed no overt histological signs of liver damage (Fig. S5E), although analysis of hepatocellular injury and serum AST and ALT levels showed a significant increase compared to Gclc WT mice (Fig. S5F-S5H). Further histopathological analyses showed that the elevation in liver damage biomarkers observed in the Gclc L-KO mice was not associated with increased markers of apoptosis but was associated with increased markers of necroptosis (Fig. S6A). Notably, no significant increases in markers of inflammation or oxidative stress were observed in the liver of Gclc L-KO mice compared to Gclc WT mice (Fig. S6B). These data demonstrate that deletion of the GCLC protein can be induced in the liver of adult animals. Importantly, these phenotypes contrast with the non-inducible liver-specific Gclc KO mouse strain (*Gclc*^f/f^ Albumin-Cre), which develops liver failure and dies shortly after birth^30^.

**Fig. 4:**
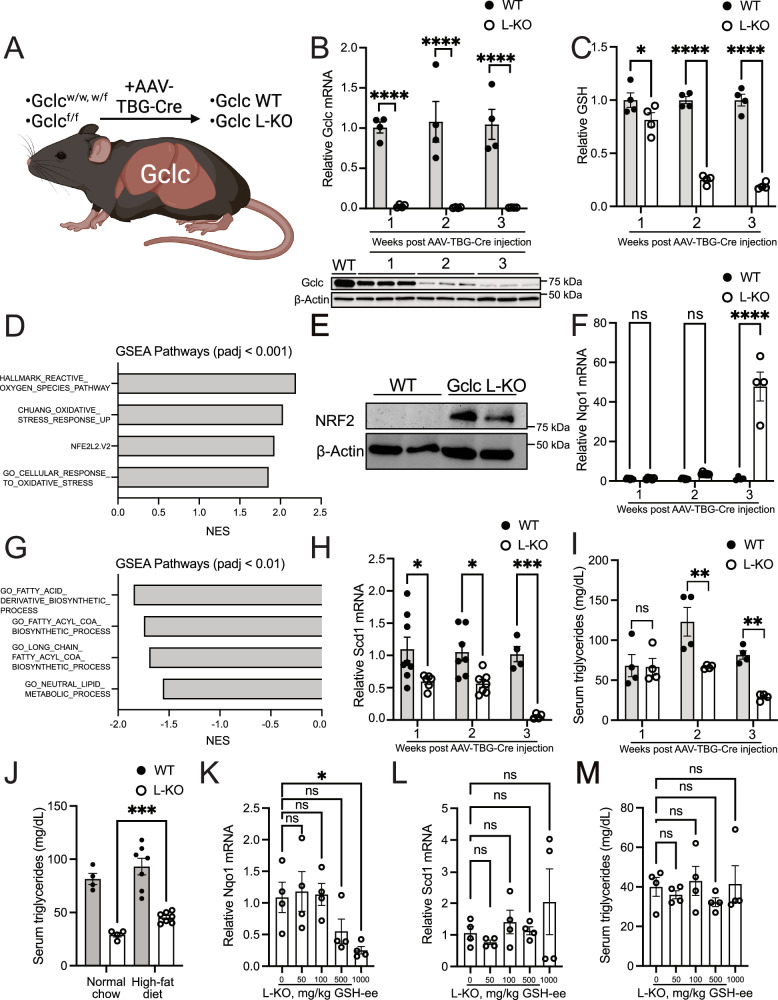
Liver-specific GCLC expression sustains lipid synthesis and represses NRF2 activation. **A** Schematic of inducible liver-specific *Gclc* deletion (L-KO). Liver-specific Gclc knockout was induced using the AAV-TBG-Cre. All mice were sacrificed 21 days post AAV-TBG-Cre injection unless otherwise indicated. **B** (Top) Relative abundance of *Gclc* mRNA in the liver of WT (*n* = 4) and L-KO (*n* = 4) mice, 1–3 weeks post-treatment with AAV-TBG-Cre. Expression levels of mRNA were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week *P* value = 0.0002, 2 weeks *P* value < 0.0001, 3 weeks *P* value < 0.0001). (Bottom) Immunoblot analysis of GCLC protein in the liver of WT and L-KO mice 1–3 weeks post-treatment with AAV-TBG-Cre. **C** Relative abundance of GSH in liver tissue of WT (*n* = 4) and L-KO (*n* = 4) mice in 1–3 weeks following AAV-TBG-Cre treatment. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week *P* value = 0.0424, 2 weeks *P* value < 0.0001, 3 weeks *P* value < 0.0001). **D** GSEA of oxidative stress-related pathways in the liver of L-KO (*n* = 4) compared to WT (*n* = 4) mice following treatment with AAV-TBG-Cre. Enrichment *p* values were calculated using an adaptive multi-level split Monte Carlo scheme and were corrected for multiple testing using Benjamini and Hochberg false discovery rate. **E** Representative immunoblot analysis of NRF2 in the liver of WT and L-KO mice following treatment with AAV-TBG-Cre. Data shown are representative of at least three replicates. **F** Relative mRNA levels of *Nqo1* in WT (*n* = 8 for 1 and 2-week timepoints and *n* = 4 for 3-week timepoint) and L-KO (*n* = 6 for 1-week timepoint, *n* = 7 for 2-week timepoint and *n* = 4 for 3-week timepoint) mice,1–3 weeks following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week *P* value = 0.9998, 2 weeks *P* value = 0.6378, 3 weeks *P* value < 0.0001). **G** GSEA of lipogenic-related pathways in the liver of KO (*n* = 4) compared to WT (*n* = 4) mice following treatment with AAV-TBG-Cre. Enrichment *p* values were calculated using an adaptive multi-level split Monte Carlo scheme and were corrected for multiple testing using Benjamini and Hochberg false discovery rate. **H** Relative mRNA levels of *Scd1* in WT (*n* = 8 for 1 and 2-week timepoints and *n* = 4 for 3-week timepoint) and L-KO (*n* = 6 for 1-week timepoint, *n* = 7 for 2-week timepoint and *n* = 4 for 3-week timepoint) mice, 1–3 weeks following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week *P* value = 0.0192, 2 weeks *P* value = 0.0222, 3 weeks *P* value = 0.0005). **I** Triglyceride levels in the serum of WT (*n* = 4) and L-KO (*n* = 4) mice in 1–3 weeks following treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week *P* value = 0.9995, 2 weeks *P* value = 0.0038, 3 weeks *P* value = 0.0069). **J** Triglyceride levels in the serum of L-KO mice fed normal chow (*n* = 4) and HFD (*n* = 7) 3 weeks following treatment with AAV-TBG-Cre. An unpaired two-tailed t-test was used to determine statistical significance (L-KO Normal Chow vs. L-KO High-fat Diet *P* value = 0.0004). Relative mRNA levels of (**K**) *Nqo1* and (**L**) *Scd1* in Gclc L-KO mice (*n* = 4) following treatment with GSH-ee (0, 50, 100, 500, and 1000 mg/kg) from days 17–20 post-AAV-TBG-Cre injection. mRNA levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Dunnett’s multiple comparisons test was used to determine statistical significance (**K**): 0 mg/kg GSH-ee vs. 50 mg/kg GSH-ee *P* value = 0.9933, 0 mg/kg GSH-ee vs. 100 mg/kg GSH-ee *P* value = 0.9996, 0 mg/kg GSH-ee vs. 500 mg/kg GSH-ee *P* value = 0.2648, 0 mg/kg GSH-ee vs. 1000 mg/kg GSH-ee *P* value = 0.0454. **L**: 0 mg/kg GSH-ee vs. 50 mg/kg GSH-ee *P* value = 0.9816, 0 mg/kg GSH-ee vs. 100 mg/kg GSH-ee P value = 0.9664, 0 mg/kg GSH-ee vs. 500 mg/kg GSH-ee *P* value > 0.999, 0 mg/kg GSH-ee vs. 1000 mg/kg GSH-ee *P* value = 0.4731. **M** Triglyceride levels in the serum of Gclc L-KO mice (*n* = 4) following treatment with GSH-ee (0, 50, 100, 500, and 1000 mg/kg) from days 17–20 post-AAV-TBG-Cre injection. A one-way ANOVA with subsequent Dunnett’s multiple comparisons test was used to determine statistical significance (0 mg/kg GSH-ee vs. 50 mg/kg GSH-ee *P* value = 0.9663, 0 mg/kg GSH-ee vs. 100 mg/kg GSH-ee *P* value = 0.9879, 0 mg/kg GSH-ee vs. 500 mg/kg GSH-ee *P* value = 0.7552, 0 mg/kg GSH-ee vs. 1000 mg/kg GSH-ee *P* value = 0.9991). Indicated *n* values represent biologically independent samples from mice. Data are shown as mean ± SEM. ns = not significant, *P value < 0.05, **P value < 0.01, ***P value < 0.001, ****P value < 0.0001. (A) created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Next, we examined whether livers from liver-specific Gclc KO mice induced an antioxidant response and had alterations in lipids and lipid-generating enzymes as initially observed in whole-body Gclc KO mice. Liver tissue from Gclc L-KO mice showed enrichment of NRF2 protein and downstream target genes (Fig. 4D–F, S7A, B, and Supplementary Data S4). Like the whole-body Gclc KO mice, we observed a decrease in lipogenic factors and serum triglycerides over time (Fig. 4G–I, S7C, and Supplementary Data S4). This was associated with changes in serum glucose levels but not serum cholesterol levels (Fig. S7D-S7E). Additionally, the epididymal white adipose tissue, one of the major triglyceride storage tissues, was found not to be impacted by the loss of *Gclc* and reduced triglycerides in the Gclc L-KO mice (Fig. S7F). Further, we found this decreased serum triglyceride levels to be reversed when mice were placed on an HFD (Fig. 4J). Interestingly, metabolite analysis revealed decreased expression of acetyl-CoA, an essential precursor for lipogenesis, and downstream acetyl-CoA metabolites (Fig. S7G). These data demonstrate that GSH synthesis in the liver is responsible for maintaining lipogenic gene expression and sustaining circulating triglyceride levels in vivo.

Our findings showed that liver-specific *Gclc* deletion results in increased Nrf2 activity, impaired expression of lipogenic enzymes, and decreased circulating triglycerides. However, the extent of GSH depletion required to impact triglyceride metabolism was unknown. To examine this, we treated mice with titrated amounts of the AAV-TBG-Cre virus to induce varying degrees of *Gclc* deletion. Higher viral concentration resulted in greater induction of NRF2 activity (Fig. S8A-S8B). This was associated with a concurrent reduction in lipogenic gene expression and serum triglycerides (Fig. S8C-S8E). Particularly, we found the repression of lipogenic genes required a strong induction of NRF2 activity, as mild induction of NRF2 activity (0.5×10^11^ pfu) was not sufficient to repress lipogenic gene expression. Further, we observed higher viral concentration correlated with increased expression of serum markers of liver damage (Fig. S8F-S8G). Together, these findings suggest that even minimal levels of GSH in the liver can maintain its ability to support serum triglyceride levels.

GCLC catalyzes the rate-limiting step of GSH synthesis. However, whether its impact on lipid-related phenotypes is due to non-canonical activities of GCLC was unclear. Indeed, GCLC has non-canonical functions in sequestering glutamate levels to prevent ferroptosis^51^. To examine the extent to which the phenotypes observed were specifically caused by lower GSH levels, we rescued GSH depletion in liver-specific Gclc KO mice with GSH mono ethyl ester (GSH-ee). Treatment of Gclc L-KO with GSH-ee reduced the observed increased Nrf2 target gene expression to basal levels in a dose-dependent manner (Fig. 4K and S9A). However, this was not sufficient to rescue the decreased lipogenic factors or decreased circulating triglycerides (Fig. 4L, M and S9B), potentially due to the technical limitations associated with delivering GSH to adult animals. These data indicate that GSH depletion is directly responsible for the observed induction of NRF2 activity in Gclc L-KO mice. However, while technical limitations may exist regarding adequate GSH rescue, we cannot rule out non-canonical and non-enzymatic functions of GCLC contributing to lipid-related phenotypes.

### GSH supports lipid abundance by repressing NRF2 activation

GSH is reported to contribute to lipid homeostasis in the body through several mechanisms^13,52–56^. However, our data suggest that following GSH depletion, NRF2 is stabilized, and this stabilization is associated with decreased expression of lipogenic enzymes and lower serum triglyceride levels. 

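Liver RNA was sequenced from 16 mice, 4 each labelled WT, Gclc L-KO, Nrf2 L-KO (*Nrf2* targeted) and L-DKO (both genes targeted). Livers were taken 21 days after tail-vein injection of AAV-TBG-Cre, a virus that expresses Cre recombinase in hepatocytes, so the other cells of the liver keep both genes. The dose is 2.5e11 genome copies in the paper's methods and 2.5e11 plaque-forming units in the series description. Libraries were prepared from poly(A) RNA with a stranded kit, and the submitters' processing notes name STAR for alignment, featureCounts for counting and DESeq2 for normalization. The deposited values are DESeq2 rlog values, which are log2 counts scaled between libraries and shrunken toward each gene's mean, most of all for weakly expressed genes. Read counts and depth per library are not given. *Xist*, the RNA that silences an X chromosome in females, lay at 14.10 to 14.65 in replicates 1 and 2 of every genotype and at 7.95 to 8.91 in replicates 3 and 4, and the Y-linked helicase gene *Ddx3y* ran the other way (5.07 to 5.37 against 10.35 to 10.80). This is the pattern of female mice in replicates 1 and 2 and of male mice in replicates 3 and 4, though the labels do not give the sex. Each genotype therefore holds 2 libraries of either kind, and for many results the values within each pair are given as well. Genotypes were compared with limma over the 15128 genes with a mean rlog value of at least 3. On simulated values with the same spread, 100 genes each were changed by 0.5 and by 1 on the log2 scale. Between 4 Gclc L-KO and 4 WT libraries limma called 44% and 81% of them, so changes well under 1 may go uncalled. These shares depend on how many genes change. Limma made 128 calls there, against 3481 in the data for Gclc L-KO and 21 for Nrf2 L-KO, so they need not hold for the data.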

To test the involvement of NRF2, we bred the *Gclc*^f/f^ mouse strain with the *Nrf2*^f/f^ mouse strain^57,58^ and induced a liver-specific double deletion with the AAV-TBG-Cre virus (hereafter referred to as L-DKO) (Fig. 5A). 

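In these libraries *Gclc*, which encodes the catalytic subunit of the first enzyme of glutathione synthesis, was called lower than in WT only where both genes were targeted. Its log2 fold change against WT was -1.75 (standard error 0.23, adjusted p = 9.72e-04) in the libraries labelled L-DKO, all 4 of which lay below every WT library. In the libraries labelled Gclc L-KO it was 0.21 (standard error 0.23, adjusted p = 0.535), and in those labelled Nrf2 L-KO -0.42 (standard error 0.23, adjusted p = 0.762), neither past the limma threshold. *Gclc* was also lower in L-DKO than in Gclc L-KO, by a log2 fold change of -1.96 (standard error 0.23, adjusted p = 1.07e-04). *Nfe2l2*, which encodes NRF2, rose in L-DKO to a log2 fold change of 1.20 (standard error 0.21, adjusted p = 0.00415) against WT, in all 4 libraries, and stood at 0.62 (standard error 0.21, adjusted p = 0.567) in Nrf2 L-KO and 0.19 (standard error 0.21, adjusted p = 0.524) in Gclc L-KO, both uncalled. Within replicates 1 and 2 and within replicates 3 and 4, *Gclc* in Gclc L-KO stood at -0.07 and 0.49 against WT, and *Nfe2l2* in L-DKO at 0.77 and 1.63. On replicates 3 and 4 only, *Nfe2l2* passed the threshold, as higher, in Nrf2 L-KO and Gclc L-KO as well. A value per gene sums reads over the whole transcript, so a deletion of some exons need not lower it, and the values cannot show which exons were read. The paper's *Gclc* primers amplify 302 of the 3423 bases of the transcript *Gclc-201*, in exons 5 to 8 of 16.

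**Figure D1:**
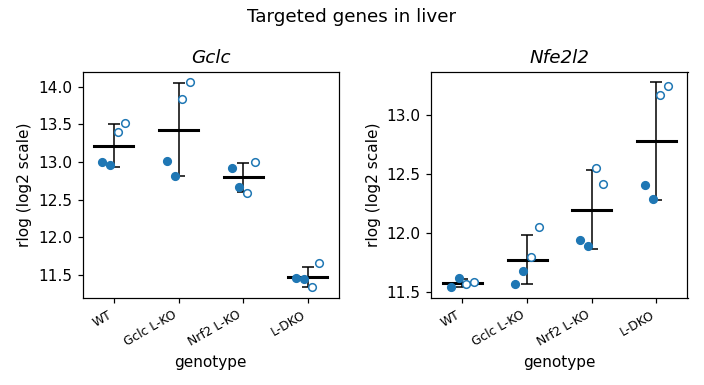
rlog values of *Gclc* and *Nfe2l2* in each of the 16 livers by genotype. Filled circles, replicates 1 and 2. Open circles, replicates 3 and 4. Bars, mean of 4 libraries. Error bars, 1 SD.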

*Gclc* and *Nrf2* mRNA levels were decreased in L-DKO mice three weeks following injection of the AAV-TBG-Cre virus (Fig. 5B, C), although the *Nrf2* gene was less efficiently deleted compared to the deletion of *Gclc*. Nonetheless, the deletion of *Nrf2* prevented the increased expression of NRF2 protein and the induction of NRF2 targets upon *Gclc* deletion in liver tissue (Fig. 5D, E). 

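Many genes that NRF2 controls in mouse liver were higher in Gclc L-KO than in WT, and many were lower in L-DKO than in Gclc L-KO. *Nqo1*, a quinone reductase, rose by a log2 fold change of 3.88 (standard error 0.31, adjusted p = 1.50e-06) in Gclc L-KO, in all 4 livers, and its rlog values were 8.58 ± 0.50 (mean ± SD) in WT and 8.58 ± 0.45 in L-DKO. *Srxn1*, which repairs oxidised peroxiredoxins, rose by 4.26 (adjusted p = 3.06e-05) and *Txnrd1*, the cytosolic thioredoxin reductase, by 1.79 (adjusted p = 8.68e-06). In L-DKO against Gclc L-KO they changed by -3.79 and -1.53. Of 13 NRF2 targets of the glutathione and thioredoxin systems, 11 were higher in Gclc L-KO than in WT and none was lower (11 higher when adjusted over the list alone, camera adjusted p = 2.51e-11, 0.0491 with an estimated correlation). Of the list, 8 were lower in L-DKO than in Gclc L-KO (12 over the list alone, adjusted p = 5.05e-14, 0.021 with an estimated correlation). This list and the next were written after the study's own fold changes on these livers had been seen in part, so their counts and camera p are not independent evidence. Only *Sqstm1*, the autophagy adaptor p62, was called above WT in L-DKO, at 0.87 (standard error 0.20, adjusted p = 0.0187). That call ended without L-DKO replicate 3 (0.73) and without L-DKO replicate 4 (0.84). The mean of the 13 targets relative to WT was 0.21, 0.13, 0.31 and 0.26 in L-DKO replicates 1 to 4. It was -0.03 to 0.06 in the WT libraries, so the list as a whole stayed slightly above WT. *Gclm*, the modifier subunit of the enzyme that GCLC forms, rose by 1.18 (adjusted p = 3.31e-06) in Gclc L-KO and was lower in L-DKO than in Gclc L-KO (log2 fold change -0.95, adjusted p = 3.27e-05). *Hmox1*, which breaks down haem, rose by 2.40 (adjusted p = 1.84e-04). Its 0.88 in L-DKO did not pass (standard error 0.31, adjusted p = 0.0823), with 0.60 in replicates 1 and 2 and 1.16 in replicates 3 and 4. It passed with *Xist* as a covariate (0.87), with array weights (0.84), with only the groups compared and on replicates 3 and 4 only.

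Genes of drug metabolism and export rose too. *Gsta1* and *Gsta2*, glutathione transferases with closely similar sequences and so with reads that are hard to assign, rose by 6.36 and 3.94 (adjusted p = 6.67e-08 and 3.22e-07). *Cbr3*, a carbonyl reductase, rose by 5.76 and *Abcc4*, an exporter of conjugates, by 4.28 (adjusted p = 1.12e-09 and 4.47e-07). Of 18 NRF2 targets in drug metabolism and transport, 14 were higher in Gclc L-KO (14 when adjusted over the list alone) and 1 lower (*Adh7*, named after its value was seen, camera adjusted p = 1.87e-10, 3.80e-04 with an estimated correlation). In L-DKO 12 were lower than in Gclc L-KO (12 over the list alone, adjusted p = 4.90e-19, 1.24e-05 with an estimated correlation). Among 23 glutathione transferases 10 rose and 4 fell in Gclc L-KO (12 and 5 over the list alone, adjusted p = 1.16e-04, 0.0319 with an estimated correlation). The study's own fold changes seen before the lists were fixed include *Gsta1*, so the transferase list is not independent evidence either. Against Gclc L-KO, 11 of the list were lower in L-DKO and 1 higher (*Gstp3*, named after its value was seen, 14 and 2 over the list alone). Genes that make NADPH, which reduces oxidised glutathione and thioredoxin, rose as well: *G6pdx* by 2.58 and *Pgd* by 1.65, as 4 of 10 did, with none lower (5 higher over the list alone, adjusted p = 0.0144, 0.121 with an estimated correlation). The ferritin chains *Fth1* (1.46) and *Ftl1* (1.37) were among the 6 of 9 haem and iron genes that rose, and none fell (7 higher over the list alone, adjusted p = 5.21e-08, 0.0229 with an estimated correlation).

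In Nrf2 L-KO few genes changed: 2 were higher and 19 lower than in WT, and 1046 of the 15128 had an unadjusted p under 0.05. Limma called 9 without WT replicate 4, 9 without Nrf2 L-KO replicate 4, 10 without WT replicate 3 and 12 without Nrf2 L-KO replicate 1. It called more without Nrf2 L-KO replicate 3 (27), with *Xist* as a covariate (36) and with array weights (92, of which 22 were higher). On replicates 1 and 2 only it called 5, and on replicates 3 and 4 only 78, of which 20 were higher. Several of the 19 handle foreign compounds: *Ces1g*, a carboxylesterase (-1.84), *Gstm1* (-1.45), the glucuronosyltransferase gene *Ugt2b35* (-1.43), the basolateral exporter gene *Abcc3* (-1.34) and the aldehyde oxidase gene *Aox1* (-1.10). *Gstm1*, *Ugt2b35* and *Abcc3* stayed below WT in L-DKO, at -0.89, -1.30 and -1.39, with -0.86 in replicates 1 and 2 and -1.93 in replicates 3 and 4 for *Abcc3*. With 1 library left out the calls in Nrf2 L-KO ended in 5 of 8 fits for *Abcc3*, 4 of 8 fits for *Aox1* and 1 of 8 fits for *Ces1g* (log2 fold changes -1.46 to -1.23, -1.24 to -0.96 and -1.98 to -1.69). In the drug metabolism list 4 genes were lower and none higher in Nrf2 L-KO (8 lower when adjusted over the list alone, camera adjusted p = 9.87e-13, 1.05e-04 with an estimated correlation), and in the glutathione transferase list 2 were lower (9 over the list alone, adjusted p = 1.55e-12, 3.21e-04 with an estimated correlation).

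**Figure D2:**
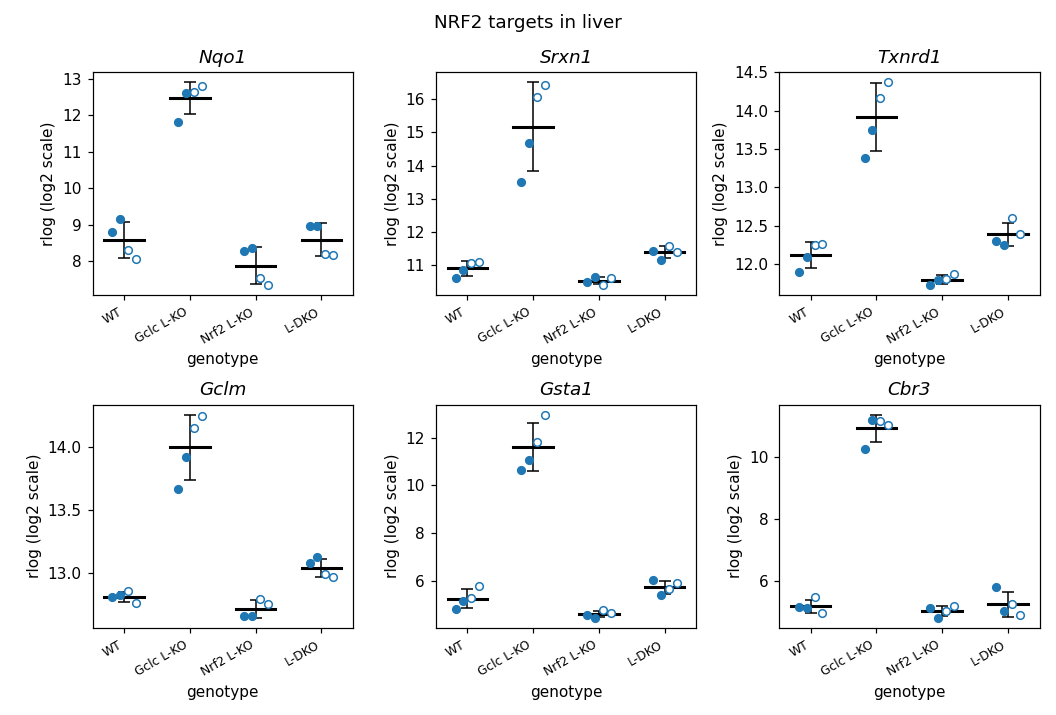
rlog values of 6 NRF2 targets in each liver by genotype. Filled circles, replicates 1 and 2. Open circles, replicates 3 and 4. Bars, mean of 4 libraries. Error bars, 1 SD.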

Notably, the repression of lipogenic gene and protein expression and the decreased serum triglyceride levels seen in Gclc L-KO mice were reversed in L-DKO mice (Fig. 5F–J, and Supplementary Data S5). 

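Transcripts of fatty acid synthesis fell in Gclc L-KO, and 4 of them, *Scd1*, *Fads1*, *Fads2* and *Elovl5*, were higher in L-DKO than in Gclc L-KO. *Scd1*, which makes oleate from stearate, fell in all 4 Gclc L-KO livers, with a log2 fold change of -3.06 (standard error 0.29, adjusted p = 1.13e-05), and was higher in L-DKO than in Gclc L-KO by 2.08 (standard error 0.29, adjusted p = 4.64e-04). The others were the desaturases *Fads1* (-0.96 in Gclc L-KO against WT, 0.66 in L-DKO against Gclc L-KO) and *Fads2* (-0.89 and 0.66) and the elongase *Elovl5* (-0.97 and 1.03). Of 18 genes of fatty acid synthesis 14 were lower in Gclc L-KO and none was higher (18 lower when adjusted over the list alone, camera adjusted p = 1.87e-10, 0.149 with an estimated correlation). In L-DKO 4 were higher than in Gclc L-KO and none was lower (5 higher over the list alone, adjusted p = 1.47e-04, 0.509 with an estimated correlation). The paper's lipogenic mRNA panel (Fig. 5H) had been looked at before the lists of lipid genes were fixed, so their counts and camera p are not independent evidence. For *Scd1* the interaction was 2.01 (standard error 0.41, adjusted p = 0.0392).

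Of the 11 lipid genes for which the paper gives primers, 8 fell in Gclc L-KO and none rose (9 fell and 1 rose when adjusted over the list alone, camera adjusted p = 1.70e-05, 0.195 with an estimated correlation). In all 5 of the list were higher in L-DKO than in Gclc L-KO (6 over the list alone, adjusted p = 6.74e-06, 0.236 with an estimated correlation). Besides *Scd1* and *Elovl5*, these were *Fabp1*, the liver fatty acid carrier (-1.99 against WT, then 1.75 against Gclc L-KO), the thioesterase *Acot1* (-0.92, 1.64) and the elongase *Elovl2* (-0.70, 0.96). Among transcripts of proteins that carry or clear triglyceride in blood, 4 were lower in Gclc L-KO than in WT and higher in L-DKO than in Gclc L-KO. In Gclc L-KO against WT and then in L-DKO against Gclc L-KO, the log2 fold changes were -1.44 and 1.25 for *Apoa1*, -0.98 and 1.13 for *Apoc2*, which activates lipoprotein lipase, -1.79 and 1.98 for *Angptl8*, a circulating inhibitor of that lipase, and -1.64 and 0.93 for the hepatic lipase *Lipc*. In this list of 19, 12 were lower and 1 higher in Gclc L-KO (12 and 1 over the list alone, adjusted p = 2.47e-05, 0.149 with an estimated correlation), while 4 were higher in L-DKO than in Gclc L-KO (6 over the list alone, adjusted p = 0.00113, 0.351 with an estimated correlation). Triglyceride synthesis and droplet genes were mixed: 3 of 16 fell and 1 rose in Gclc L-KO (5 and 1 over the list alone, adjusted p = 0.321). With 1 library left out, the call ended for the *Scd1* interaction in 13 of 16 fits, for *Fads2* and *Lipc* in L-DKO against Gclc L-KO in 6 of 8 fits and 4 of 8 fits, and for *Acot1* in Gclc L-KO in 5 of 8 fits, with log2 fold changes of 1.78 to 2.21, 0.48 to 0.79, 0.76 to 1.16 and -1.05 to -0.74.

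**Figure D3:**
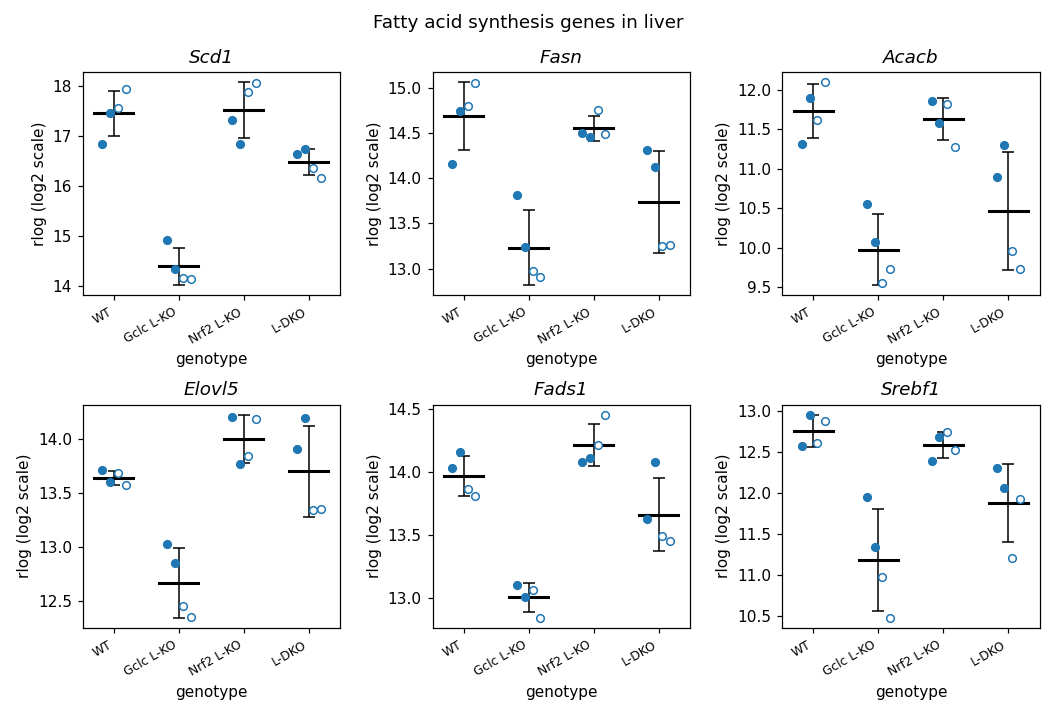
rlog values of 6 genes of fatty acid synthesis in each liver by genotype. Filled circles, replicates 1 and 2. Open circles, replicates 3 and 4. Bars, mean of 4 libraries. Error bars, 1 SD.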

For certain lipogenic genes, however, the reversal of downregulated expression was not complete (Fig. 5F), suggesting the potential involvement of NRF2-independent pathways. Together, these results indicate that GSH supports lipid abundance by preventing NRF2 activation in the liver.

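*Fasn*, *Acss2*, *Acacb* and *Srebf1* were lower than WT in L-DKO as well as in Gclc L-KO. *Fasn*, the fatty acid synthase, fell in Gclc L-KO, with a log2 fold change of -1.46 (standard error 0.26, adjusted p = 0.00181), and was still lower than WT in L-DKO, at -0.95 (standard error 0.26, adjusted p = 0.0361). Its difference between L-DKO and Gclc L-KO, 0.50, did not pass the limma threshold (standard error 0.26, adjusted p = 0.264). *Acss2*, which makes acetyl-CoA from acetate, fell in Gclc L-KO and L-DKO (-1.16 and -1.46), as did *Acacb*, an acetyl-CoA carboxylase (-1.76 and -1.26), and *Srebf1*, the transcription factor gene that drives the pathway (-1.57 and -0.88). *Scd1* too, though higher than in Gclc L-KO, remained under WT in L-DKO at -0.98 (adjusted p = 0.0463). In all 7 of the 18 genes were lower in L-DKO than in WT and none was higher (8 lower when adjusted over the list alone, camera adjusted p = 1.46e-05, 0.354 with an estimated correlation). Within replicates 1 and 2 and within replicates 3 and 4, the log2 fold changes of L-DKO against WT were -0.23 and -1.67 for *Fasn*, -0.51 and -2.02 for *Acacb*, -0.58 and -1.18 for *Srebf1* and -0.47 and -1.48 for *Scd1*. The pairs differed for *Fasn* (adjusted p = 0.0232) and *Acacb* (0.0413) and did not pass for the others. With 1 library left out these calls ended in 5 of 8 fits for *Fasn*, 4 of 8 fits for *Acacb*, 6 of 8 fits for *Srebf1* and 6 of 8 fits for *Scd1*, with log2 fold changes of -1.14 to -0.79, -1.54 to -1.02, -1.02 to -0.65 and -1.18 to -0.81.

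Genes of cholesterol synthesis, which the other SREBP factor controls, were also lower in both. In Gclc L-KO and L-DKO the log2 fold changes against WT were -1.49 and -1.09 for *Fdps*, which makes farnesyl diphosphate, -1.23 and -0.91 for *Lss*, which closes the sterol ring, and -1.42 and -0.76 for *Insig1*, which holds SREBP back in the endoplasmic reticulum. Of 22 genes 14 were lower in Gclc L-KO and 11 in L-DKO, with none higher in either (19 and 18 lower when adjusted over the list alone). The camera adjusted p was 2.00e-08 in Gclc L-KO and 8.55e-10 in L-DKO, or 0.33 and 0.354 with an estimated correlation. Only *Sc5d*, a late desaturase, was higher in L-DKO than in Gclc L-KO (0.67), and *Nsdhl*, which removes sterol methyl groups, was lower (-0.51). With 1 library left out the calls of *Insig1* and *Lss* in L-DKO ended in 5 of 8 fits and 3 of 8 fits (-0.86 to -0.62 and -1.03 to -0.78), and that of *Nsdhl* between L-DKO and Gclc L-KO in 6 of 8 fits (-0.64 to -0.42).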

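Genome-wide, fewer genes differed from WT in the libraries labelled L-DKO than in those labelled Gclc L-KO. In Gclc L-KO 1609 genes were higher and 1872 lower than in WT, and in L-DKO 573 and 933. With quantile normalization these were 1713 and 1745 in Gclc L-KO and 625 and 645 in L-DKO. With *Xist* as a covariate they were 2171 and 2406 in Gclc L-KO and 1158 and 1641 in L-DKO. With 1 library left out, limma called 430 genes in L-DKO without its replicate 3, 569 without replicate 4, 2648 without replicate 2 and 721 to 905 without any single WT liver. It called 2021 and 1999 in Gclc L-KO without its replicates 3 and 4. Within replicates 1 and 2 it called 849 genes in Gclc L-KO and 123 in L-DKO, and within replicates 3 and 4 4172 and 3362. Among the 1609 genes that rose in Gclc L-KO, such as *Gsta1* and *Cbr3*, 424 were lower in L-DKO than in Gclc L-KO, and among the 1872 that fell, such as *Slco1a1*, an organic anion carrier of hepatocytes (-4.49, then 2.79), 331 were higher. In L-DKO 5 and 2 of them moved further from WT. The median share of the Gclc L-KO change that was absent in L-DKO was 51.6% for the genes that rose and 45.1% for those that fell. With the genes chosen on replicates 1 and 2 and measured on replicates 3 and 4 these shares were 73.1% and 36.2%, and the other way round 48.4% and 42.3%.

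Directly compared, L-DKO and Gclc L-KO differed in 1307 genes, 581 higher and 726 lower in L-DKO (681 and 628 with quantile normalization), with *Gsta1* (-5.88), *Cbr3* (-5.70) and *Gpx2*, a glutathione peroxidase of epithelia (-4.04), among the deepest falls, and *Car3*, a carbonic anhydrase of hepatocytes (2.82), the largest rise. Within replicates 1 and 2 limma called 245 of the genes in this comparison and within replicates 3 and 4 2180. Without Gclc L-KO replicate 3 it called 653 and without L-DKO replicate 4 826. In L-DKO against Nrf2 L-KO 401 genes were higher and 395 lower (569 and 308 with quantile normalization), in all 796 (17 within replicates 1 and 2 and 2755 within replicates 3 and 4), which leaving out single libraries moved to between 172 (L-DKO replicate 3) and 2022 (L-DKO replicate 2). Limma called the interaction for 104 genes (31 without Gclc L-KO replicate 3, 257 without Gclc L-KO replicate 1), 70 negative (such as *Nqo1*, -3.18) and 34 positive (such as *Slco1a1*, 2.63, whose call ended in 12 of 16 fits with 1 library left out). With *Xist* as a covariate it called 2056 genes in L-DKO against Gclc L-KO, 1960 in L-DKO against Nrf2 L-KO and 218 for the interaction. Of the genes called in Gclc L-KO, 269 were higher and 495 lower in L-DKO too, where independent lists would share 60.9 and 115.5. Both comparisons use the same WT livers, and in 100 draws of unrelated groups with shared controls equally long lists shared 239.6 and 378.9 on average and up to 463 and 664. With 2 different WT livers for each comparison 35 to 52 higher and 39 to 84 lower genes were called in both, where independent lists would share 2.4 to 4.5 and 5.2 to 8.8. Across genes, which are not independent replicates, the correlation of their log2 fold changes was 0.66, against a mean of 0.44 and a highest value of 0.82 in these draws. It was 0.47 to 0.62 with 2 different WT livers for each comparison. The covariance, to which shared controls add the same amount with or without real effects, was 0.13, against a mean of 0.02 and a highest value of 0.05 in the draws, and 0.10 to 0.12 with the WT livers divided. From the return of lipogenic transcripts, lipogenic proteins and serum triglycerides when *Nrf2* is deleted with *Gclc* (Fig. 5F–J), the paper concludes that GSH keeps lipids abundant by preventing NRF2 activation. From the incomplete return of some lipogenic genes (Fig. 5F) it also proposes a possible part for pathways that do not need NRF2. It states as well that *Nrf2* was deleted less efficiently than *Gclc*. As further evidence it reports that an NRF2 activator lowered *Scd1* and serum triglycerides in WT mice. It also reports that an agonist of LXR, a transcription factor for lipid synthesis, rescued lipogenic expression and triglycerides in Gclc L-KO mice.

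**Figure D4:**
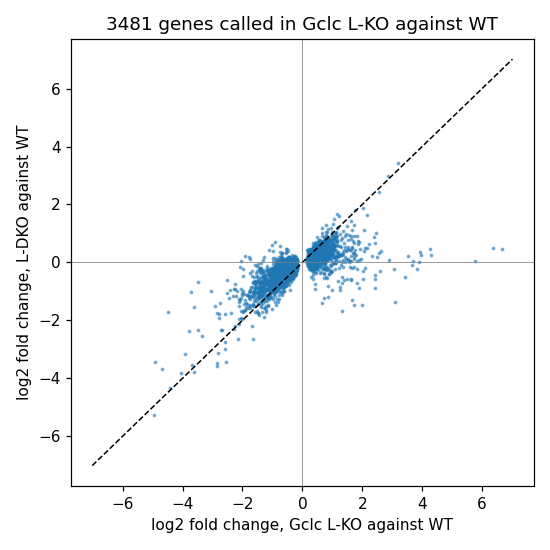
Log2 fold changes of the 3481 genes called in Gclc L-KO against WT: L-DKO against WT (vertical) by Gclc L-KO against WT (horizontal). Dashed line, equal changes. Both axes share the WT livers.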

**Fig. 5:**
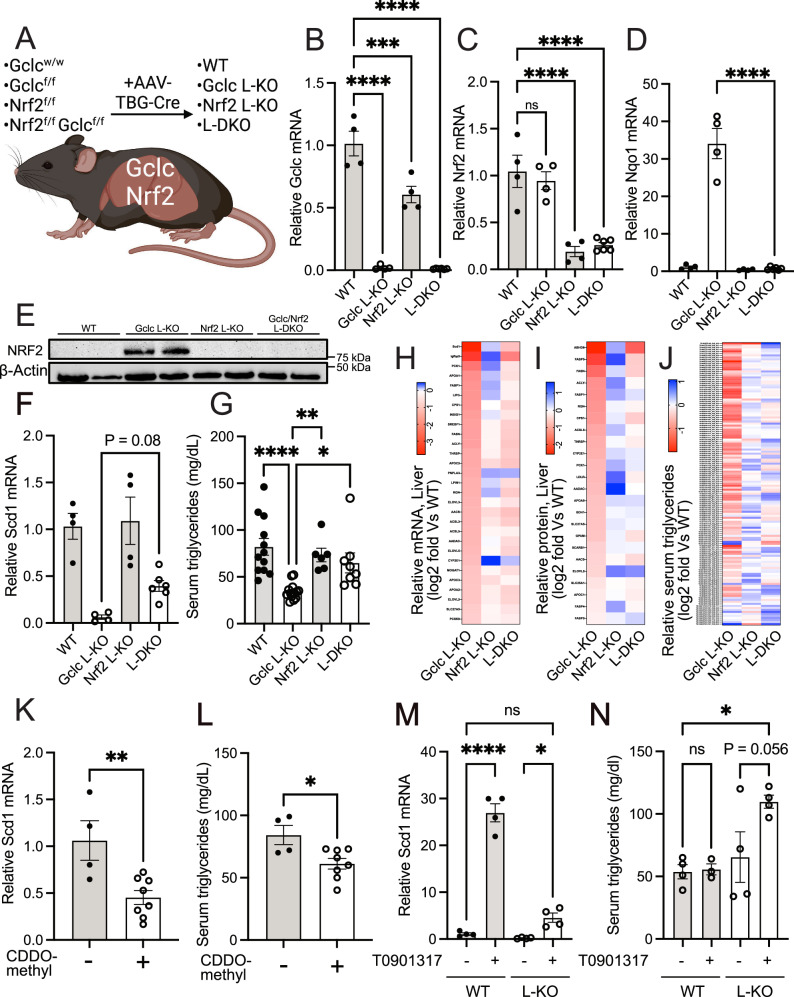
GSH in the liver supports triglyceride levels in an NRF2-dependent manner. **A** Schematic of inducible liver-specific *Gclc* deletion (Gclc L-KO), *Nrf2* deletion (Nrf2 L-KO), and *Gclc*-*Nrf2* deletion (L-DKO). Liver-specific knockout of genes was achieved using AAV-TBG-Cre. All mice were sacrificed 21 days post AAV-TBG-Cre treatment unless otherwise indicated. (B-D) Relative expression of (**B**) *Gclc*, (**C**) *Nrf2* and (**D**) *Nqo1* mRNA in the liver of WT (*n* = 4), Gclc L-KO (*n* = 4), Nrf2 L-KO (*n* = 4), and L-DKO (*n* = 6) mice following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Dunnett’s multiple comparisons test (used in (**B**) and (**C**)) or Šidák’s multiple comparisons test (used in (**D**)) was used to determine statistical significance ((**B**): WT vs. Gclc L-KO P value < 0.0001, WT vs. Nrf2 L-KO *P* value = 0.0004, WT vs. L-DKO P value < 0.0001. **C** WT vs. Gclc L-KO *P* value = 0.7972, WT vs. Nrf2 L-KO *P* value < 0.0001, WT vs. L-DKO P value < 0.0001. **D** Gclc L-KO vs. L-DKO *P* value < 0.0001). **E** Representative immunoblot analysis of NRF2 in the liver of WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice following treatment with AAV-TBG-Cre. Data shown are representative of at least three replicates. **F** Relative expression of *Scd1* mRNA in the liver of WT (*n* = 4), Gclc L-KO (*n* = 4), Nrf2 L-KO (*n* = 4), and L-DKO (*n* = 6) mice following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (Gclc L-KO vs. L-DKO *P* value = 0.0866). **G** Serum triglyceride levels for WT (*n* = 12), Gclc L-KO (*n* = 14), Nrf2 L-KO (*n* = 6), and L-DKO (*n* = 8) mice 3 weeks post-treatment with AAV-TBG-Cre. A one-way ANOVA with subsequent Dunnett’s multiple comparisons test was used to determine statistical significance (Gclc L-KO vs. WT P value < 0.0001, Gclc L KO vs. Nrf2 L-KO *P* value = 0.0040, Gclc L-KO vs. L-DKO *P* value = 0.01421). **H** Relative expression of lipogenic genes mRNA in the liver of WT (*n* = 4), Gclc L-KO (*n* = 4), Nrf2 L-KO (*n* = 4), and L-DKO (*n* = 4) mice expressed as Log2 fold change. **I** Relative expression of proteins related to the lipogenic pathway in the liver of WT (*n* = 4), Gclc L-KO (*n* = 4), Nrf2 L-KO (*n* = 4) and L-DKO (*n* = 4) mice expressed as Log2 fold change. **J** Relative abundance of serum triglycerides in the liver of WT (*n* = 4), Gclc L-KO (*n* = 4), Nrf2 L-KO (*n* = 4) and L-DKO (*n* = 4) mice expressed as Log2 fold change. **K** Relative mRNA expression of *Scd1* in the liver of WT mice following a 4-day treatment with either vehicle (*n* = 4) or CDDO-methyl (*n* = 8). Expression levels were normalized to the expression of the reference gene *Rps9*. An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. CDDO-methyl *P* value = 0.0065). **L** Triglyceride levels in the serum of WT mice without AAV-TBG-Cre injection following a 4-day treatment with either vehicle (*n* = 4) or CDDO-methyl (*n* = 8). An unpaired two-tailed *t* test was used to determine statistical significance (Vehicle vs. CDDO-methyl *P* value = 0.0171). **M** Relative expression of *Scd1* mRNA in the liver of WT (*n* = 4) and L-KO (*n* = 4) mice treated with either vehicle or T0901317 on days 17–20 post AAV-TBG-Cre injection. Expression levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (vehicle vs. T0901317: WT *P* value < 0.0001, L-KO *P* value = 0.0462; WT/Vehicle vs. L-KO/T0901317 *P* value = 0.1254). **N** Triglyceride levels in the serum of WT (*n* = 4) and L-KO (*n* = 4) mice treated with either vehicle or T0901317 on days 17–20 post AAV-TBG-Cre injection. A one-way ANOVA with subsequent Šidák’s multiple comparisons test was used to determine statistical significance (vehicle vs. T0901317: WT P value = 0.9994, L-KO *P* value = 0.0560; WT/Vehicle vs. L-KO/T0901317 *P* value = 0.0155). Indicated *n* values represent biologically independent samples from mice. Data are shown as mean ± SEM. ns = not significant, *P value < 0.05, **P value < 0.01, ***P value < 0.001, ****P value < 0.0001. (A) created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Activation of NRF2 prevents tissue damage under pathological conditions^59^. Since we observed an activation of NRF2 upon GSH depletion, we expected NRF2 to be essential for preventing liver damage. Surprisingly, L-DKO mice did not die or significantly lose weight shortly after genetic deletion was induced (Fig. S10A). Further, L-DKO mice did not have significantly increased levels of serum liver damage markers (Fig. S10B-S10C) nor showed signs of inflammation, fibrosis, or liver failure (Fig. S10D and S11). These results demonstrate that the expression of NRF2 in the liver is acutely dispensable under GSH-depleted conditions. Further, this data suggests that rather than buffering oxidative stress to prevent liver damage, GSH synthesis is crucial for maintaining low NRF2 levels and sustaining lipid production by the liver.

NRF1 is a transcription factor that belongs to the same transcription factor family as NRF2. While NRF1 and NRF2 are differentially regulated by KEAP1^60^, both have overlapping targets and roles in preventing liver-related diseases^61^. Further, NRF1 has been shown to be important for the survival of hepatocytes and to mediate oxidative stress during development^62,63^. Thus, we examined if the observed dispensable role of NRF2 in the absence of GSH was due to a compensatory activity by NRF1. We observed that livers from Gclc L-KO mice had increased expression of NRF1 protein (Fig. S12A). Interestingly, the levels of NRF1 in the livers of L-DKO mice were lower than in the Gclc L-KO mice; however, they remained higher than control mice. These data suggest that GSH synthesis, potentially through NRF2 repression, also limits NRF1 protein expression in the liver. Further, these data suggest that at acute time points following *Gclc* genetic deletion, compensation by NRF1 could be responsible for the dispensable role of NRF2 in GSH-depleted conditions. Further research is required to fully elucidate the interplay of NRF1 and NRF2 following GSH depletion in the liver.

Next, we evaluated the impact of individual and combined liver-specific Gclc/Nrf2 deletions on markers of steatohepatitis. Pro-fibrotic markers yes-associated protein 1 (YAP1) and taffazin (TAZ) and autophagy marker p62 showed elevated expression in Gclc L-KO mice (Fig. S12B, S12C). Interestingly, these markers largely reversed in liver-specific Gclc-Nrf2 DKO mice. These data suggest that while markers of fibrosis and autophagy are increased following liver-specific Gclc deletion, these are potentially due to the activation of NRF2. Additionally, no changes in markers of oxidative DNA damage (Fig. S13A) and lipid peroxidation (Fig. S13B) were observed in the L-DKO mice. These findings further suggest that at acute time points, both GCLC and NRF2 are dispensable to the liver.

Our results indicate that GSH supports lipid abundance by preventing NRF2 activation in the liver, as well as through other potential NRF2-independent mechanisms. NRF2 activation has been shown to repress the expression of lipogenic genes^64–67^. NRF2 protein stability is regulated by KEAP1. Pharmacologically, KEAP1 activity can be inhibited by the compound bardoxolone (CDDO)^68^. Therefore, to further dissociate the effects of GSH and NRF2 on lipid abundance and assess if NRF2 activation alone mimics the effects of liver-specific Gclc deletion, we treated Gclc WT mice with CDDO-methyl (CDDO-Me), a form of bardoxolone with increased bioavailability. Treatment with CDDO-Me increased NRF2 expression but not to the level observed in the liver of Gclc L-KO mice, as we could only detect substantial NRF2 expression after enriching the whole protein lysate for a nuclear fraction (Fig. S14A, S14B). CDDO-Me treatment increased the expression of NRF2 target genes (Fig. S14C-S14D) and lowered the expression of lipogenic genes (Figs. 5K, S14C). Consequently, CDDO-Me treatment caused a reduction in serum triglycerides (Fig. 5L). However, these resulting effects of NRF2 induction via CDDO treatment were to a dramatically lower degree compared to the effects of NRF2 induction upon GSH depletion in Gclc L-KO mice (Figs. 4E, F and 5D, E). CDDO-Methyl treatment did not impact body weight, liver damage, or serum glucose and cholesterol levels (Fig. S14F–S14J). One hypothesis is that we observed a greater induction of NRF2 through liver-specific *Gclc* deletion as compared to KEAP1 inhibition with CDDO-me because CDDO-me is a weaker inhibitor of NRF2-KEAP1 interaction compared to the ROS generated following GSH depletion. Alternatively, GSH could have potentially prevented NRF2 activation through both KEAP1-independent mechanisms. Indeed, it was recently reported that treatment of cells with H_2_O_2_, which can lower GSH levels, leads to increased expression of NRF2 target genes in a KEAP1-independent mechanism^69^. Further research is required to fully elucidate the KEAP1-dependent and -independent mechanisms of GSH-dependent regulation of NRF2.

NRF2 is reported to have suppressive effects on the lipogenic pathway via inhibiting the activity of LXR^64,70^, a transcription factor that supports lipid synthesis. To test if this mechanism was at play upon depleting GSH in the liver, we treated Gclc L-KO mice with T0901317, an LXR agonist. Induction of LXR activity in the Gclc L-KO mice rescued lipogenic gene expression and circulating triglycerides (Fig. 5M, N). These data suggest that NRF2 activation following GSH depletion causes repression of LXR activity, leading to lower expression of lipogenic enzymes and lower levels of serum triglycerides.

### Sustained depletion of NRF2 upon *Gclc* deletion induces a sex-dependent requirement for NRF2 to maintain liver homeostasis and animal survival

Liver-specific deletion of *Gclc* impaired the expression of lipogenic enzymes and lowered circulating triglyceride levels. However, fat stores (i.e., epididymal white adipose tissue) were not significantly depleted in liver-specific Gclc KO mice. Further, we found NRF2 to be dispensable to the liver upon GSH depletion. Notably, these observations were found in a relatively short time after *Gclc* deletion (i.e., three weeks). To test the effect of sustained repression of lipogenic programs and a concurrent sustained induction of NRF2 activity, we monitored mice for ten weeks following the induction of *Gclc* deletion alone (Gclc L-KO) or in combination with *Nrf2* deletion (L-DKO) in the liver (Fig. 6A). Nearly all liver-specific Gclc L-KO mice survived over time (Fig. 6B). However, we found the L-DKO mice had a reduced survival rate which was sex-specific (Fig. 6B, C). Male mice underwent rapid loss of survival at extended time points, while female mice were largely unaffected. In addition, histological analysis revealed a significant difference in liver damage between female and male L-DKO mice (Fig. 6D, E). Indeed, we found male L-DKO mice to have a greater hepatocellular injury than female Gclc L-KO mice (Fig. 6D, E). Liver damage markers in the serum were also found to be significantly elevated in the serum of male L-DKO mice; however, they were not greater than levels from male Gclc L-KO mice (Fig. S15A, S15B). Importantly, these levels were still lower than those reported in the non-inducible liver-specific Gclc KO mouse strain^30^. Like the acute time points of liver-specific *Gclc* deletion, serum triglycerides were depleted in mice with prolonged liver-specific *Gclc* deletion and rescued with *Nrf2* deletion (Fig. 6F). This was found not to be sex-dependent, as the rescue was observed in both the female and male mice. (Fig. S15C). Unlike the acute setting, however, prolonged ablation of GSH synthesis in the liver resulted in decreased abundance of epididymal white adipose depots, a major storage tissue for triglycerides (Fig. 6G). This was predominant in the male Gclc L-KO mice and was not rescued with *Nrf2* deletion (Fig. S15D). Additionally, we found sex-dependent changes in serum levels of cholesterol and glucose (Fig. S15E, S15F). Further analysis revealed that male L-DKO livers had dramatically increased markers of apoptosis and oxidative DNA damage compared to female mice (Fig. S16). Interestingly, we found increased apoptotic markers in the adipose tissue of both female and male L-DKO mice compared to L-Gclc KO mice (Fig. S17); however, more research is required to fully elucidate the mechanisms involved in the adipose tissue of these mice. Together, these data reveal a sex-dependent requirement for NRF2 in the absence of GSH over time. Further, these data suggest that by maintaining circulating triglycerides, GSH synthesis in the liver potentially supports fat stores in the body.

**Fig. 6:**
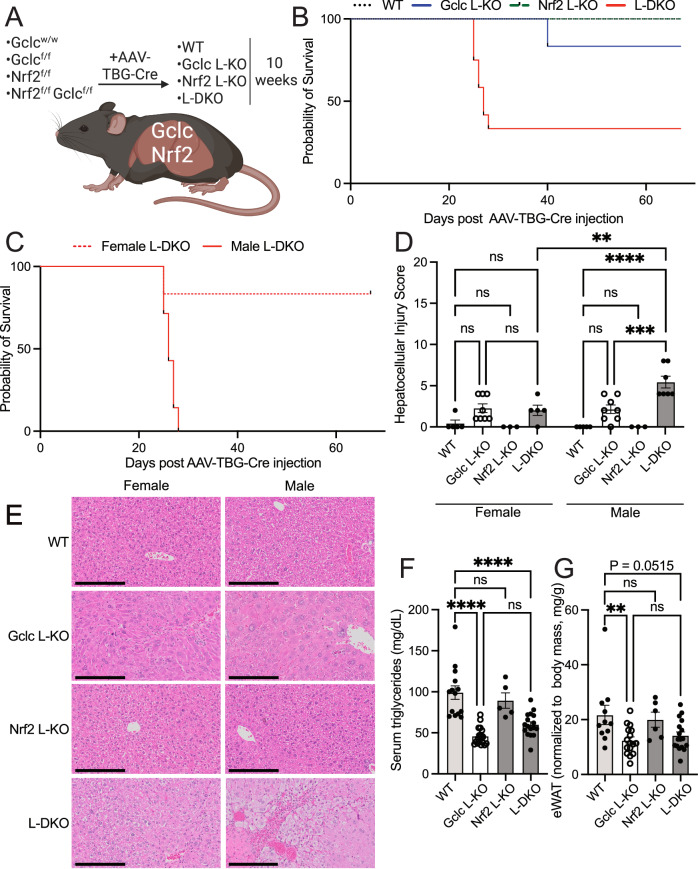
Prolonged *Gclc* deletion in the liver induces a sex-dependent requirement of NRF2. **A** Schematic for extended monitoring of *Gclc* deletion (Gclc L-KO), *Nrf2* deletion (Nrf2 L-KO), and *Gclc*-*Nrf2* deletion (L-DKO) in mice. Liver-specific gene knockout was induced with AAV-TBG-Cre. Mice were sacrificed 10 weeks post AAV-TBG-Cre injection unless humane endpoints were reached earlier. **B** Percent survival for WT (*n* = 8), Gclc L-KO (*n* = 6), Nrf2 L-KO (*n* = 6) and L-DKO (*n* = 12) mice following treatment with AAV-TBG-Cre. **C** Percent survival for female (*n* = 6) and male (*n* = 7) L-DKO mice following treatment with AAV-TBG-Cre. **D** Hepatocellular Injury Score from H&E-stained slides of the liver from female WT (*n* = 5), Gclc L-KO (*n* = 8), Nrf2 L-KO (*n* = 3), L-DKO (*n* = 4) and male WT (*n* = 5), Gclc L-KO (*n* = 8), Nrf2 L-KO (*n* = 3), L-DKO (*n* = 7) mice. A two-way ANOVA with subsequent Tukey’s multiple comparisons test was used to determine statistical significance (Female: WT vs. Gclc L-KO *P* value = 0.2504, WT vs. Nrf2 L-KO *P* value = 0.9999, WT vs. L-DKO P value = 0.5546, Gclc L-KO vs. L-DKO *P* value > 0.9999; Male: WT vs. Gclc L-KO *P* value = 0.1238, WT vs. Nrf2 L-KO *P* value > 0.9999, WT vs. L-DKO *P* value < 0.0001, Gclc L-KO vs. L-DKO *P* value = 0.0006; Female L-DKO vs. Male L-DKO *P* value = 0.0020). **E** Representative H&E-stained slides of the liver from female and male WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice 10 weeks following treatment with AAV-TBG-Cre. Scale bars = 200 µm. Data shown are representative of at least 3 replicates. **F** Serum triglyceride concentration of WT (*n* = 14), Gclc L-KO (*n* = 19), Nrf2 L-KO (*n* = 5) and L-DKO (*n* = 17) mice 10 weeks following treatment with AAV-TBG-Cre. A one-way ANOVA with subsequent Tukey’s multiple comparisons test was used to determine statistical significance (WT vs. Gclc L-KO *P* value < 0.0001, WT vs. Nrf2 L-KO P value = 0.7838, WT vs. L-DKO *P* value < 0.0001, Gclc L-KO vs. L-DKO *P* value = 0.1525). **G** Epididymal fat adipose tissue (eWAT) mass normalized to body mass from WT (*n* = 10), Gclc L-KO (*n* = 16), Nrf2 L-KO (*n* = 6) and L-DKO (*n* = 17) mice 10 weeks post-treatment with AAV-TBG-Cre. A one-way ANOVA with subsequent Tukey’s multiple comparisons test was used to determine statistical significance (WT vs. Gclc L-KO *P* value = 0.0112, WT vs. Nrf2 L-KO *P* value = 0.9675, WT vs. L-DKO *P* value = 0.0515, Gclc L-KO vs. L-DKO *P* value = 0.8936). Indicated *n* values represent biologically independent samples from mice. Data are shown as mean ± SEM. ns = not significant, * *P* value < 0.05, ** P value < 0.01, *** *P* value < 0.001, **** *P* value < 0.0001. (A) created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

## Discussion

GSH has been linked to nearly every cellular process in the body^71,72^. However, its function in vivo remains poorly understood. To address this knowledge gap, we have developed a series of genetic models that permit spatiotemporal control over the expression of GCLC, the rate-limiting enzyme in GSH synthesis. We find that the loss of GCLC across all tissues of adult animals results in rapid weight loss and death. However, this does not cause immediate damage to multiple tissues, including the liver. Although we found higher levels of serum biomarkers of liver damage biomarkers in the Gclc L-KO mice compared to Gclc WT mice, these were not necessarily indicative of liver damage as they were dramatically lower than reported ALT/AST levels in mice with acute liver toxicity ( > 1500 U/L)^30,73,74^. This is unexpected since we found the liver to have higher levels of GSH than other tissues. Additionally, a previously studied liver-specific deletion of *Gclc* was shown to cause steatohepatitis and liver failure^30^. One difference between their model and the one reported here is that deletion of *Gclc* is induced in hepatocytes of adult mice (which are slowly proliferating), compared to theirs, where deletion of *Gclc* occurred in hepatocytes of growing animals (which are rapidly proliferating). The requirement of a protein pre- or post-organ and -animal development is an important distinction that is not always considered in studies involving tissue-specific knockout mouse models but potentially requires additional investigation.

A central question we ask here is, if GSH is not immediately required for liver survival, then why is it produced at such high levels? The clearest hypothesis is that GSH synthesis is required for liver function. Indeed, the liver has been reported to need a maximal synthesis of GSH for detoxifying exogenous xenobiotics, such as acetaminophen^75,76^. Further, GSH is described to buffer endogenous electrophiles^77,78^. We hypothesized that GSH synthesis plays additional detoxification-independent roles in liver function. The liver is known to be responsible for synthesizing new lipids. Also, lowering GSH levels in animals has previously been shown to prevent obesity-related phenotypes in mice, such as weight gain under a high-fat diet^79,80^. In keeping with this observation, here we unveil a crucial role of GSH in lipid production, as the synthesis of GSH, specifically in the liver, is required for sustaining physiological circulating triglyceride levels (an important energy source) and adipose tissue homeostasis under standard dietary regimen. This is a significant phenotype, as a similar reduction in circulating triglycerides was not observed with a liver-specific loss of critical lipogenic enzymes, such as fatty acid synthase (FASN)^81^. Together, our findings indicate that GSH synthesis in the liver is a crucial contributor to lipid abundance in vivo.

Mechanistically, we show that, upon GSH depletion, the liver tissue induces the expression of target genes associated with the antioxidant transcription factor NRF2. Since previous studies have linked the activation of NRF2 with the repression of lipogenic gene expression^64^, we reasoned that GSH depletion causes oxidation and consequent inactivation of KEAP1 (a repressor of NRF2), thus leading to increased antioxidant and decreased lipogenic gene expression. However, KEAP1 regulates multiple pathways beyond NRF2^60,82^, and the contributions of NRF2 to lipid homeostasis have been reported to be pleiotropic and context-dependent^83^. Chronic GSH deficiency by *Gclm* deletion in mice has also been associated with metabolic alterations and the activation of the stress-responsive factor AMPK^53,84^. Further, AMPK has been reported to be an upstream activator of NRF2^85^. Nonetheless, we show that following GSH depletion, the repression of lipogenic gene expression and serum triglyceride levels is dependent on NRF2 activation. Further investigations are required to elucidate why and how NRF2 activation blocks lipid production. One possible scenario is the metabolic cofactor NADPH, which is known to be required not only for lipid synthesis but also for the function of antioxidant reductases, such as glutathione reductase (GSR) and thioredoxin reductase (TXNRD)^86^. Notably, the deletion of lipogenic enzymes in the liver, such as acetyl-CoA carboxylase 1/2 (ACC1/2), has been reported to liberate NADPH for antioxidant processes, including GSH regeneration^87^.

In many scenarios, activation of NRF2 has been reported to be a stress response that is required to prevent the accumulation of oxidative stress and subsequent tissue damage. Surprisingly, we demonstrate here that, in an acute setting, mice with combined liver-specific deletion of *Gclc* and *Nrf2* do not lose weight or show poor health or liver failure. This suggests that the antioxidant response provided by NRF2 is not required for liver survival in the absence of GSH. Instead, our findings demonstrate an important role for GSH in the liver, where under resting conditions, GSH maintains low NRF2 activity to permit ample expression of lipogenic enzymes, promotes the production of triglycerides, and sustains lipid abundance in vivo.

Although prolonged GSH depletion induced triglyceride depletion and reduced epididymal adipose tissue in mice, it induced a sex-dependent requirement of NRF2 expression in the liver. Indeed, several studies have reported some level of sex-dependent differences in susceptibility to liver damage. In mouse and rat models of choline and methionine-deficient diet-induced metabolic dysfunction-associated steatotic liver disease (MASLD), females are reported to be more protected than their male counterparts^88^. These observed sex-dependent differences have been attributed to sex-dependent metabolic alterations such as the estrogen-dependent synthesis of phosphatidylcholines^88–91^. Further, in fructose HFD-induced models, ovariectomy has been shown to reverse the reduced susceptibility of female mice to liver damage^92^. Further research is required to determine the underlying cause of sex-dependent liver damage upon extended loss of GCLC and NRF2. However, these basic findings potentially provide clues for sex-dependent etiologies of diseases that involve oxidative stress.

## Methods

### Experimental model and details

#### Animal studies

All animal studies were performed according to protocols approved by the University Committee on Animal Resources at the University of Rochester Medical Center. *Gclc*^f/f^ mice were generated as described^30^ and crossed with the Rosa26-CreERT2 mouse strain (Jackson Labs, #008463) or *Nrf2*^f/f^ mouse strain (Jackson Labs, #025433). Animals were housed in rooms with a relative humidity range of 30-70% and temperature of 64–79 ^o^F under a 12 h light/12 h dark cycle with ad libitum access to food and water. All animals were aged for at least 12 weeks before being used in their respective experiments. Tamoxifen (Sigma Aldrich, T5648) was administered by intraperitoneal injection at 160 mg/kg once daily for 5 days. For liver-specific genetic deletions, mice were injected via the tail vein with 2.5×10^11^ GC of AAV-TBG-Cre (Addgene, 107787-AAV8) in PBS. For high-fat diet experiments, mice were fed a 60 kcal% fat high-fat diet (Research Diets, D12451i) following either tamoxifen or AAV-TBG-Cre injection for 2-3 weeks. Control mice were fed normal rodent chow (LabDiet, 5053). For CDDO-methyl experiments, WT mice without AAV-TBG-Cre injections were injected intraperitoneally with 5 mg/kg of either vehicle (10%DMSO in 90% corn oil) or CDDO-methyl (MedChem Express, HY-13324) for 4 days. For T0901317 experiments, mice were injected intraperitoneally with either vehicle (10%DMSO in 90% corn oil) or T0901317 (MedChem Express, HY-10626) at a dose of either 16.9 mg/kg or 50 mg/kg dose for either 4 days (17–20) days post AAV-TBG-Cre treatment) or 14 days (7–20) days post AAV-TBG-Cre treatment). With the GSH-ee experiments, mice were injected intraperitoneally with either vehicle (saline) or Glutathione ethyl ester (Cayman Chemical, 14953) for 4 days ((17-20) days post AAV-TBG-Cre treatment).

#### Immunoblot assays

Tissue samples were crushed on dry ice to obtain homogenous aliquots and then lysed in RIPA buffer (Thermo Scientific #89900) containing Halt protease & phosphatase inhibitor (Thermo Scientific #1861280). Extracted proteins were quantified using the Pierce BCA Protein Assay Kit (Thermo Scientific #23225). 75 µg of protein lysates were heated for 10 min at 95 °C in Laemmli 6X SDS sample buffer (Boston BioProducts, # BP-111R) with 5% 2-mercaptoethanol (VWR Life Science #M131-100ml) and then ran on 4–20% Criterion TGX pre-cast gels (Bio-Rad #5671093). Separated proteins were transferred onto Immobilon-P Transfer membranes (MilliporeSigma #IPVH00010), blocked for an hour using 5% milk in TBST, and stained overnight with targeting primary antibodies in 5% milk TBST. Stained membranes were then washed with TBST and stained with corresponding secondary antibodies in 5% milk in TBST for one hour. Antibody-stained protein signal was amplified and visualized using SuperSignal West Pico PLUS chemiluminescent substrate (Thermo Fisher #34578) and imaged with a ChemiDoc MP Imaging system (Bio-Rad). The antibodies used for the immunoblot assays were: GCLC (Santa Cruz Biotech, #sc-390811), NQO1 (Sigma Prestige Antibodies, HPA007308), ACTIN (Sigma, A1978), NRF2 (Cell Signaling Technology, #12721), NRF1 (Cell Signaling Technology, #8052), YAP/TAZ (Cell Signaling, #8418) 4-HNE (Abcam, #ab46545) and Lamin A/C (Cell Signaling, #4777).

#### RNA analysis

Tissue samples were crushed on dry ice and homogenized using a bead Mill (VWR). mRNA was then isolated from the tissues using E.Z.N.A. total RNA Kit I (Omega Bio-Tek, R6834-02). For gene expression analysis, 1 µg of RNA was used for cDNA synthesis using qScript cDNA Synthesis Kit (Quanta Bio, #66196756). The expression of target genes was analyzed via quantitative real-time (RT) PCR with a QuantaStudio 5 qPCR machine (Applied Biosystems, Thermo Fisher Scientific). Primers used for quantitative RT PCR analysis are included in Supplementary Data S6.

#### RNA-seq analysis

RNA-seq was performed on tissues using Genomics Research Center (GRC) at URMC and the Bauer Core Facility at Harvard University. Differential expression and GSEA analyses were performed as previously described^93,94^.

#### Serum analysis

Mice were anesthetized with isoflurane, after which blood was collected via the retro-orbital venous sinus into BD microtainer tubes (BD #365967). Serum was isolated from the blood by centrifuging blood samples at 10,000 × *g* for 5 min. Analysis of liver damage biomarkers and serum triglycerides was carried out by VRL Animal Health Diagnostics.

#### Tissue staining

Five-micron formalin-fixed, paraffin-embedded tissue sections were used for hematoxylin and eosin (H&E) staining immunohistochemistry and immunofluorescence analyses. The tissues were dewaxed and rehydrated through a series of xylene and ethanol changes. For antibody staining, antigen retrieval was performed on the slides by incubating them in a steamer for 40 min in citrate buffer (Vector Labs, Cat# H-3300-250). The slides were washed in water/PBS and then blocked using 5% goat serum in PBS for 1 h at room temperature prior to adding primary antibodies diluted in the blocking buffer. Primary antibody (NQO1; Abcam Cat# ab196196, NRF2; Abcam Cat# ab31163, TUNEL; Abcam; ab206386, Cleaved Caspase 3; Cell Signaling Cat# 9664, F4/80; Cell Signaling Cat# 70076, 8-oxoguanine; Abcam Cat# Ab62623, p62; Cell Signaling Cat# 23214) incubation was carried out overnight at 4 °C. For immunohistochemistry, detection was performed using a biotinylated anti-rabbit IgG secondary antibody and streptavidin-Horseradish peroxidase (HRP), followed by colorimetric detection using DAB. The sections were then counterstained with hematoxylin. For immunofluorescence, the second-to-last wash included 1 µg/ml of 4’, 6’-diamidino-2-phenylindole dihydrochloride (DAPI; Sigma, Cat# D9542-10mg) in PBS to stain cell nuclei. Immunofluorescence tissues were mounted with ProLong Gold (Life Technologies, Cat# P36934), while H&E and immunohistochemistry tissues were mounted with Permount mounting media (Fisher Scientific, Cat# SP15500) and coverslipped for imaging. Immunofluorescence-stained slides were imaged using a CyteFinder II from Rarecyte. H&E and immunohistochemistry slides were imaged using an Olympus VS120 virtual slide microscope and Visiopharm image analysis system.

#### Preparation of NEM-derivatized cysteine and GSH internal standards

The N-ethylmaleimide (NEM) derivatized isotope labeled [^13^C_3_, ^15^N]-cysteine-NEM and [^13^C_2_,^15^N]-GSH-NEM were prepared by derivatizing the [^13^C_3_, 15N]-cysteine and [^13^C_2_,^15^N]-GSH standards with 50 mM NEM in 10 mM ammonium formate (pH = 7.0) at room temperature (30 min) as previously described^95^. [^13^C_4_, ^15^N_2_]-GSSG was prepared from the oxidation of [^13^C_2_,^15^N]-GSH as described^96^.

#### Non-targeted lipidomics—sample preparation

The liver, brain, kidney, lung, and adipose tissue were homogenized with a pre-chilled BioPulverizer (59012MS, BioSpec) and then placed on dry ice. The chloroform:methanol extraction solvent (v:v = 1:1) was added to the homogenate to meet 50 mg/mL. The samples were then sonicated in ice-cold water using Biorupter UCD-200 sonicator for 5 min (30 s sonication and 30 s rest cycle; high voltage mode). The lipid extracts were cleared by centrifugation (17,000 *g*, 20 °C, 10 min), and the lipids in the supernatant were analyzed by LC-MS.

For serum samples, 75 µL of chloroform:methanol extraction solvent (v:v = 1:2) was added to 20 µL of mouse serum, with the exception of the serum from WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mouse serum, for which 20 µL of mouse serum was combined with 180 µL of chloroform:methanol extraction solvent (v:v = 1:2) containing internal standards at the final concentrations: 5 nM D7-Sphinganine (Avanti Polar Lipids Inc., Cat# 860658), 12.5 nM D3-Deoxysphinganine (Avanti Polar Lipids Inc., Cat# 860474), and SPLASH LIPIDOMIX (1:1000, Avanti Polar Lipids Inc., Cat# 330707). After sonicating (1400 rpm, 20 °C, 5 min), the extracts were cleared by centrifugation (17,000 *g*, 20 °C, 10 min), and the lipids in the supernatant were analyzed by LC-MS.

#### Non-targeted lipidomics—instrumental condition and data analysis

The HPLC conditions were identical to the previous study^97^. In brief, lipidomics for each sample were performed by the Vanquish UPLC systems coupled to a Q Exactive HF (QE-HF) mass spectrometer equipped with HESI (Thermo Fisher Scientific, Waltham, MA). Chromatographic separation was conducted on a Brownlee SPP C18 column (2.1 mm × 75 mm, 2.7 μm particle size, Perkin Elmer, Waltham, MA) using mobile phase A (100% H2O containing 0.1% formic acid and 1% of 1 M NH_4_OAc) and B (1:1 acetonitrile:isopropanol containing 0.1% formic acid and 1% of 1 M NH_4_OAc). The gradient was programmed as follows: 0–2 min 35% B, 2–8 min from 35 to 80% B, 8–22 min from 80 to 99% B, 22–36 min 99% B, and 36.1–40 min from 99 to 35% B. The flow rate was 0.400 mL/min.

For the mass spectrometry, the data-dependent MS^2^ scan conditions were applied in both positive and negative mode: the scan range was from m/z 250–1500, resolution was 60,000 for MS, and 30,000 for DDMS^2^ (top 10), and the AGC target was 3E^6^ for full MS and 1E^5^ for DDMS^2^, allowing ions to accumulate for up to 200 ms for MS and 50 ms for MS/MS. For MS/MS, the following settings are used: isolation window width 1.2 m/z with an offset of 0.5 m/z, stepped NCE at 10, 15, and 25 a.u., minimum AGC 5E^2^, and dynamic exclusion of previously sampled peaks for 8 s.

For the analysis of lipids in the serum from WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice, the methods were the same with the following exceptions: MS2 scan conditions were applied in positive mode, the scan range was from m/z 120-1000, and the resolution was 120,000 for MS. For the MS/MS scan the following conditions were used: NCE at 20, 30, and 40 a.u. Quality control (QC) samples were included to check the technical variability and were prepared by mixing an equal volume of lipid extract from each tissue or serum sample. QC samples were included in the analysis sequence every ten samples and monitored for changes in peak area, width, and retention time to determine the performance of the LC-MS/MS analysis. QC samples were subsequently used to align the analytical batches.

The lipid peaks were identified, aligned, and exported using MS-DIAL^98^. The data were further normalized to the median value of total lipid signals. Only lipids fully identified by MS^2^ spectra were included in the analysis.

#### Mass spectrometry analysis of metabolites—sample preparation

The liver, brain, kidney, and lung tissues were homogenized with a pre-chilled BioPulverizer (59012MS, BioSpec) and then placed on dry ice. For the non-targeted metabolite analysis, the tissue metabolites were extracted in 80% MeOH at a final tissue concentration of 50 mg/mL for 24 h at −80 °C. For the quantification of sulfur metabolites in the tissue samples, the tissue metabolites were extracted and derivatized with NEM in ice-cold extraction solvent (80% MeOH: 20% H_2_O containing 25 mM NEM and 10 mM ammonium formate, pH=7.0) which includes stable isotope labeled internal standards (20 μM [^13^C_3_, ^15^N]-cysteine-NEM, 36.4 μM [^13^C_2_, ^15^N]-GSH-NEM, 10 μM [D_4_]-Cystine, 0.92 μM [^13^C_5_, ^15^N_2_]-GSSG, 20 μM [D_4_]-Hypotaurine, and 20 μM of [^13^C_2_]-Taurine at a final concentration of 50 mg/mL followed by incubation on 4 °C for 24 hr.

For the global metabolite profiling in serum, the metabolites in 10 μL of serum were extracted by the 390 μL of pre-chilled 82% MeOH (−80 °C) followed by 15 min incubation at −80 °C. For the quantification of sulfur metabolites in serum, the metabolites in 20 uL of serum were extracted and derivatized by NEM in 80 μL of ice-cold extraction solvent (80% MeOH: 20% H2O containing 25 mM NEM and 10 mM ammonium formate, pH = 7.0) which includes stable isotope labeled internal standards (1 μM [^13^C_3_, ^15^N]-cysteine-NEM, 0.1 μM [^13^C_2_, ^15^N]-GSH-NEM, 2 μM [D_4_]-Cystine, 4.6 μM [^13^C_5_, ^15^N_2_]-GSSG, 5 μM [D_4_]-Hypotaurine, and 40 μM [^13^C_2_]-Taurine followed by incubation at 4 °C for 30 min.

After centrifugation (17,000 *g*, 20 min, 4 °C), all the supernatants were analyzed by LC-HRMS.

#### Mass spectrometry analysis of metabolites—instrumental condition and data analysis

For the mass spectrometry analysis of metabolites, the previously established LC-MS conditions were applied^99^. For the chromatographic metabolite separation, the Vanquish UPLC systems were coupled to a Q Exactive HF (QE-HF) mass spectrometer equipped with HESI (Thermo Fisher Scientific, Waltham, MA). Samples were run on either a SeQuant ZIC-pHILIC LC column, 5 µm, 150 × 4.6 mm (MilliporeSigma, Burlington, MA) with a SeQuant ZIC-pHILIC guard column, 20 ×4.6 mm (MilliporeSigma, Burlington, MA) or an Atlantis Premier BEH Z-HILIC VanGuard FIT column, 2.5 µm, 2.1 mm × 150 mm (Waters, Milford, MA). For all samples, mobile phase A was 10 mM (NH_4_)_2_CO_3_ and 0.05% NH_4_OH in H_2_O, while mobile phase B was 100% ACN. The column chamber temperature was set to 30 °C. The mobile phase condition was set according to the gradient of 0-13 min: 80% to 20% of mobile phase B, 13–15 min: 20% of mobile phase B. The ESI ionization mode was positive and negative. For samples run on the ZIC-pHILIC column, the MS scan range (m/z) was set to 60–900. For those run on the BEH X-HILIC column, the MS scan range was set to 65–975. The mass resolution was 120,000, and the AGC target was 3 ×10^6^. The capillary voltage and capillary temperature were set to 3.5 KV and 320 °C, respectively. 5 μL of the sample was loaded. The LC-MS metabolite peaks were manually identified and integrated by EL-Maven (Version 0.11.0) by matching with a previously established in-house library^99^.

For the targeted sulfur metabolite quantification approach, the previously established LC-MS conditions were applied^99^ with selected reaction monitoring (MRM) using an Ultimate 3000 UPLC system coupled to a Thermo Finnigan TSQ Quantum equipped with HESI (Thermo Fisher Scientific, Waltham, MA). As a stationary phase, an XBridge Amide Column 3.5 µm (2.1 × 100 mm) (Waters, Milford, MA) was used. The mobile phase A was 97% water and 3% ACN (20 mM NH_4_Ac, 15 mM NH_4_OH, pH = 9.0), and the mobile phase B was 100% ACN. The column temperature was set to 40 °C, and the gradient elution was at 0.35 mL/mL of flow rate: 0 to 3 min, linear gradient from 15% to 70% of Phase A; 3–12 min: linear gradient from 70% to 98% of Phase A; 12 to 15 min, sustaining 98% of Phase A. The MS acquisition operated in the positive or negative mode. The capillary temperature was 305 °C, and the vaporizer temperature was 200 °C. The sheath gas flow was 75, and the auxiliary gas flow was 10. The spray voltage was 3.7 kV. The MRM conditions (parent ion → fragment ion; collision energy) of metabolites were as follows. Positive mode: Cysteine-NEM (m/z 247 → m/z 158; 30); [^13^C_3_, ^15^N]-Cysteine-NEM (m/z 251 → m/z 158; 30); GSH–NEM m/z (m/z 433 → m/z 304; 15); [^13^C_2_,^15^N]-GSH-NEM (m/z 436 → 307 m/z; 15); Cystine (m/z 241→ m/z 74; 30); [D_4_]-Cystine (m/z 245 → m/z 76; 30); GSSG (m/z 613 → m/z 355; 25), [^13^C_4_, ^15^N_2_]-GSSG (m/z 619 → m/z 361; 25); Hypotaurine (m/z 110 → m/z 92; 10); [D_4_]-Hypotaurine (m/z 114 → m/z 96; 10); Taurine (m/z 126 → m/z 108; 11); [^13^C_2_]-Taurine – (m/z 128 → m/z 110; 11). All peaks were manually integrated using Thermo Xcaliber Qual Browser. The quantification of metabolites was calculated by an isotope ratio-based approach according to published methods^100^.

### Global protein abundance profiling by mass spectrometry

#### Sample preparation (A)

Flash frozen liver sections (~25 mg) from WT or *Gclc*^−/−^ mice (3 biological replicates each per TMT sample) were thawed on ice and resuspended in DPBS, supplemented with protease (cOmplete, EDTA-free protease inhibitor cocktail, Roche, #11873580001) and phosphatase (PhosSTOP, Roche, #4906845001) inhibitor tablets. Tissue was homogenized by probe sonication (2 × 10 pulses, 40% power output), and particulate matter was removed by passing samples through 0.4 μm syringe filters. The proteome concentration of the tissue lysates was determined using the DC protein assay (Bio-Rad), normalized to 2 mg/mL, and then 100 μL of each sample was transferred to a LoBind Eppendorf tube containing 48 mg of urea. Samples were reduced with DTT (5 μL of 200 mM stock in H_2_O, 10 mM final concentration) and incubated at 65 °C for 15 min, then alkylated with iodoacetamide (5 μL of 400 mM stock in H_2_O, 20 mM final concentration) and shaken at 37 °C for 30 min in the dark. Ice-cold MeOH (600 μL), CHCl_3_ (200 μL), and H_2_O (500 μL) samples were vortexed and then centrifuged (10,000 *g*, 10 min, 4 °C) to precipitate proteins. The upper layer of supernatant was removed, and ice-cold MeOH (600 μL) was added to wash the protein disc. Samples were vortexed again, centrifuged (16,000 *g*, 10 min, 4 °C) and then all supernatant was removed to leave a protein pellet. Samples were resuspended in 160 μL EPPS buffer (200 mM, pH 8.0) using a probe sonicator (1 × 10–15 pulses, power output 20%) and then digested with LysC (4 μL of 0.5 μg/μL per sample, resuspended in HPLC grade water, Wako-chemicals, Fujifilm #125-05061) for 2 h at 37 °C in a shaker incubator. Samples were then digested with trypsin (11 μL of 0.5 μg/μL per sample, resuspended in trypsin resuspension buffer containing 20 mM CaCl_2_; Promega, #V542A) overnight at 37 °C in a shaker incubator. After incubation with trypsin, the peptide concentration in samples was estimated using a Micro BCA Protein Assay (Thermo Scientific, #23235), and a volume corresponding to 25 μg peptides was transferred to a new low-bind Eppendorf tube per sample. Sample volumes were normalized to 35 μL with EPPS buffer (200 mM, pH 8), diluted with HPLC grade CH_3_CN (9 μL), and then labeled (5 μL of 20 μg/μL per sample) with the corresponding TMTsixplex Isobaric Mass Tag (Themo Scientific, #90064B). Samples were incubated at room temperature for 1 h, vortexing intermittently, and then quenched by the addition of hydroxylamine (5 μL of 5% w/v in HPLC water per sample) and incubated for 15 min at room temperature. Samples were then acidified with formic acid (2.5 μL), and 2 µL of each sample was combined in a LoBind Eppendorf and dried using a Speedvac to perform a ratio check. Remaining samples were stored at −80 °C until after experimentally determining TMT channel intensities.

#### Sample preparation (B)

In an alternate protocol, the frozen liver tissue was directly lysed by probe sonication (2 × 10 pulse, 40% power output) in 4 M urea/DPBS and briefly cleared of debris by centrifugation (5000 *g*, 5 min, 4 °C). The proteome concentration of lysates was normalized to 2 mg/mL, and 100 μL was transferred to a LoBind Eppendorf tube containing 48 mg of urea. Samples were reduced with DTT and alkylated with iodoacetamide as described above, then diluted with DPBS (300 μL), and taken forward to LysC and trypsin digestion without precipitation. Digested samples were desalted using a C18 spin column (Pierce C18 Spin, #89873) according to manufacturer instructions prior to resuspension in EPPS buffer and CH_3_CN for TMT labeling as described above.

#### TMT ratio check

The combined and dried “ratio check” sample was re-dissolved in Buffer A (5% CH_3_CN, 95% water, 0.1% formic acid, 20 μL) and desalted using C18 stage tips prepared in-house using 3× C18 discs (3 M Empore) stacked in 200 μL pipette tips. Stage-tips were activated with MeOH (2 × 60 μL), washed with Buffer B (80% CH_3_CN, 20% water, 0.1% formic acid) (1 × 60 μL), and equilibrated with Buffer A (2 × 60 μL). The entire sample was then passed through the stagetip twice before being eluted into a new LoBind Eppendorf using 80 μL of 70% CH_3_CN/30% H_2_O/0.1% formic acid). The desalted sample was evaporated to dryness in a speedvac and then resuspended in 10 μL Buffer A and analyzed by mass-spectrometry using the following LC-MS gradient: 5% buffer B in buffer A from 0-15 min, 5–15% buffer B from 15–17.5 min, 15–35% buffer B from 17.5–92.5 min, 35–95% buffer B from 92.5–95 min, 95% buffer B from 95–105 min, 95–5% buffer B from 105–107 min, and 5% buffer B from 107–125 min; and standard MS3-based quantification described below. Ratios were determined from the average peak intensities corresponding to each channel. After experimentally determining TMT channel signal intensities, frozen samples were thawed, and a volume corresponding to 12.5 μg/sample was combined in a new LoBind Eppendorf tube and dried using a SpeedVac.

#### High pH fractionation-

TMT labeled, combined, and dried samples were resuspended in 300 μL of Buffer A (5% v/v MeCN, 95% v/v H_2_O, 0.1% v/v formic acid) and fractionated by centrifugation using a peptide desalting column (Pierce, #89852). Briefly, the storage solution was removed (5000 *g*, 2 min), and columns were washed with CH3CN (2 ×300 μL, 5,000 *g*, 2 min), then equilibrated with buffer A (2 × 300 μL, 5000 *g*, 2 min). Resuspended samples were loaded onto equilibrated spin columns (2000 *g*, 2 min), passing the entire sample twice through the column. The column was then washed with buffer A (300 μL, 2,000 *g*, 2 min), and 10 mM aqueous NH_4_HCO_3_ containing 5% CH_3_CN (300 μL, 2000 *g*, 2 min), before peptides were eluted from the column as 15 fractions using 300 μL buffer containing an increasing concentration of CH_3_CN in 10 mM NH_4_HCO_3_ (%CH_3_CN = 7.5, 10, 12.5, 15, 17.5, 20, 22.5, 25, 27.5, 30, 35, 40, 45, 50, 75) (2000 *g*, 2 min). Every 5th fraction was combined into a new Eppendorf to make five final fractions that were dried using a SpeedVac vacuum concentrator. The resulting fractions were then re-suspended in buffer A (16 μL) and analyzed on an Orbitrap Fusion mass spectrometer.

#### Data processing–

Protein abundance was calculated as a ratio of *Gclc*^−/−^ vs. WT samples for each peptide-spectra match by dividing each TMT reporter ion intensity by the average intensity for the channels corresponding to WT control (3 per TMT sample). Peptide-spectra matches were then grouped based on protein ID, excluding peptides with summed reporter ion intensities for the WT channels <15,000, coefficient of variation for WT channels >0.5, non-unique or non-tryptic peptide sequences. TMT reporter ion intensities were normalized to the median summed signal intensity across channels, and the data were filtered to retain proteins with at least two distinct peptides. The fold change in protein abundance in KO vs. WT mice was calculated for individual replicates, averaged, and converted to a log2 scale. Change in proteins abundance ≥1 log unit and *p* value < 0.05 were considered significant.

### TMT liquid chromatography-mass-spectrometry (LC-MS) analysis

Samples were analyzed by liquid chromatography-tandem mass spectrometry using an Orbitrap Fusion Tribrid Mass Spectrometer (Thermo Scientific) coupled to an UltiMate 3000 Series Rapid Separation LC system and autosampler (Thermo Scientific Dionex). The peptides were eluted onto an EASY-Spray HPLC column (Thermo ES902, ES903) using an Acclaim PepMap 100 (Thermo 164535) loading column and separated at a flow rate of 0.25 μL/min. Data were acquired using an MS3-based TMT method using the following scan parameters: scan sequence began with an MS1 master scan (Orbitrap analysis, resolution 120,000, 400−1700 m/z, RF lens 60%, automatic gain control [AGC] target 2E5, maximum injection time 50 ms, centroid mode) with dynamic exclusion enabled (repeat count 1, duration 15 s). The top ten precursors were then selected for MS2/MS3 analysis. MS2 analysis consisted of quadrupole isolation (isolation window 0.7) of precursor ion followed by collision-induced dissociation (CID) in the ion trap (AGC 1.8E4, normalized collision energy 35%, maximum injection time 120 ms). Following the acquisition of each MS2 spectrum, synchronous precursor selection (SPS) enabled the selection of up to 10 MS2 fragment ions for MS3 analysis. MS3 precursors were fragmented by HCD and analyzed using the Orbitrap (collision energy 55%, AGC 1.5E5, maximum injection time 120 ms, resolution was 50,000). For MS3 analysis, we used charge state–dependent isolation windows. For charge state *z* = 2, the MS isolation window was set at 1.2; for *z* = 3–6, the MS isolation window was set at 0.7. The RAW files were uploaded to Integrated Proteomics Pipeline (IP2) and searched using the ProLuCID algorithm (publicly available at http://fields.scripps.edu/yates/wp/?page_id=821) using a reverse concatenated, non-redundant version of the Mouse UniProt database (release 2017). Cysteine residues were searched with a static modification for carboxyamidomethylation (+57.02146 Da), and N-termini and lysine residues were searched with a static modification corresponding to the TMT tag (+229.1629 Da). Methionine residues were searched with a differential modification for oxidation (+15.9949 Da) and a maximum of four differential modifications were allowed per peptide. Peptides were required to be at least 5 amino acids long and fully tryptic. ProLuCID data was filtered through DTASelect (version 2.0) to achieve a peptide false-positive rate below 1%. The MS3-based peptide quantification was performed with reporter ion mass tolerance set to 30 ppm with Integrated Proteomics Pipeline (IP2).

### Statistical analysis

All statistical analysis was completed using either R or GraphPad Prism 9/10.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting these findings are included within the article and its supplementary material or from the corresponding author upon request. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^101^ partner repository with the dataset identifier PXD052674. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE263190 and GSE263119. The lipidomics data generated in this study have been deposited in Metabolomics Workbench under Project ID PR002013^102^. Source data are provided in this paper.

# Supplementary material for: Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression
**Source:** Nat Commun. 2024 Jul 21;15:6152. doi: 10.1038/s41467-024-50454-2
**Supplement:** Supplementary file 1 — Supplementary Information

Figure S1_related to Figure 1

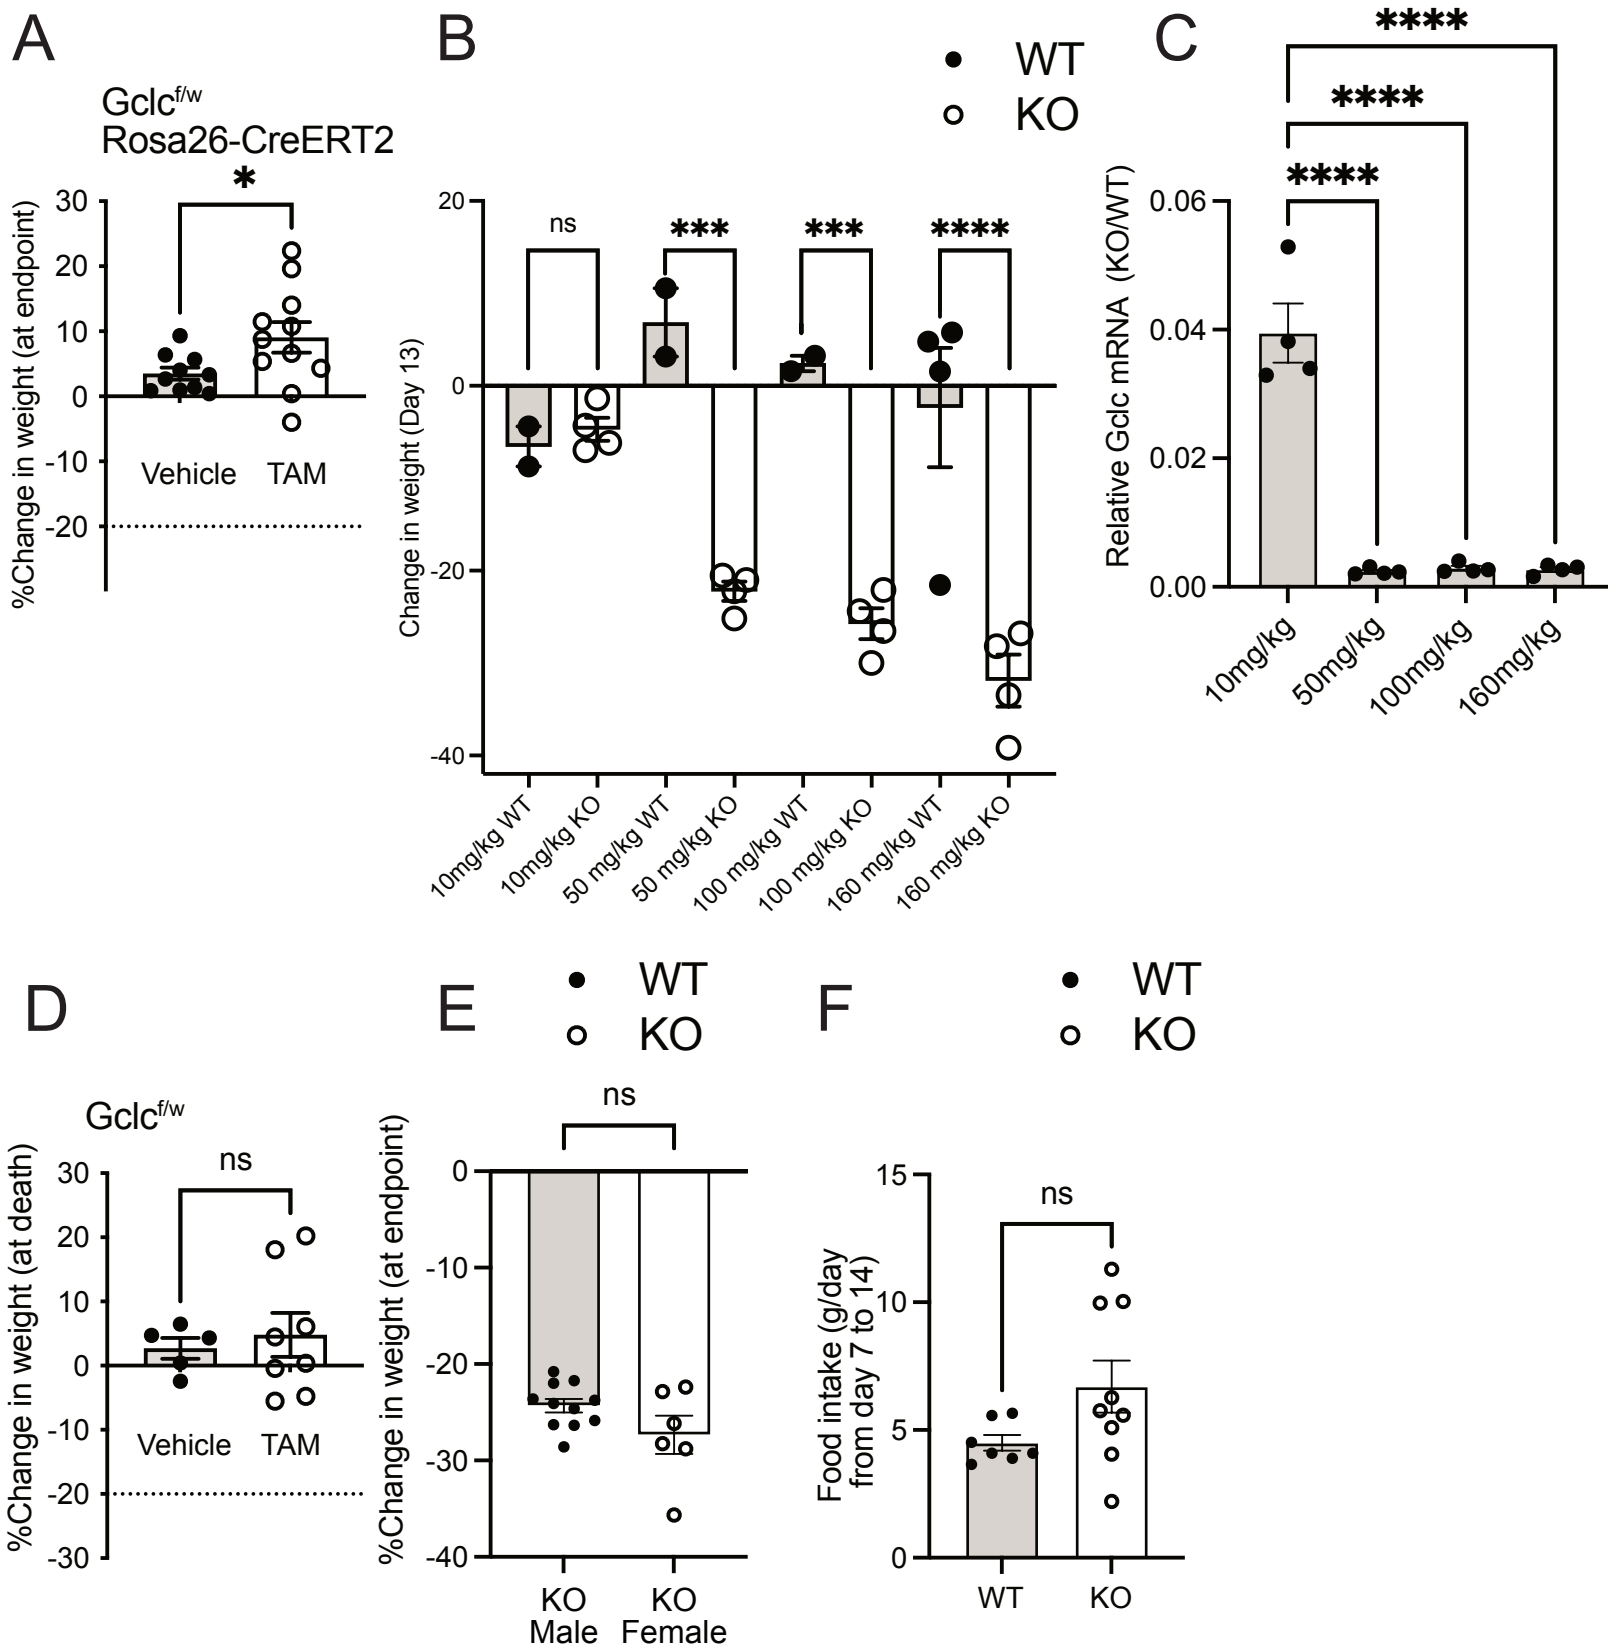

Figure S1. GSH depletion causes weight loss and reduced survival in mice. Related to Figure 1.

(A) Percent change in body weight in *Gclc*^{f/w} Rosa26-CreERT2 mice treated with either vehicle (corn oil) (*n*=10) or tamoxifen (*n*=11). The dotted line indicates a 20% cutoff weight change for humane endpoints. An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. TAM P value = 0.0466).

(B) Percent change in body weight at endpoint between WT (*n*=2-4) and KO (*n*=4) mice treated with varying tamoxifen doses (10, 50, 100, and 160) mg/kg body weight. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. KO: 10mg/kg P value = 0.9950, 50mg/kg P value = 0.0002, 100mg/kg P value = 0.0002, 160mg/kg P value < 0.0001)

(C) Relative expression of *Gclc* mRNA in the liver from the KO (*n*=4) compared to WT (*n*=4) mice treated with different doses of tamoxifen (10, 50, 100, and 160 mg/kg body weight). A one-way ANOVA with subsequent Dunnett's multiple comparisons test was used to determine statistical significance (10mg/kg vs. 50mg/kg P value < 0.0001, 10mg/kg vs. 100mg/kg P value < 0.0001, 10mg/kg vs. 160mg/kg P value < 0.0001)

(D) Percent change in body weight at the endpoint in *Gclc*^{f/w} mice treated with vehicle (corn oil) (*n*=4) or tamoxifen (*n*=8). An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. TAM P value = 0.6559).

(E) Percent change in body weight at the endpoint in male (*n*= 11) and female (*n*=5) KO mice. An unpaired two-tailed t-test was used to determine statistical significance (KO male vs. KO Female P value = 0.1002).

(F) Consumption of food by WT (*n*=7) and KO (*n*=5) mice over time. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. KO P value = 0.0875).

Indicated *n* values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S2_related to Figure 2

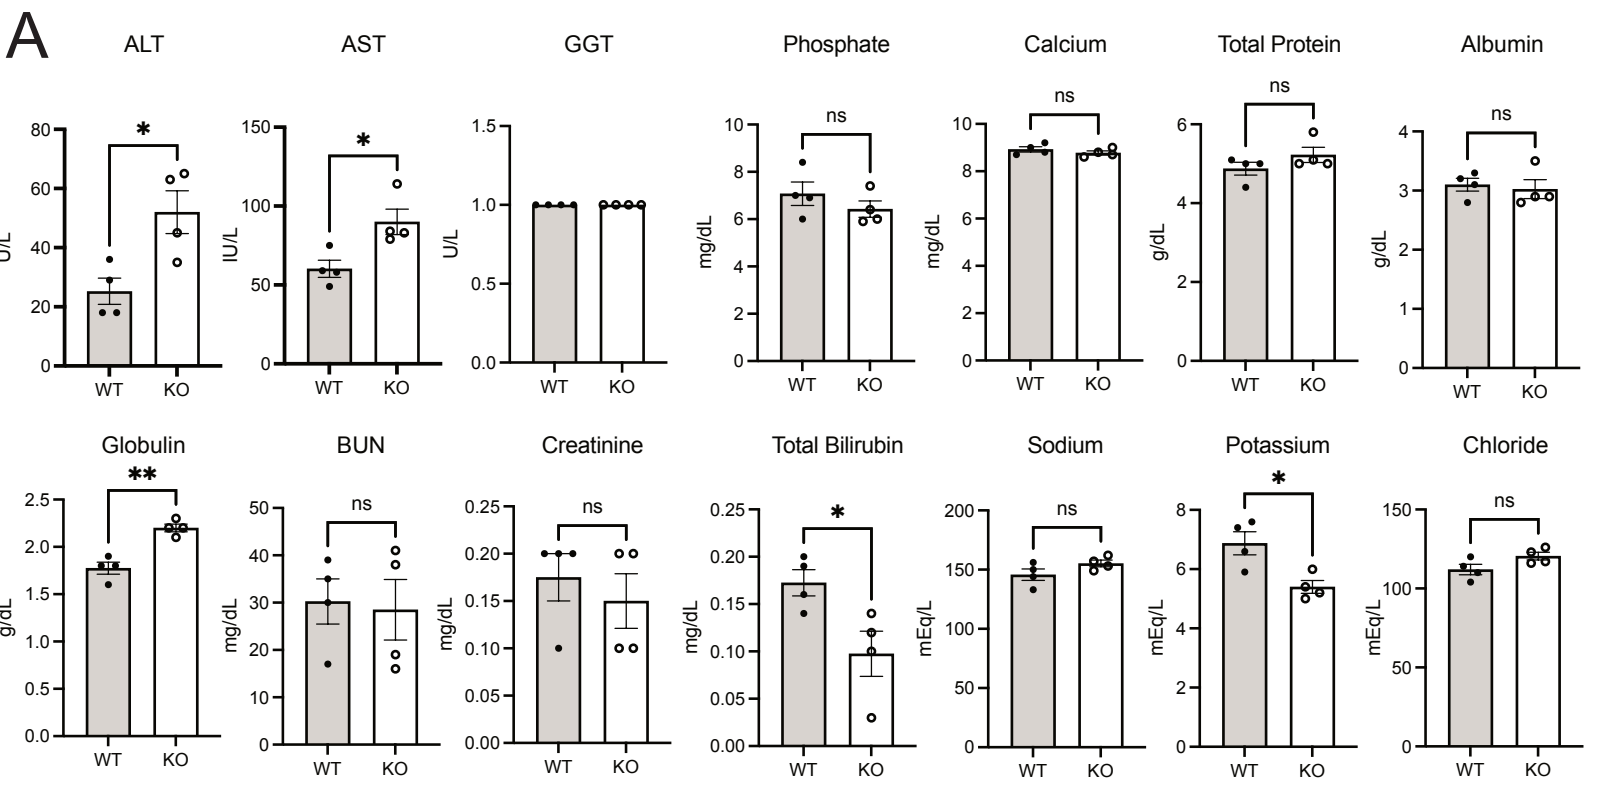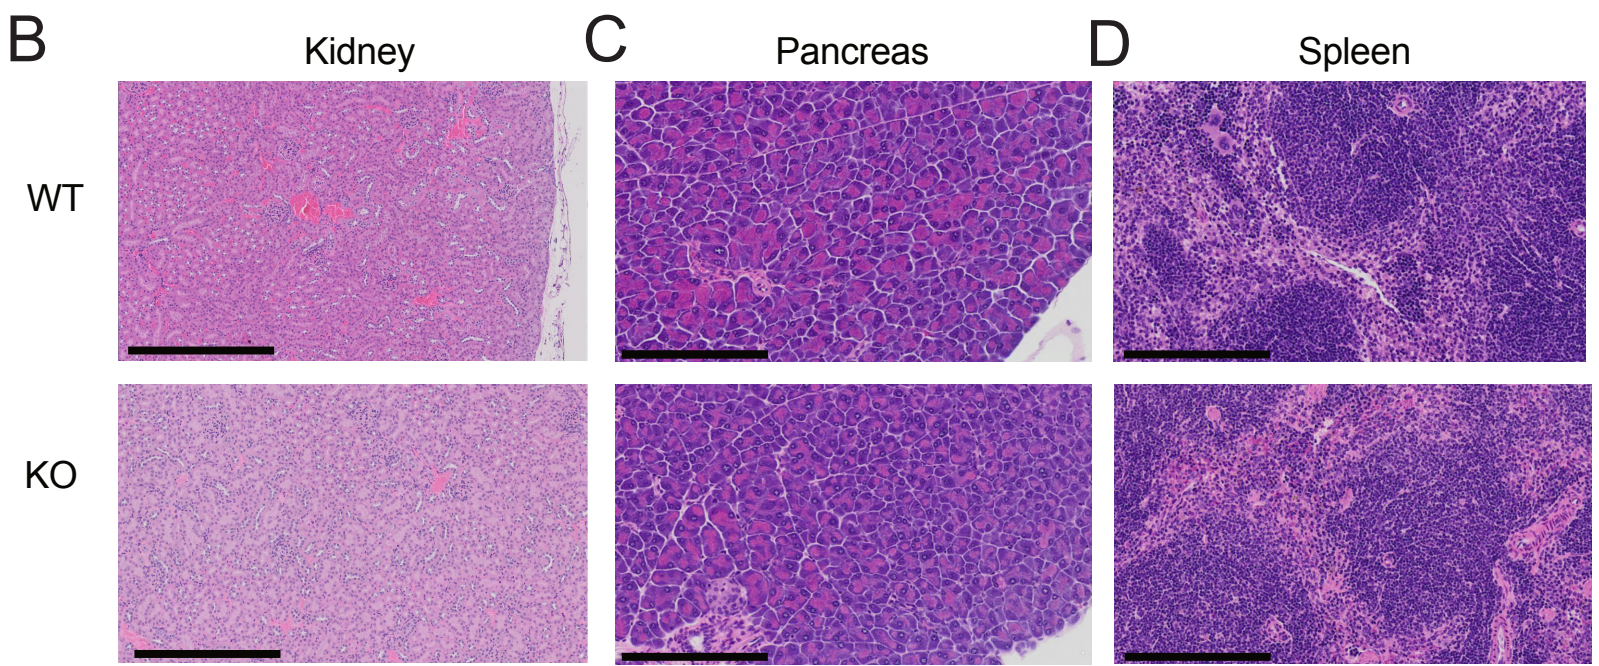

Figure S2. Ablation of GSH synthesis in animals does not cause damage to multiple tissues. Related to Figure 2.

(A) Biochemical analysis of annotated serum biomarkers from WT ($n=4$) and KO ($n=4$) mice. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. KO: ALT P value = 0.0197, AST P value = 0.0222, Phosphate P value = 0.3221, Calcium P value = 0.3250, Total Protein P value = 0.2124, Albumin P value = 0.7111, Globulin P value = 0.0013, BUN P value = 0.8341, Creatinine P value = 0.5370, Total Bilirubin P value = 0.0348, Sodium P value = 0.1430, Potassium P value = 0.0163, Chloride P value = 0.0855).

(B-D) Representative H&E-stained slides of the (B) kidney, (C) pancreas, and (D) spleen from WT mice (top) and KO (bottom) mice. Scale bars = (B) 500 μm , (C-D) 200 μm . Data shown is representative of at least 3 replicates.

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S3_related to Figure 2

A

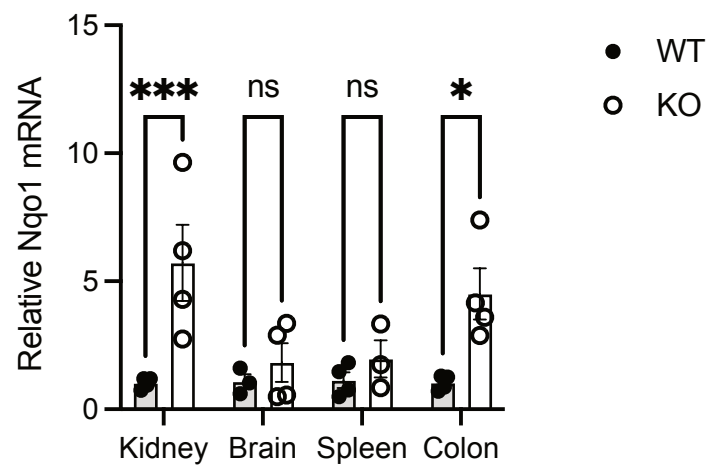

B

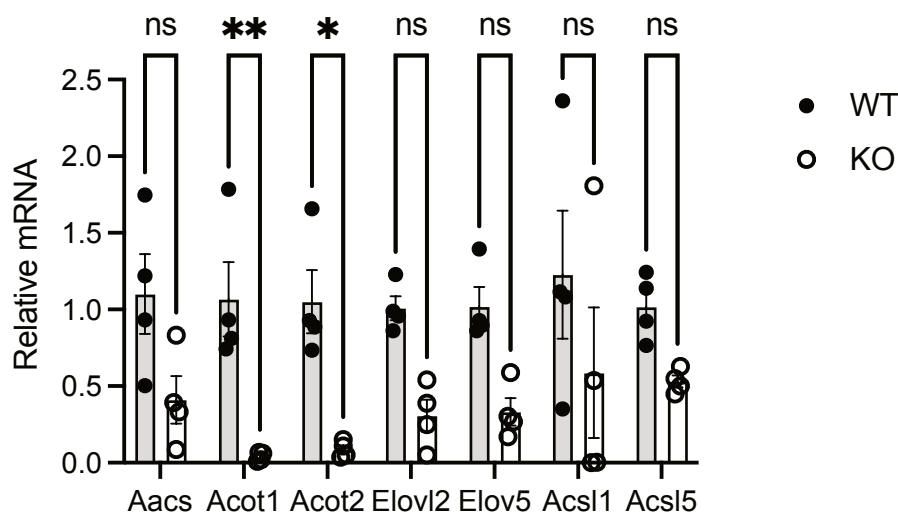

C

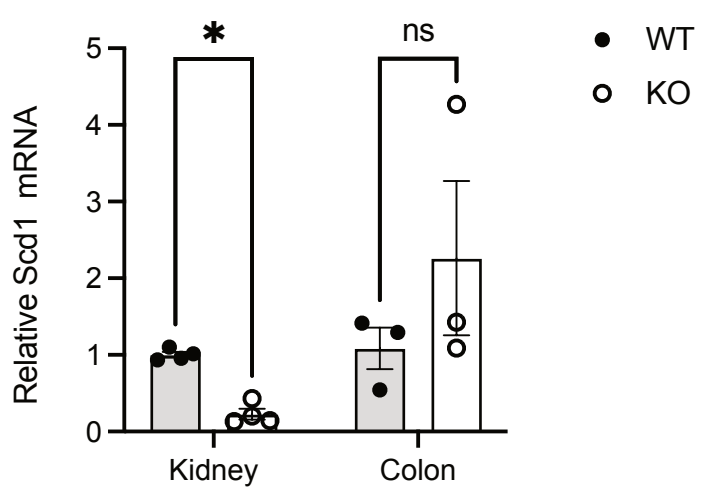

Figure S3. Ablation of GSH synthesis induces expression of NRF2-target genes across several tissues but only decreases the expression of lipogenic genes in select tissues.

Related to Figure 2.

(A) Relative expression of *Nqo1* mRNA in the kidney, brain, spleen, and colon from WT ($n=4$) and KO ($n=4$) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. KO: Kidney P value = 0.0009, Brain P value = 0.9493, Spleen P value = 0.9269, Colon P value = 0.0149)

(B) Relative mRNA expression of annotated lipogenic genes in the liver of WT ($n=4$) and KO ($n=4$) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. KO: *Aacs* P value = 0.1536, *Acot1* P value = 0.0078, *Acot2* P value = 0.0143, *Elovl2* P value = 0.1411, *Elovl5* P value = 0.1555, *Acs1* P value = 0.2193, *Acs5* P value = 0.5422)

(C) Relative expression of *Scd1* mRNA in the kidney and colon from Gclc WT ($n=4$) mice and Gclc KO ($n=4$) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. Multiple unpaired t-tests were used to determine statistical significance (WT vs. KO: Kidney P value = 0.000064, Colon P value = 0.162903).

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S4_related to Figure 3

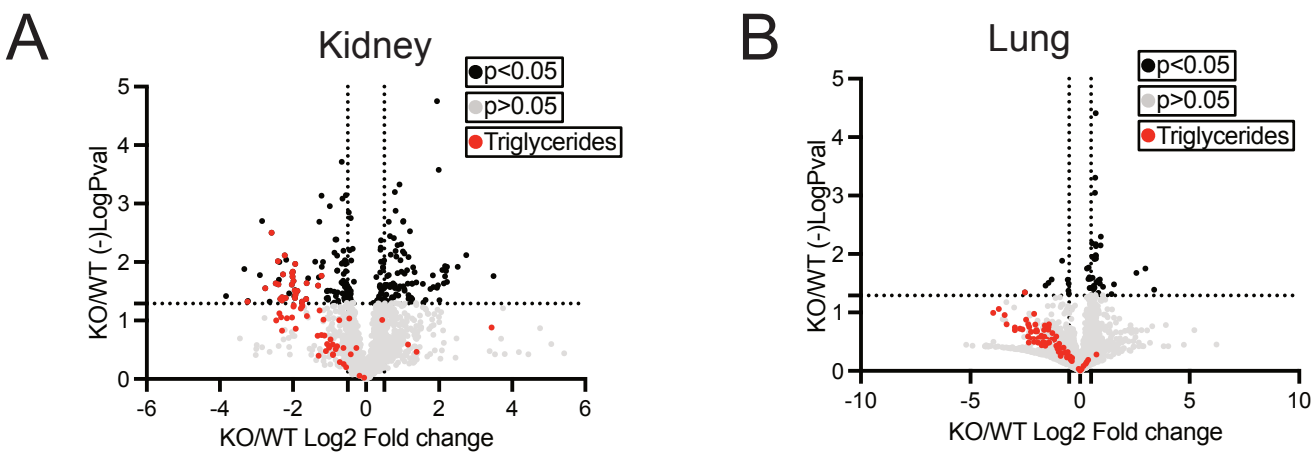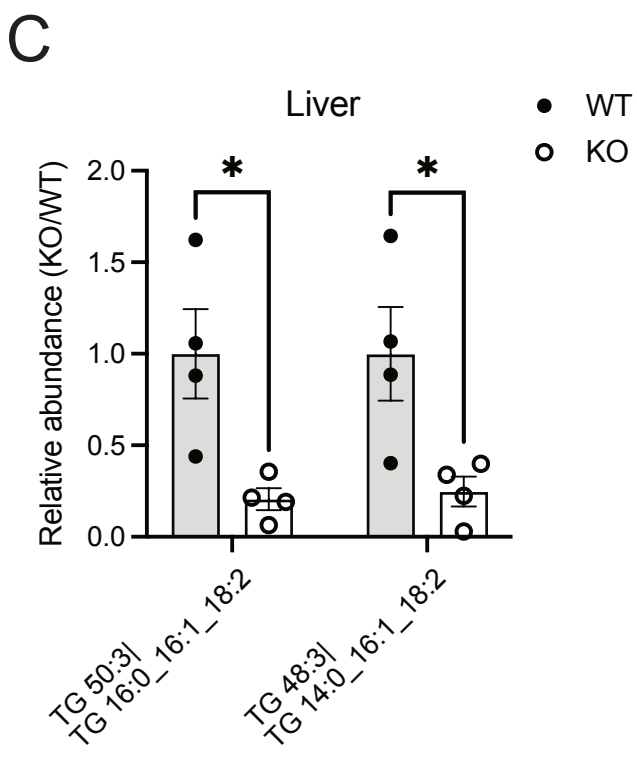

Figure S4. Blocking GSH synthesis lowers the abundance of triglycerides in tissues.

Related to Figure 3.

(A-B) Fold change of lipid species from the kidney (A) and lung (B) of Gclc WT and Gclc KO mice. Black data points = lipid species with a $p < 0.05$ and $\log_2$ fold change > 1 . Red data points = triglycerides.

(C) Relative abundance of annotated triglyceride species in the liver of WT ($n=4$) and KO ($n=4$) mice. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. KO: TG 50:3|TG 16:0_16:1_18:2 P value = 0.0203, TG 48:3|TG 14:0_16:1_18:2 P value = 0.0272)

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05 , ** P value < 0.01 , *** P value < 0.001 , **** P value < 0.0001 .

Figure S5_related to Figure 4

A

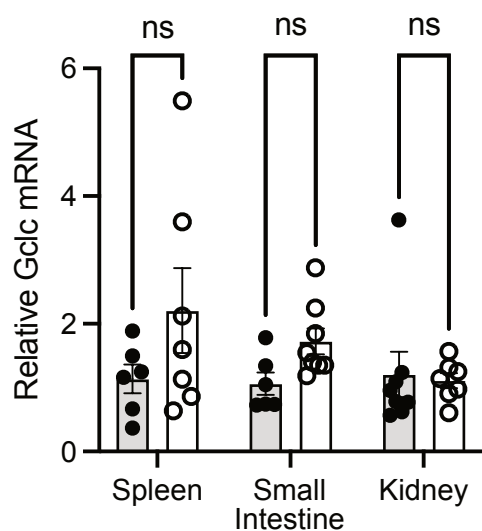

B

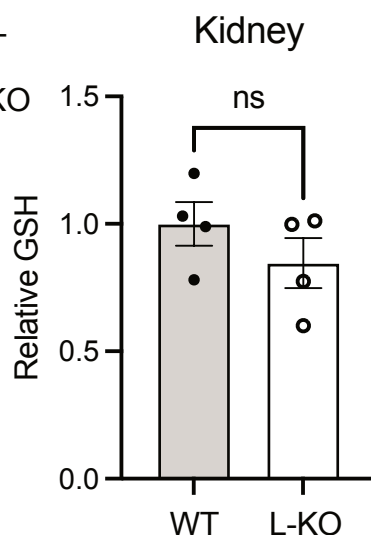

C

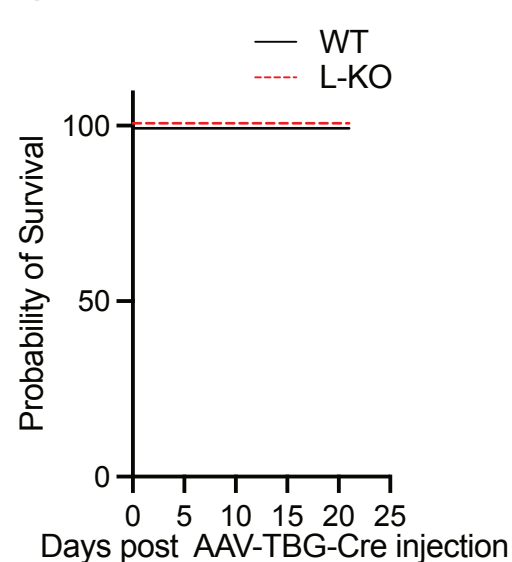

D

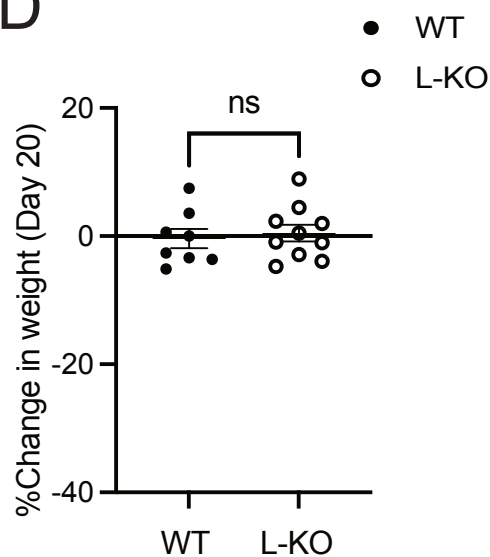

E

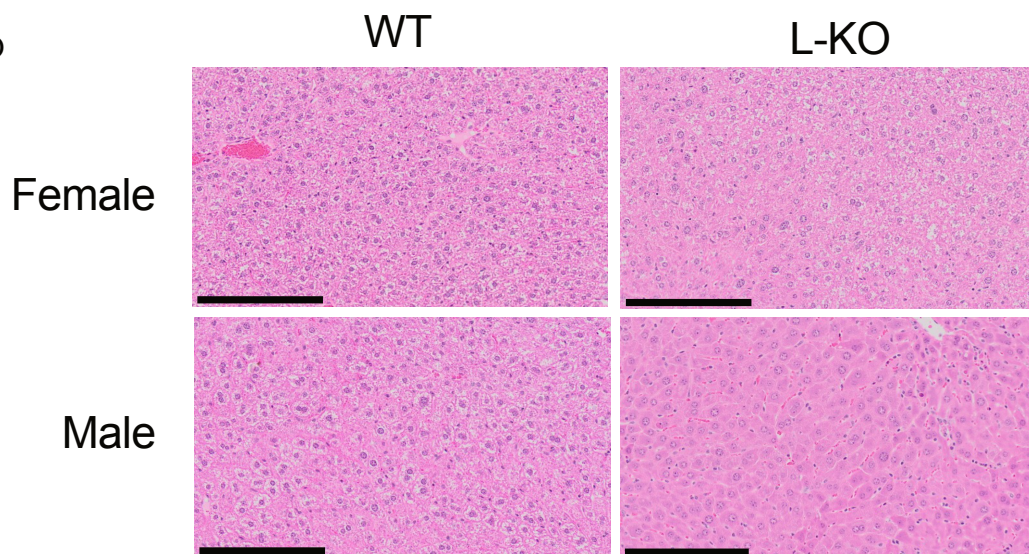

F

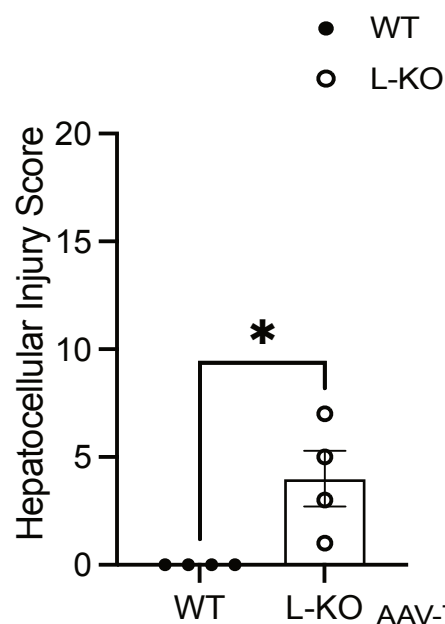

G

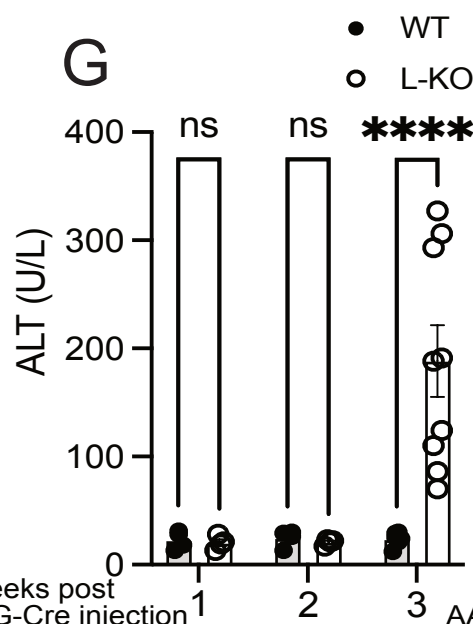

H

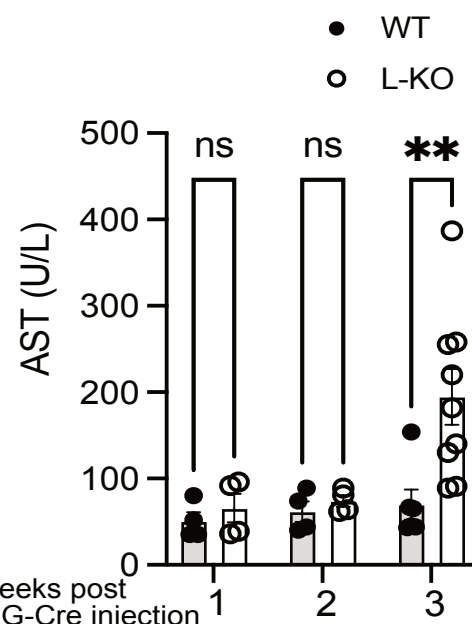

Figure S5. Inducible liver-specific *Gclc* deletion does not cause liver failure in mice.

Related to Figure 4.

(A) Relative expression of *Gclc* mRNA in the spleen, small intestine, and kidney from (WT: n (Spleen & Small Intestine) = 6, n (Kidney) = 8; and L-KO n (Spleen & Kidney) = 7, n (Small Intestine) = 8) mice. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. L-KO: Spleen P value = 0.1305, Small Intestine P value = 0.4773, Kidney P value = 0.9960)

(B) Relative abundance of GSH in the kidney of WT ($n=4$) and L-KO ($n=4$) mice following treatment with AAV-TBG-Cre. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. L-KO P value = 0.2835)

(C) Percent survival of WT ($n=6$) and L-KO ($n=6$) mice following treatment with AAV-TBG-Cre.

(D) Percent change in body weight of WT ($n=8$) mice and L-KO ($n=10$) mice at day 20 following treatment with AAV-TBG-Cre. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. L-KO P value = 0.6702)

(E) Representative H&E-stained slides of the liver of female WT and L-KO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 200 μ m. Data shown is representative of at least 3 replicates.

(F) Hepatocellular Injury Score from H&E-stained slides of female WT($n=4$) and L-KO ($n=4$) mice following treatment with AAV-TBG-Cre. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. L-KO P value = 0.0212)

(G-H) Annotated serum biomarkers of liver damage in WT ($n=6$) and L-KO ($n=9$) mice in 1-3 weeks following treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. L-KO: (G): 1 week P value > 0.9999, 2 weeks P value = 0.9996, 3 weeks P value < 0.0001; (H): 1 week P value = 0.9787, 2 weeks P value = 0.9887, 3 weeks P value = 0.0017)

Indicated *n* values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S6_related to Figure 4

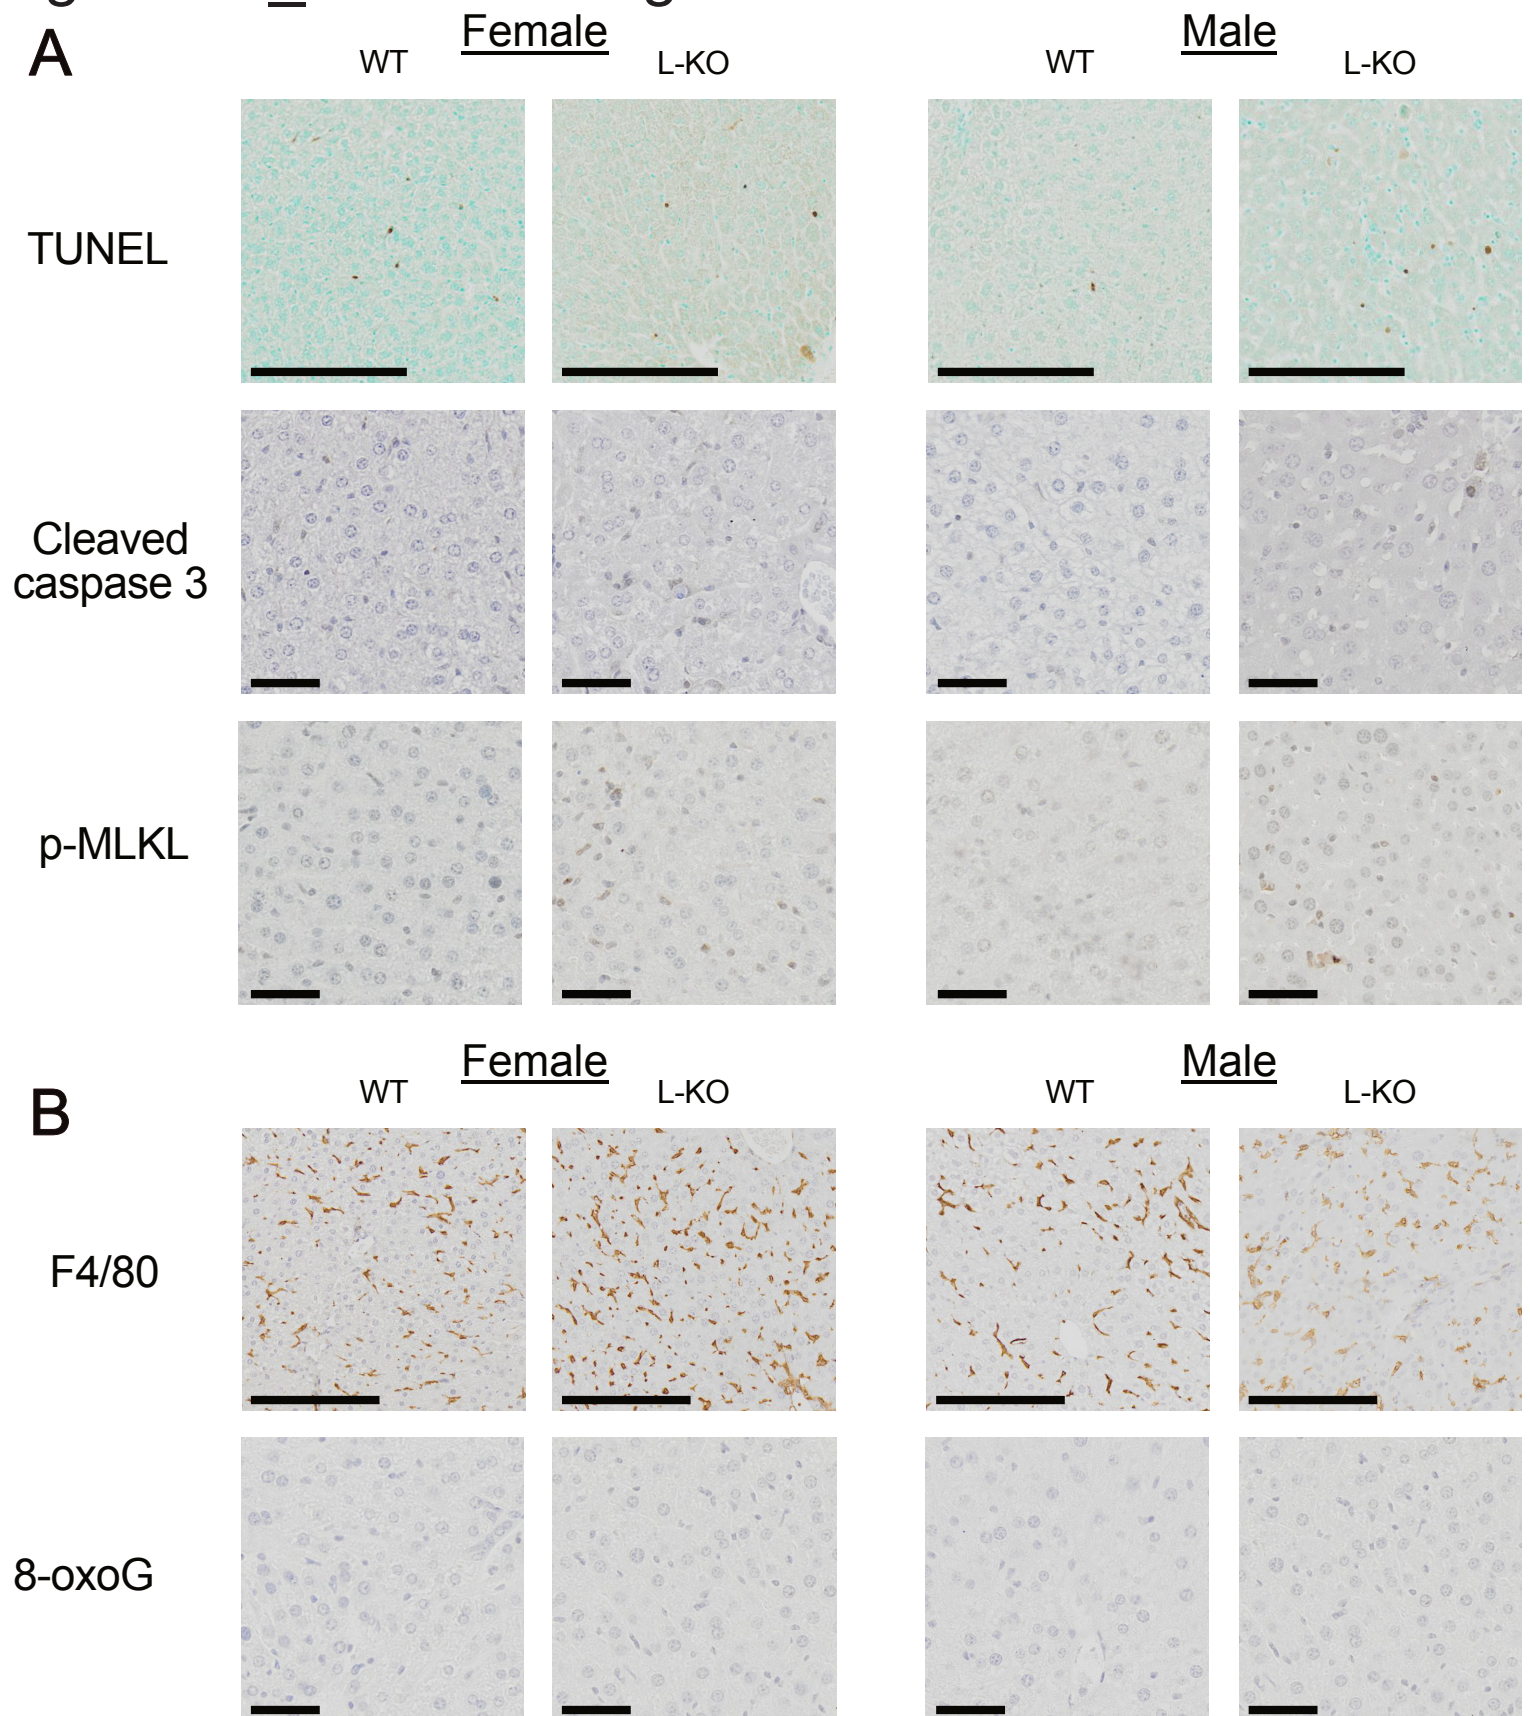

Figure S6. Liver Gclc deletion does not cause inflammation, oxidative stress, or apoptosis but increases necroptosis markers. Related to Figure 4.

(A) Representative immunohistochemical stains of markers of apoptosis (TUNEL and Cleaved Caspase 3) and necroptosis (p-MLKL) in the liver of WT and L-KO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 200 μ m (TUNEL), 50 μ m (Cleaved Caspase 3 and p-MLKL). Data shown is representative of at least 3 replicates.

(B) Representative immunohistochemical stains of F4/80 (a marker of macrophages) and 8-oxoguanine (8-oxoG; a marker of oxidative DNA damage) in the liver of WT and L-KO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 200 μ m (F4/80), 50 μ m (8-oxoguanine). Data shown is representative of at least 3 replicates.

Figure S7_related to Figure 4

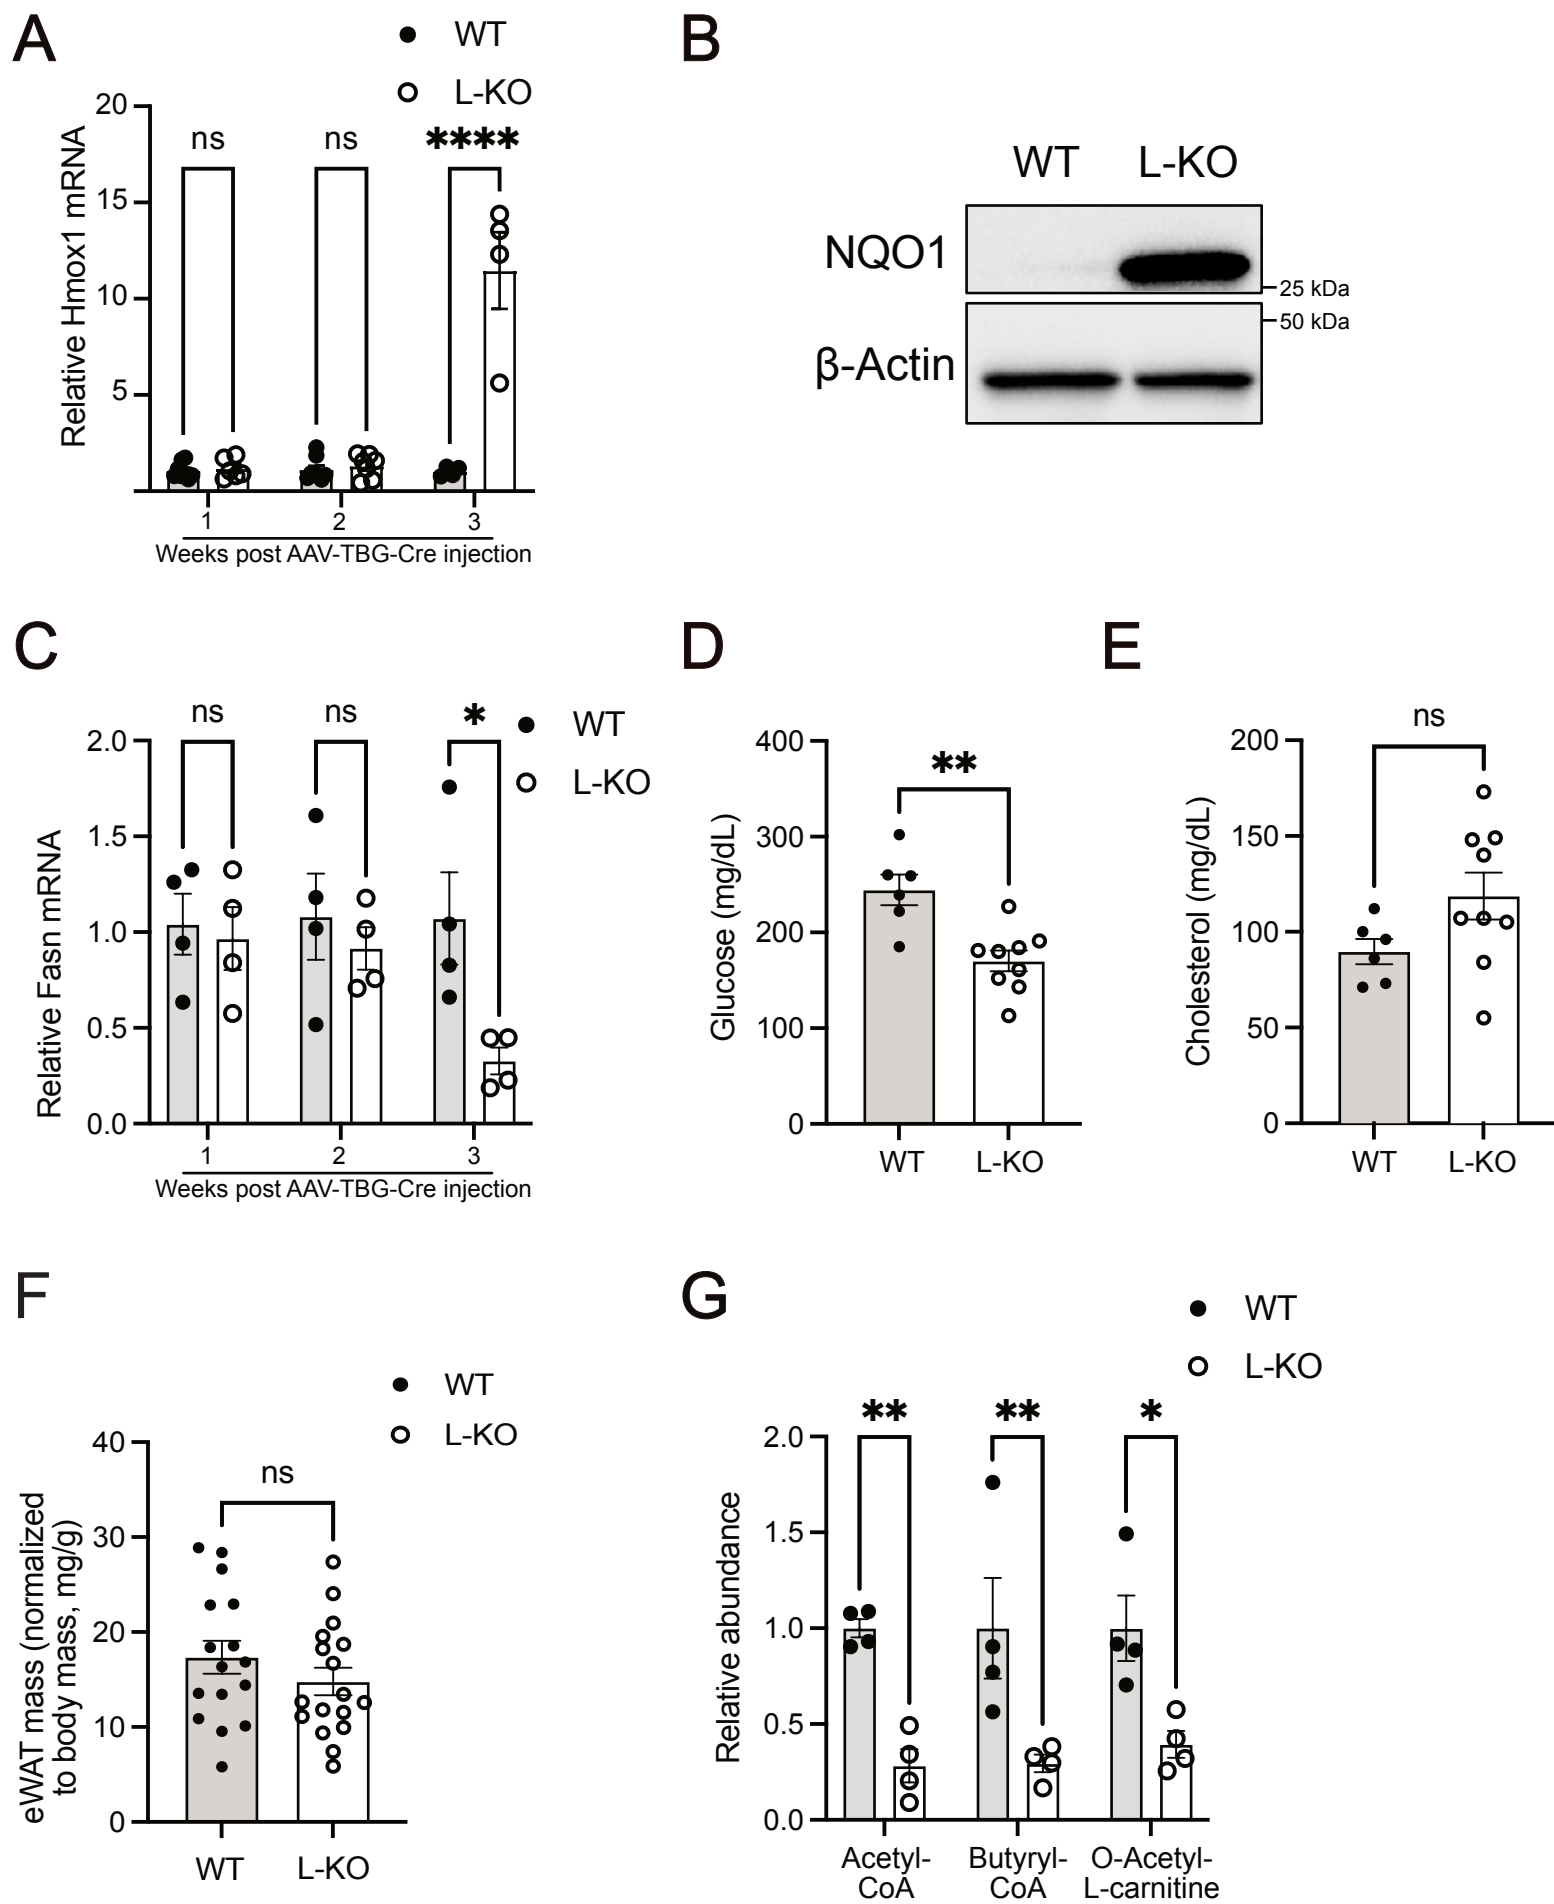

Figure S7. GSH produced in the liver promotes lipid synthesis and suppresses NRF2 activity. Related to Figure 4.

(A) Relative expression of *Hmox1* mRNA in the liver of WT ($n=4-8$) and L-KO ($n=4-7$) mice in 1-3 weeks following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week P value = 0.9936, 2 weeks P value = 0.9816, 3 weeks P value < 0.0001)

(B) Representative immunoblot analysis of NQO1 in the liver of WT and L-KO mice following treatment with AAV-TBG-Cre. Data shown is representative of at least 3 replicates.

(C) Relative expression of *Fasn* mRNA in the liver of WT ($n=6$) and L-KO ($n=9$) mice following treatment with AAV-TBG-Cre. Expression levels were normalized to the expression of the reference gene *Rps9*. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. L-KO: 1 week P value = 0.9869, 2 weeks P value = 0.8787, 3 weeks P value = 0.00206).

(D-E) Serum concentration of (D) Glucose and (E) Cholesterol in WT ($n=7$) and Gclc L-KO ($n=9$) mice following treatment with AAV-TBG-Cre. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. L-KO: (D) P value = 0.0016; (E) P value = 0.0956).

(F) Epididymal fat adipose tissue (eWAT) mass normalized to body mass from WT ($n=16$), Gclc L-KO ($n=17$) mice. An unpaired two-tailed t-test was used to determine statistical significance (WT vs. L-KO: P value = 0.2650)

(G) Relative abundance of annotated lipid precursors in the liver of WT ($n=4$) and L-KO ($n=4$) mice following treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (WT vs. L-KO: Acetyl-CoA P value = 0.0053, Butyryl CoA P value = 0.0061, O-Acetyl- L-carnitine P value = 0.0186)

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. An unpaired two-tailed t-test was used in (D-F). A two-way ANOVA with subsequent

Tukey's multiple comparisons test was used for (A), (C) and (G) to determine statistical significance. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S8_related to Figure 4

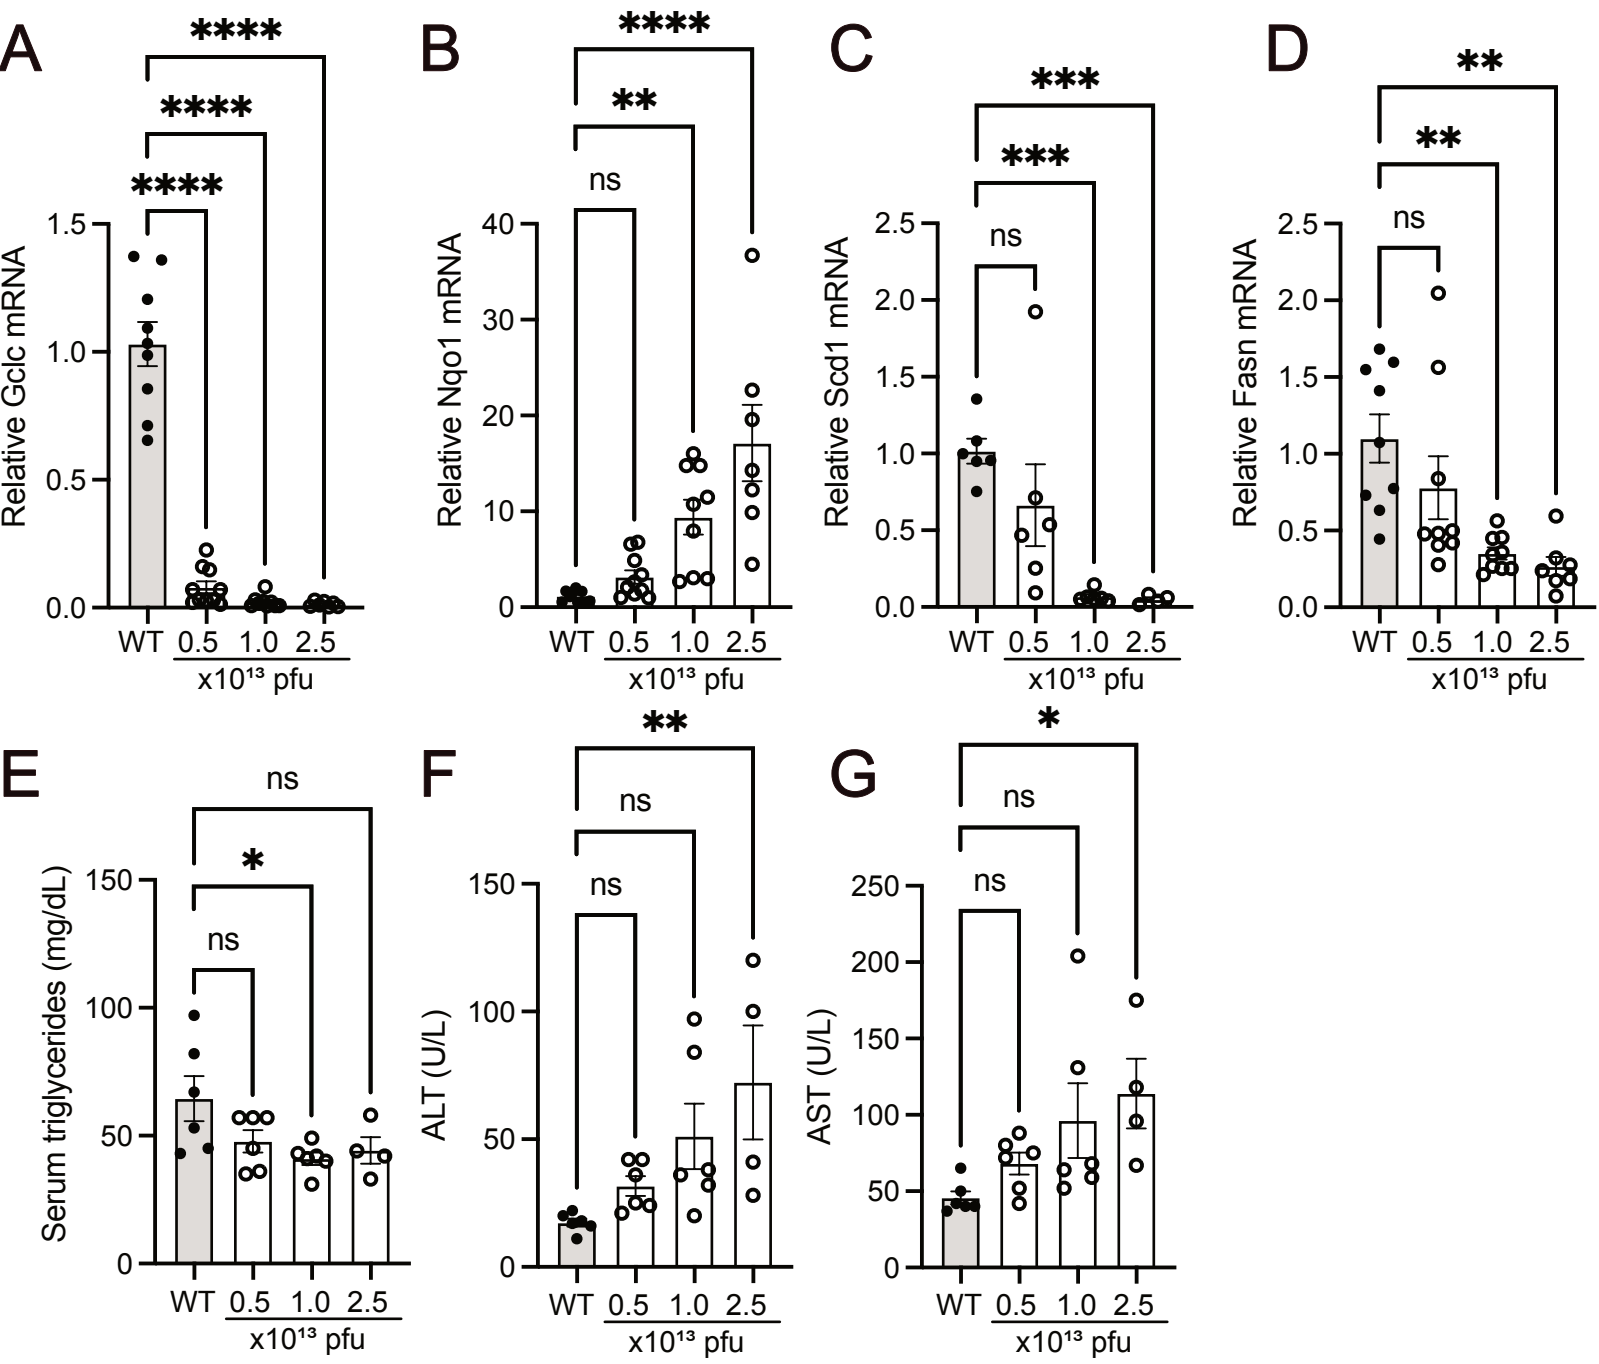

Figure S8. GSH produced in the liver promotes triglyceride abundance and suppresses NRF2 activity. Related to Figure 4.

(A-D) Relative expression of (A) *Gclc*, (B) *Nqo1*, (C) *Scd1* and (D) *Fasn* mRNA in the liver from WT ($n=9$) and L-KO mice treated with varying AAV-TBG-Cre titre (0.5 ($n=10$), 1.0 ($n=9$), 2.5 ($n=7$),) $\times 10^{13}$ pfu. Expression levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Dunnett's multiple comparisons test was used to determine statistical significance ((A): WT vs. 0.5×10^{13} pfu P value < 0.0001, WT vs. 1.0×10^{13} pfu P value < 0.0001 WT vs. 2.5×10^{13} pfu P value < 0.0001; (B): WT vs. 0.5×10^{13} pfu P value = 0.7723, WT vs. 1.0×10^{13} pfu P value = 0.0095 WT vs. 2.5×10^{13} pfu P value < 0.0001; (C): WT vs. 0.5×10^{13} pfu P value = 0.2536, WT vs. 1.0×10^{13} pfu P value = 0.0007, WT vs. 2.5×10^{13} pfu P value = 0.0017; (D): WT vs. 0.5×10^{13} pfu P value = 0.2534, WT vs. 1.0×10^{13} pfu P value = 0.0016, WT vs. 2.5×10^{13} pfu P value = 0.0010)

(E-G) Serum levels of (E) Triglycerides, (F) ALT and (G) AST in WT ($n=6$) and L-KO mice treated with varying AAV-TBG-Cre titre (0.5 ($n=6$), 1.0($n=6$), 2.5($n=4$)) $\times 10^{13}$ pfu. A one-way ANOVA with subsequent Dunnett's multiple comparisons test was used to determine statistical significance ((E): WT vs. 0.5×10^{13} pfu P value = 0.1239, WT vs. 1.0×10^{13} pfu P value = 0.0223, WT vs. 2.5×10^{13} pfu P value = 0.0881; (F): WT vs. 0.5×10^{13} pfu P value = 0.6507, WT vs. 1.0×10^{13} pfu P value = 0.0811, WT vs. 2.5×10^{13} pfu P value = 0.0092; (G): WT vs. 0.5×10^{13} pfu P value = 0.6287, WT vs. 1.0×10^{13} pfu P value = 0.0863, WT vs. 2.5×10^{13} pfu P value = 0.0336).

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S9_related to Figure 4

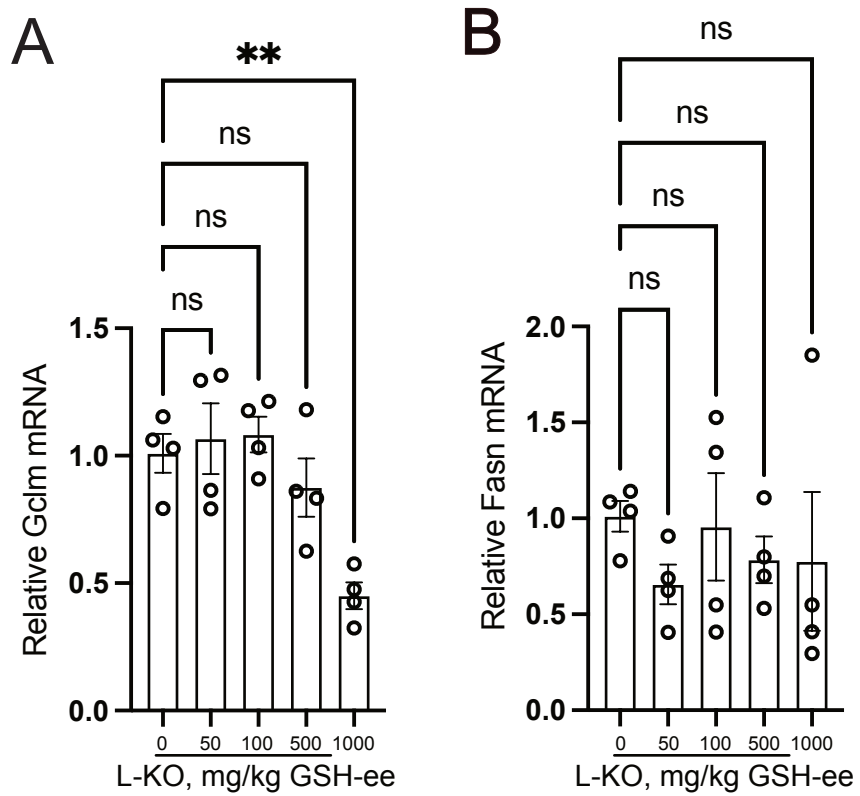

Figure S9. GSH maintains lowered NRF2 activity in the liver. Related to Figure 4.

(A-B) Relative expression of (A) *Gclm*, and (B) *Fasn* mRNA in the liver from L-KO ($n=4$ per group) mice treated with varying doses of GSH-ee (0, 50, 100, 500, and 1000 mg/kg) following AAV-TBG-Cre injection. Expression levels were normalized to the expression of the reference gene *Rps9*. A one-way ANOVA with subsequent Dunnett's multiple comparisons test was used to determine statistical significance ((A): 0 mg/kg GSH-ee vs. 50 mg/kg GSH-ee P value = 0.9788, 0 mg/kg GSH-ee vs. 100 mg/kg GSH-ee P value = 0.9511, 0 mg/kg GSH-ee vs. 500 mg/kg GSH-ee P value = 0.7215, 0 mg/kg GSH-ee vs. 1000 mg/kg GSH-ee P value = 0.0032; (B): 0 mg/kg GSH-ee vs. 50 mg/kg GSH-ee P value = 0.6232, 0 mg/kg GSH-ee vs. 100 mg/kg GSH-ee P value = 0.9993, 0 mg/kg GSH-ee vs. 500 mg/kg GSH-ee P value = 0.8757, 0 mg/kg GSH-ee vs. 1000 mg/kg GSH-ee P value = 0.8625)

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S10_related to Figure 5

A

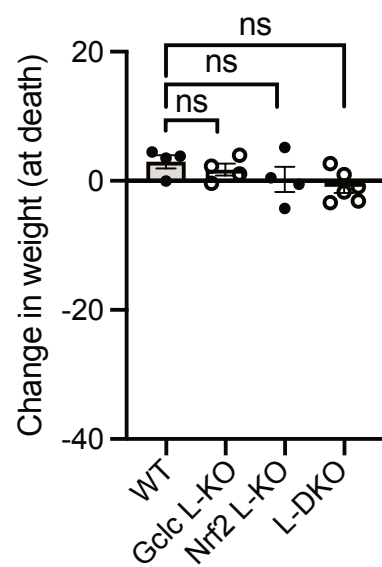

B

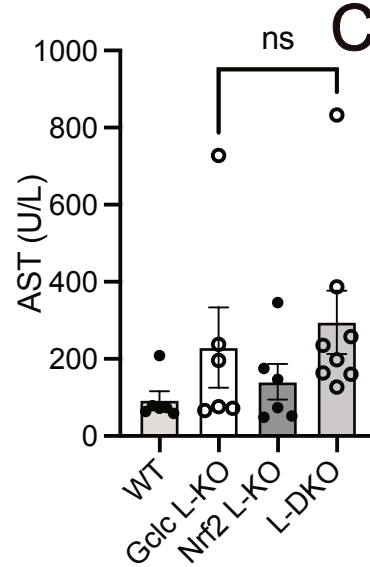

C

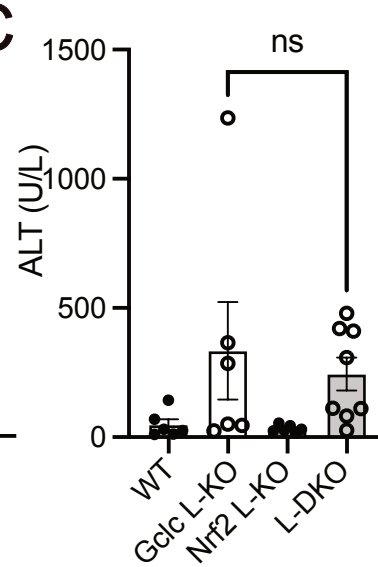

D

Female

WT

Gclc L-KO

Nrf2 L-KO

L-DKO

H&E

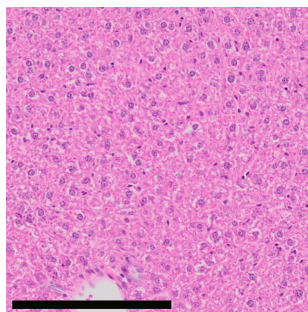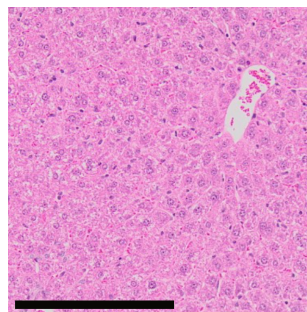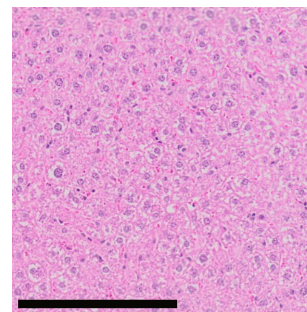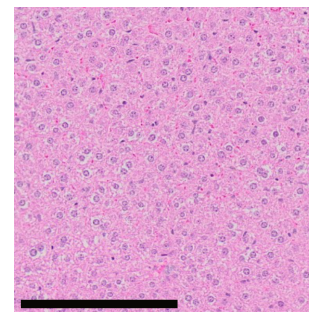

TUNEL

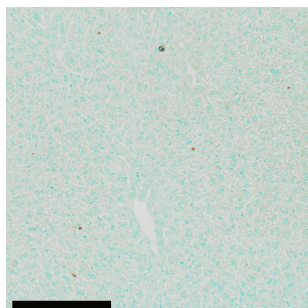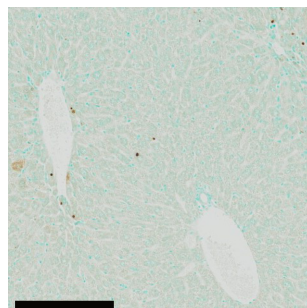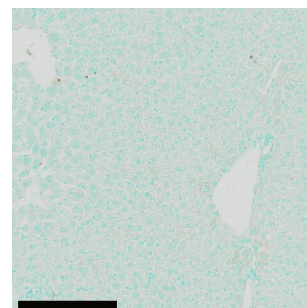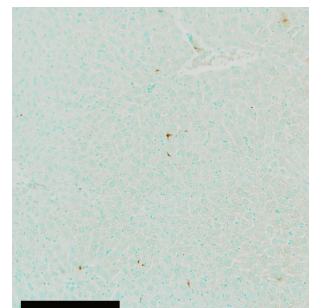

Male

H&E

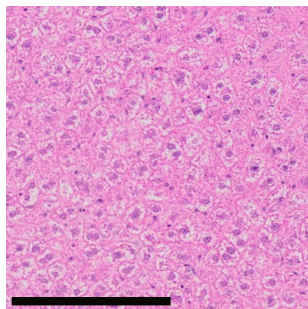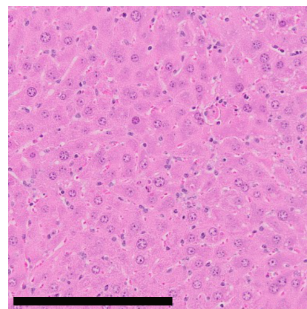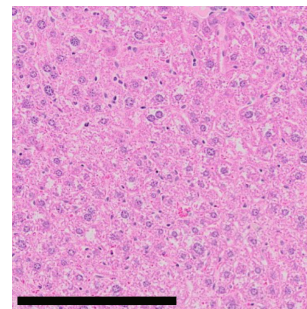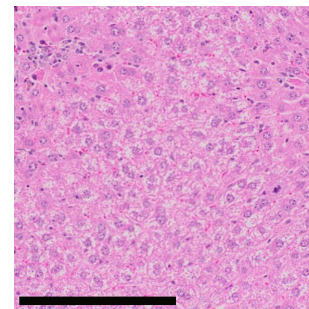

TUNEL

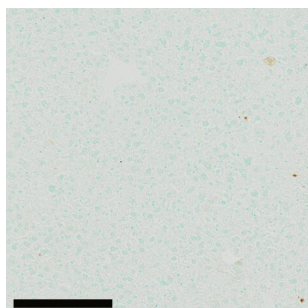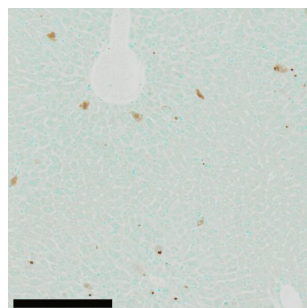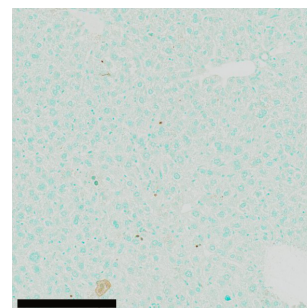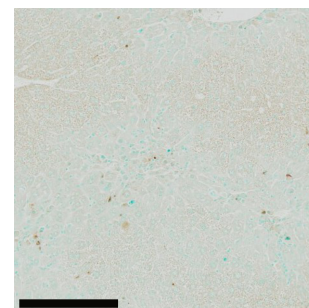

Figure S10. Combined *Gclc* and *Nrf2* deletion in the liver does not cause liver failure at acute time points. Related to Figure 5.

(A) Percent change in weight of WT ($n=4$), *Gclc* L-KO ($n=4$), *Nrf2* L-KO ($n=4$), and L-DKO ($n=6$) mice three weeks following treatment with AAV-TBG-Cre. A one-way ANOVA with subsequent Dunnett's multiple comparisons test was used to determine statistical significance (WT vs. *Gclc* L-KO P value = 0.8459, WT vs. *Nrf2* L-KO P value = 0.3429, WT vs. L-DKO P value = 0.0917)

(B-C) Serum biomarkers of liver damage; (B) AST and (C) ALT in WT ($n=6$), *Gclc* L-KO ($n=6$), *Nrf2* L-KO ($n=6$) and L-DKO ($n=8$) mice three weeks following treatment with AAV-TBG-Cre. A one-way ANOVA with subsequent Šidák's multiple comparisons test was used to determine statistical significance (B): *Gclc* L-KO vs. L-DKO: P value = 0.5239; (C): *Gclc* L-KO vs. L-DKO: P value = 0.5006)

(D) Representative H&E-stained slides and immunohistochemical stains of TUNEL (marker of apoptosis) of the liver from female and male WT, *Gclc* L-KO, *Nrf2* L-KO, and L-DKO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 200 μ m. Data shown is representative of at least 3 replicates.

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S11_related to Figure 5

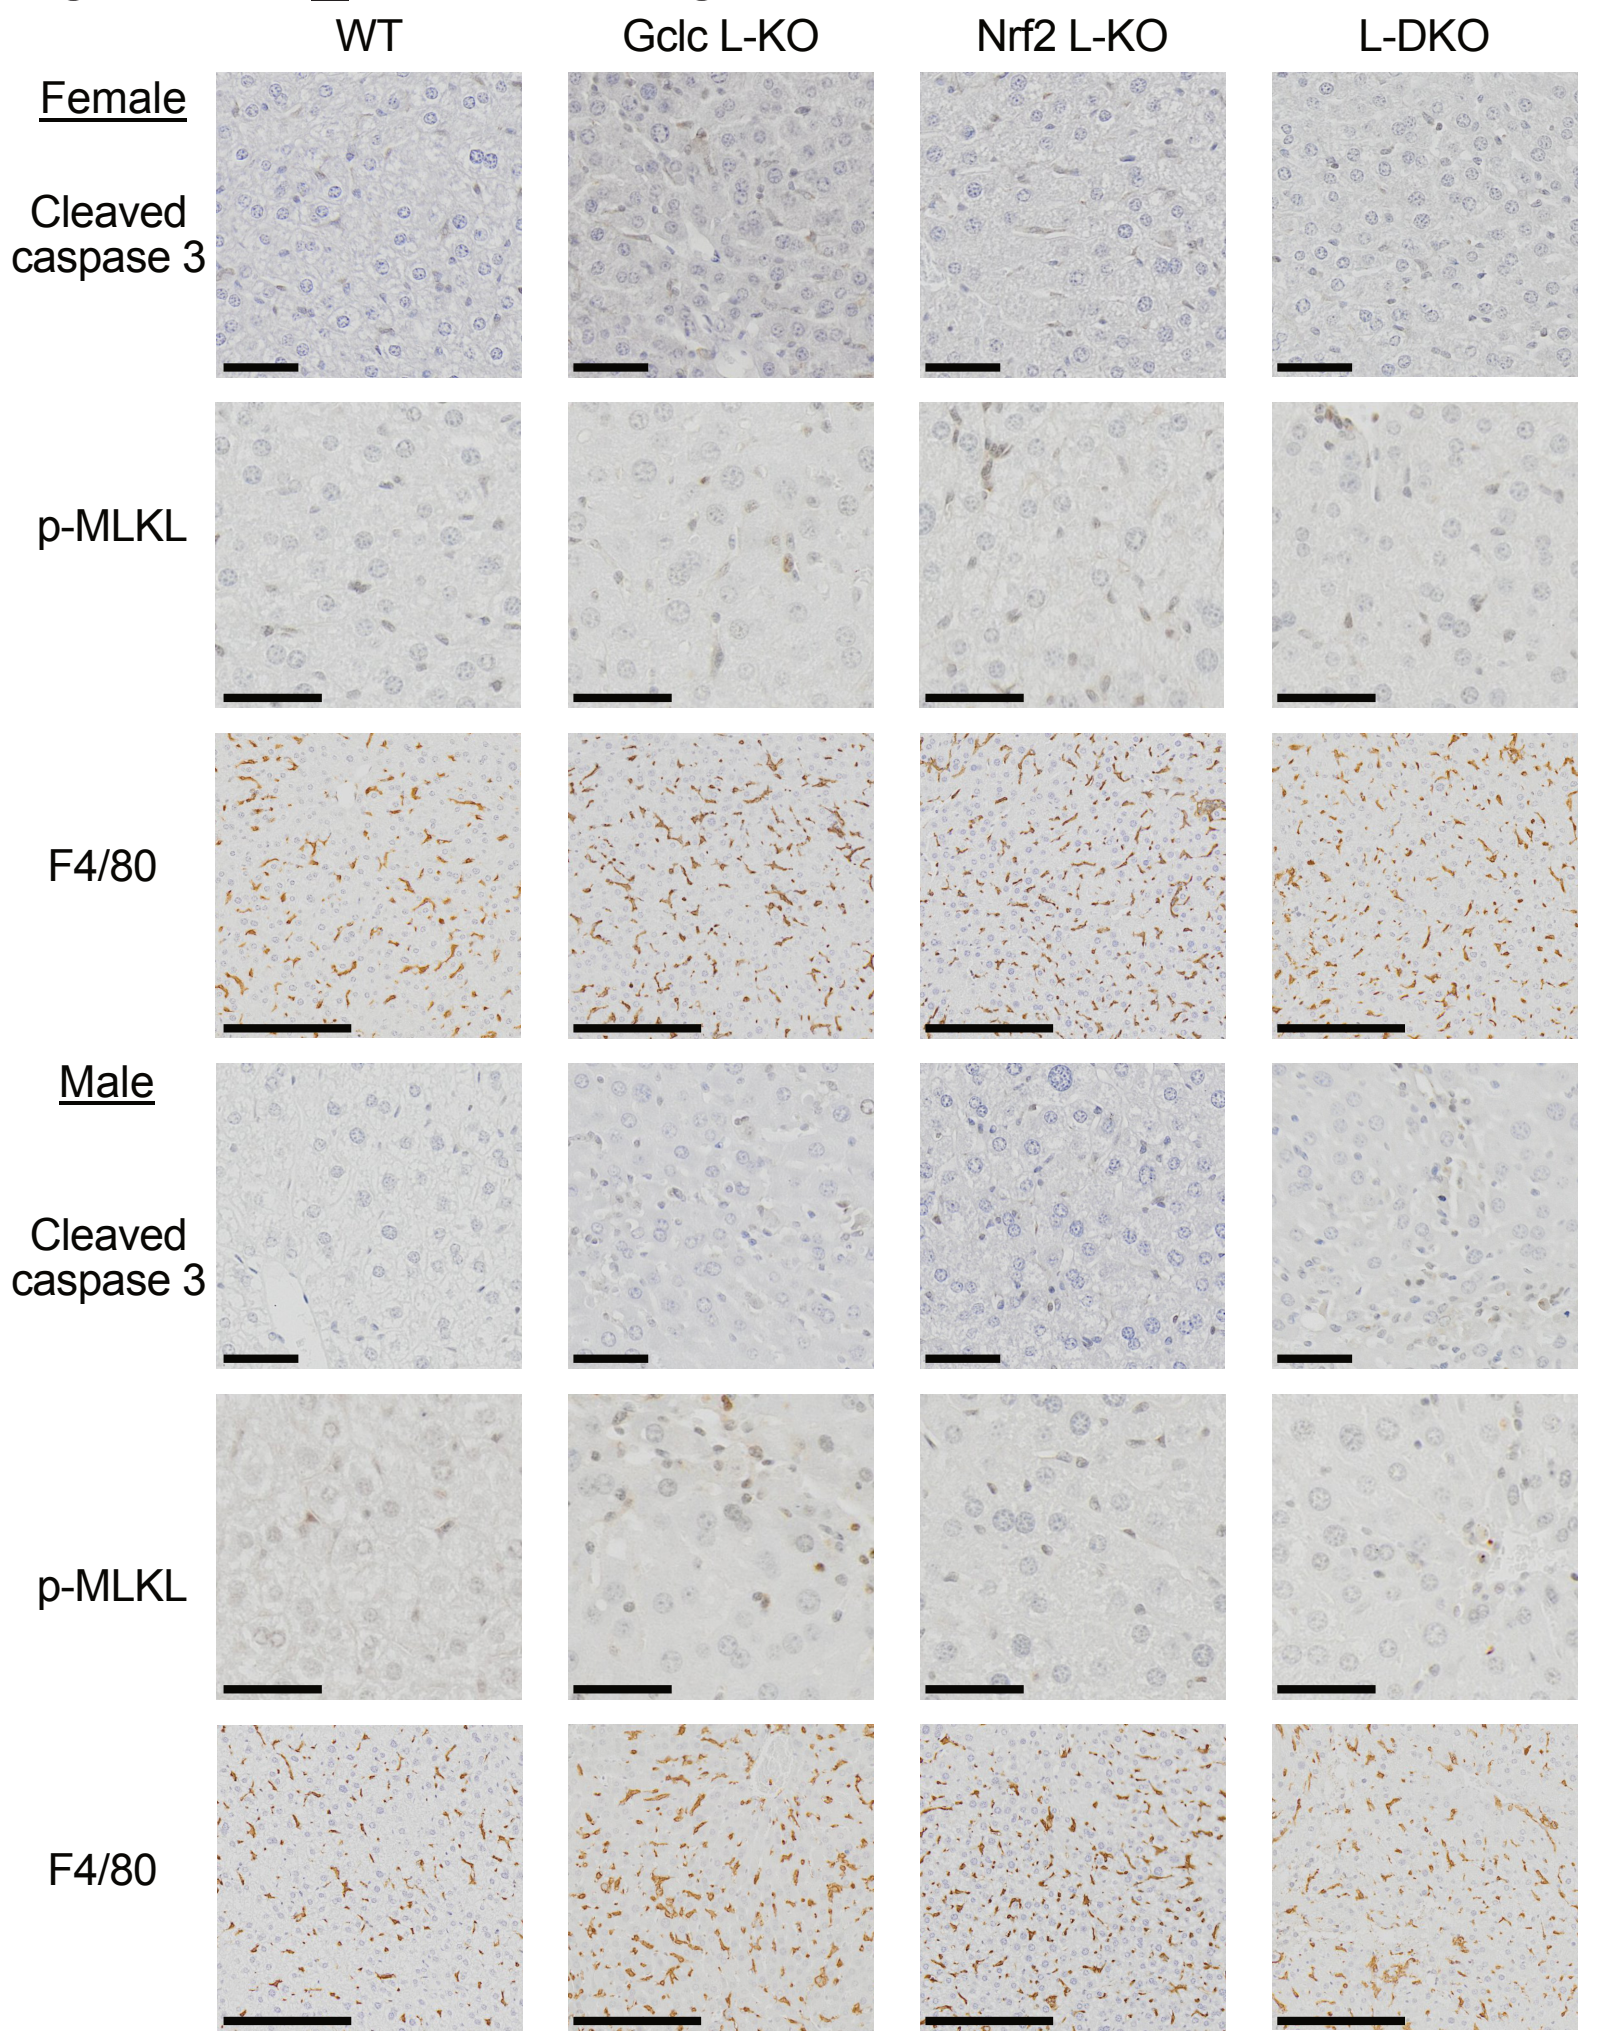

Figure S11. Combined *Gclc* and *Nrf2* deletion in the liver does not cause inflammation or cell death at acute time points. Related to Figure 5.

Representative immunohistochemical stains of Cleaved Caspase 3 (a marker of apoptosis), p-MLKL (a marker of necroptosis) and F4/80 (a marker of macrophages) in the liver of WT and L-KO female and male mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 50 μ m (Cleaved Caspase 3 and p-MLKL) and 200 μ m (F4/80). Data shown is representative of at least 3 replicates.

Figure S12_related to Figure 5

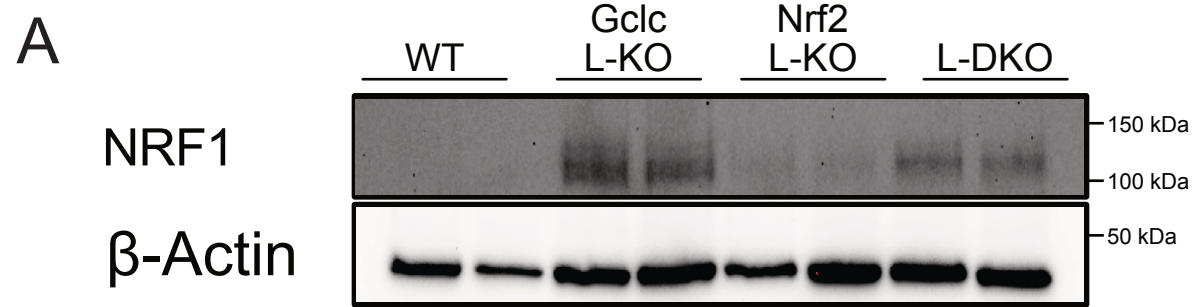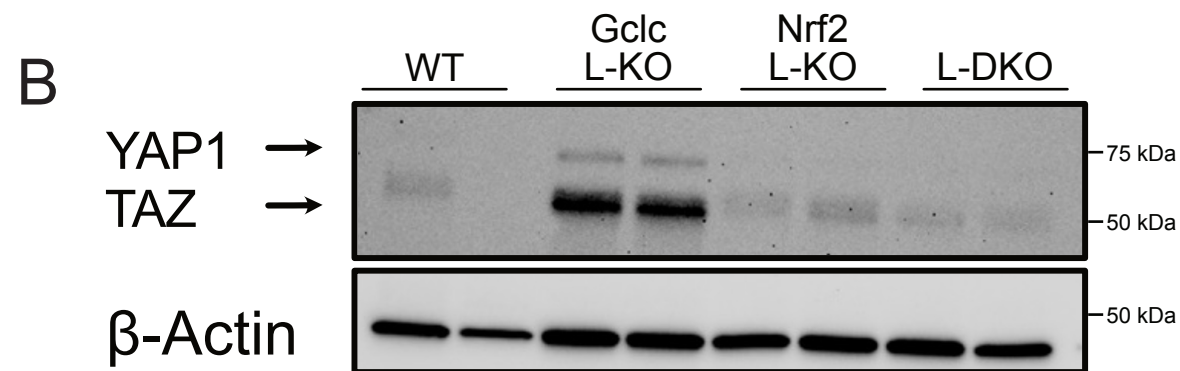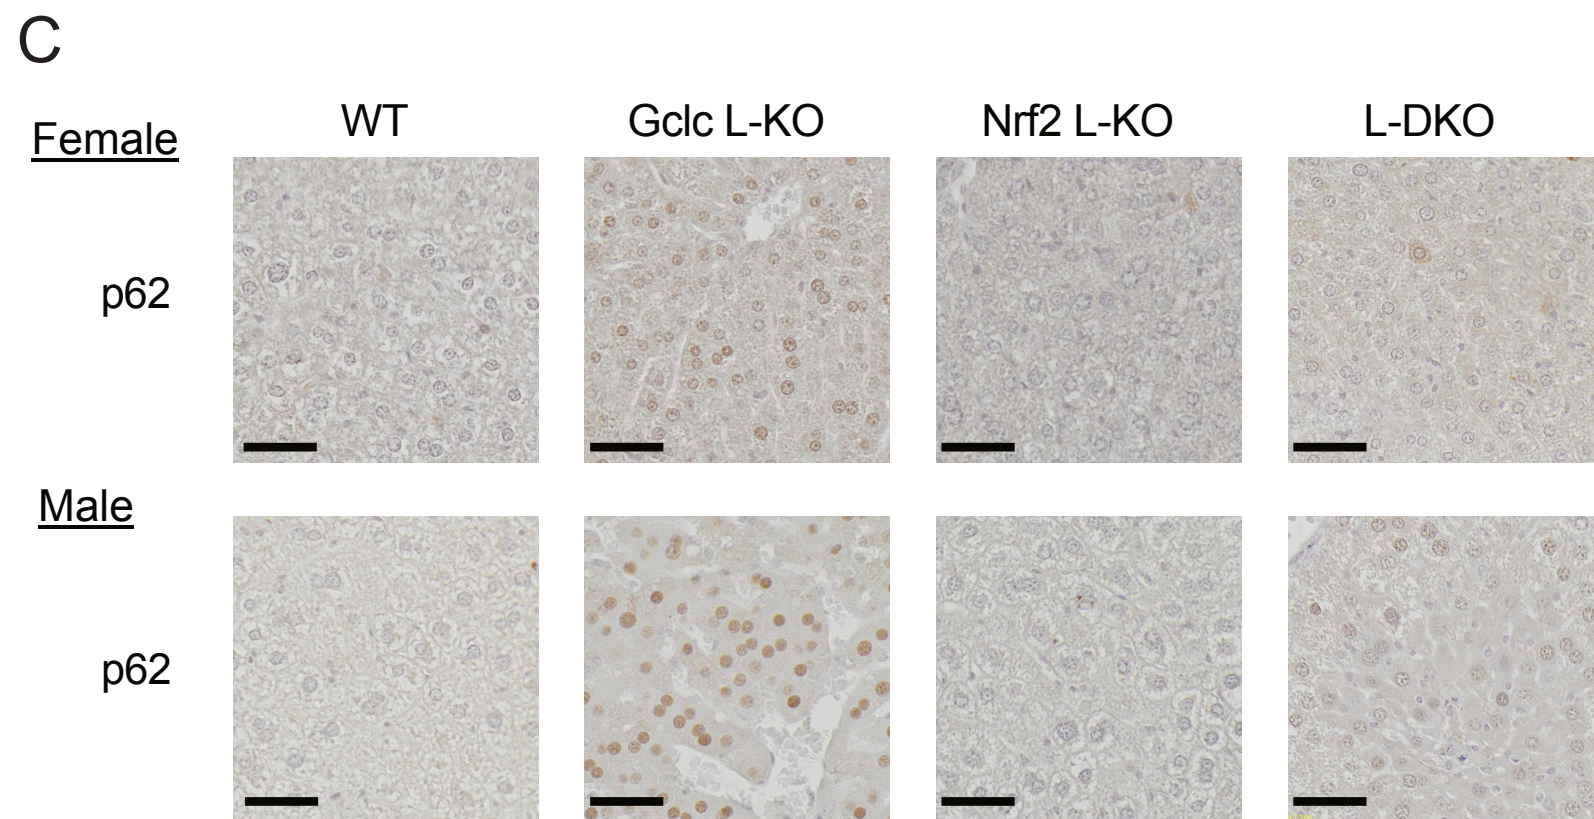

Figure S12. Induction of fibrotic and autophagic markers in liver-specific Gclc KO mice is dependent on Nrf2 activation. Related to Figure 5.

(A) Immunoblot analysis of NRF1 in the liver of WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice following treatment with AAV-TBG-Cre.

(B) Immunoblot analysis of YAP1/TAZ in the liver of WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice following treatment with AAV-TBG-Cre.

(C) Representative immunohistochemical stains of p62 (a marker of fibrosis) in the liver of male and female WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 50µm. Data shown is representative of at least 3 replicates.

Figure S13_related to Figure 5

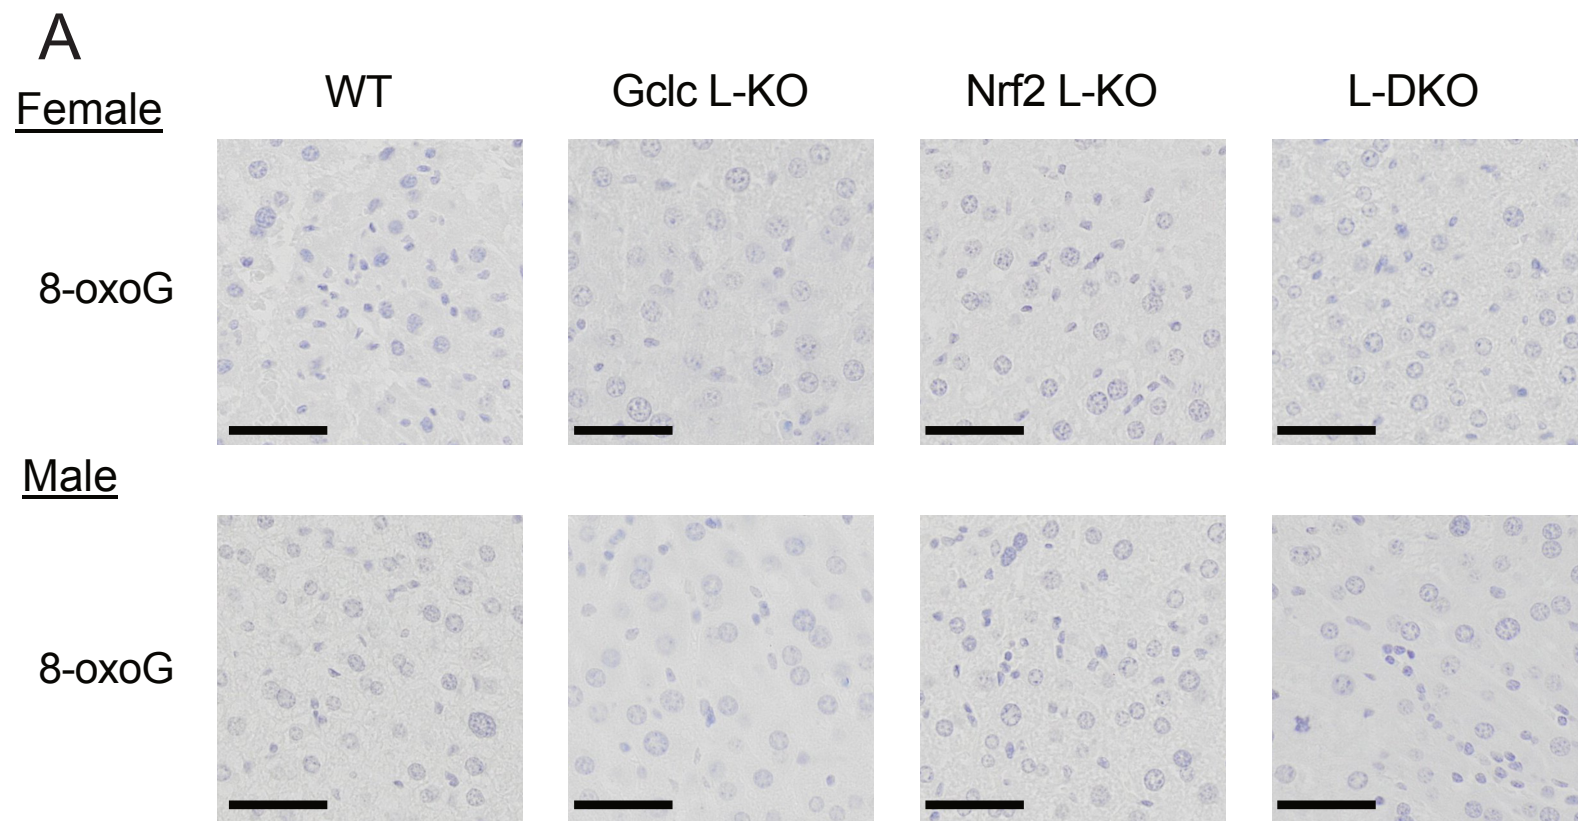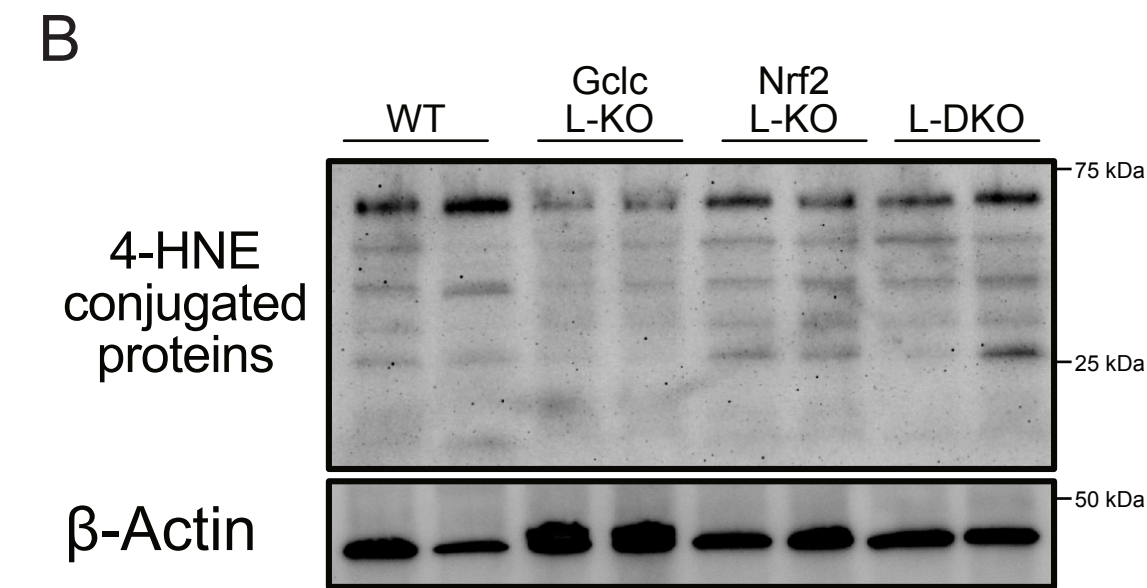

Figure S13. Combined *Gclc* and *Nrf2* deletion in the liver does not cause oxidative stress at acute time points. Related to Figure 5.

(A) Representative immunohistochemical stains of 8-oxoguanine (8-oxoG; a marker of oxidative DNA damage) in the liver of female and male WT and L-KO mice three weeks following treatment with AAV-TBG-Cre. Scale bars = 50 μ m. Data shown is representative of at least 3 replicates.

(B) Immunoblot analysis of 4-HNE conjugated proteins in the liver of WT, *Gclc* L-KO, *Nrf2* L-KO, and L-DKO mice following treatment with AAV-TBG-Cre.

Figure S14_related to Figure 5

A

Whole protein lysate

Vehicle
(Female) CDDO-Me
(Female) CDDO-Me
(Male)

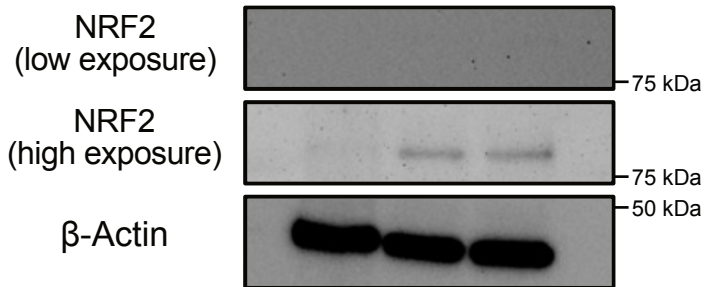

Nuclear lysate

B

Vehicle CDDO-Me Vehicle CDDO-Me
(Female) (Female) (Male) (Male)

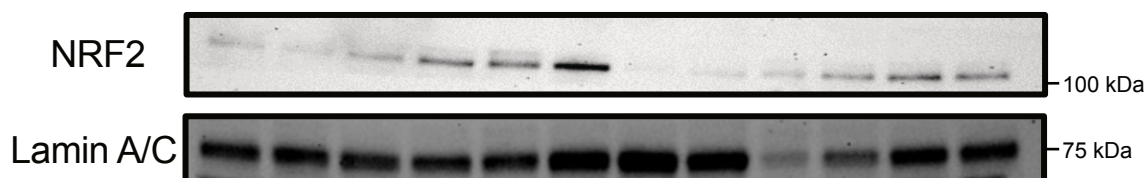

C

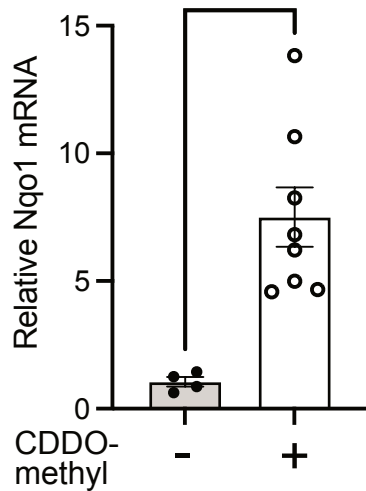

D

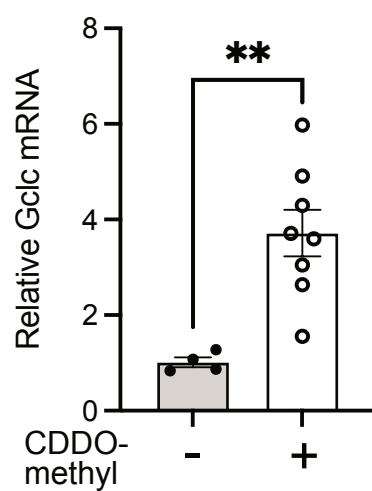

E

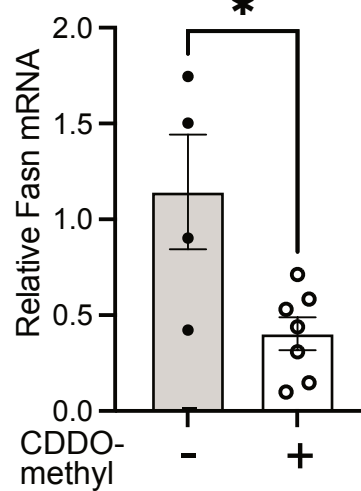

F

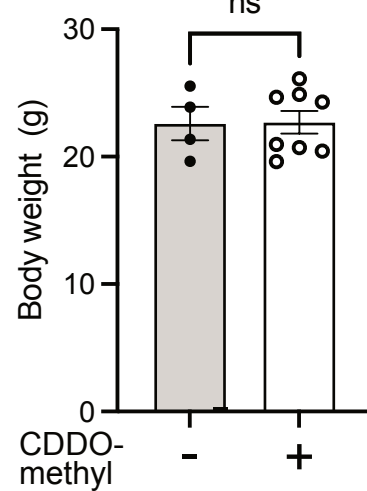

G

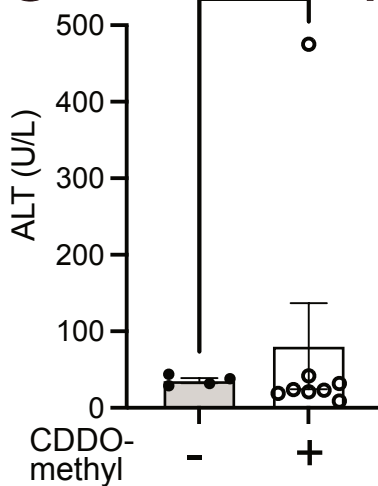

H

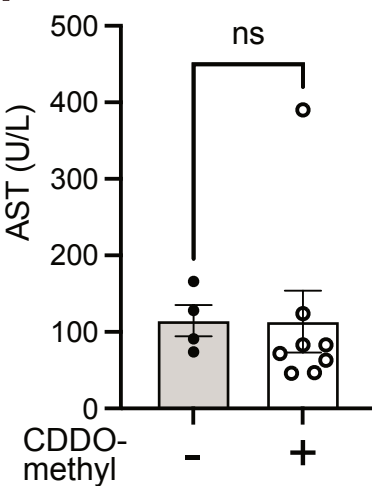

I

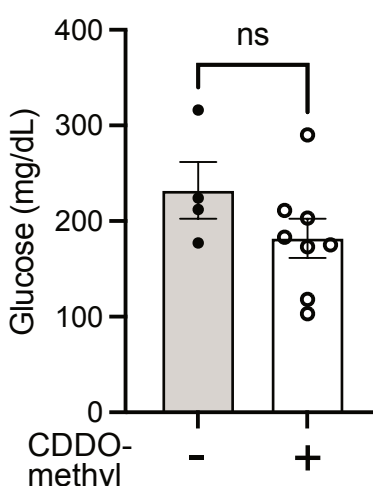

J

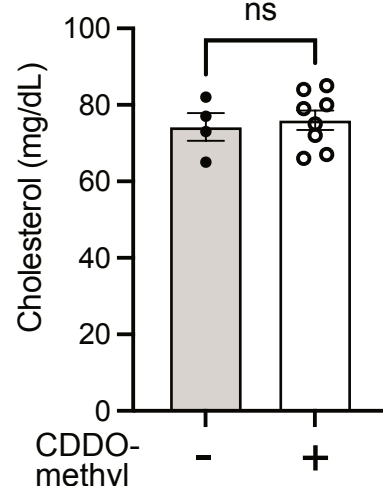

Figure S14. NRF2 activation via KEAP1 inhibition does not increase NRF2 activity to the degree observed in liver-specific *Gclc* deletion. Related to Figure 5.

(A-B) Immunoblot analysis of NRF2 in (A) whole-protein liver lysate (B) nuclear-protein liver lysate from WT, *Gclc* L-KO, Nrf2 L-KO, and L-DKO mice

(C-E) Relative mRNA expression of (C) *Nqo1*, (D) *Gclc* and (E) *Fasn* in the liver of WT mice without AAV-TBG-Cre injection following a 4-day treatment with either vehicle ($n=4$) or CDDO-methyl ($n=7-8$). Expression levels were normalized to the expression of the reference gene *Rps9*. An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. CDDO-methyl: (C) P value = 0.0034; (D) P value = 0.0034; (E) P value = 0.0146).

(F) Body weight of WT mice without AAV-TBG-Cre injection following a 4-day treatment with either vehicle ($n=4$) or CDDO-methyl ($n=8$). An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. CDDO-methyl P value = 0.9464).

(G-J) Concentration of annotated serum chemistry panel (G) ALT, (H) AST, (I) Glucose and (J) Cholesterol in WT mice treated with either vehicle ($n=4$) or CDDO-methyl ($n=8$). An unpaired two-tailed t-test was used to determine statistical significance (Vehicle vs. CDDO-methyl: (G) P value = 0.5954; (H) P value = 0.9838; (I) P value = 0.1894; (J) P value = 0.7010).

Indicated n values represent biologically independent samples from mice. Data are shown as mean $\pm$ SEM. An unpaired two-tailed t-test was used in (C-J) to determine statistical significance. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S15_related to Figure 6

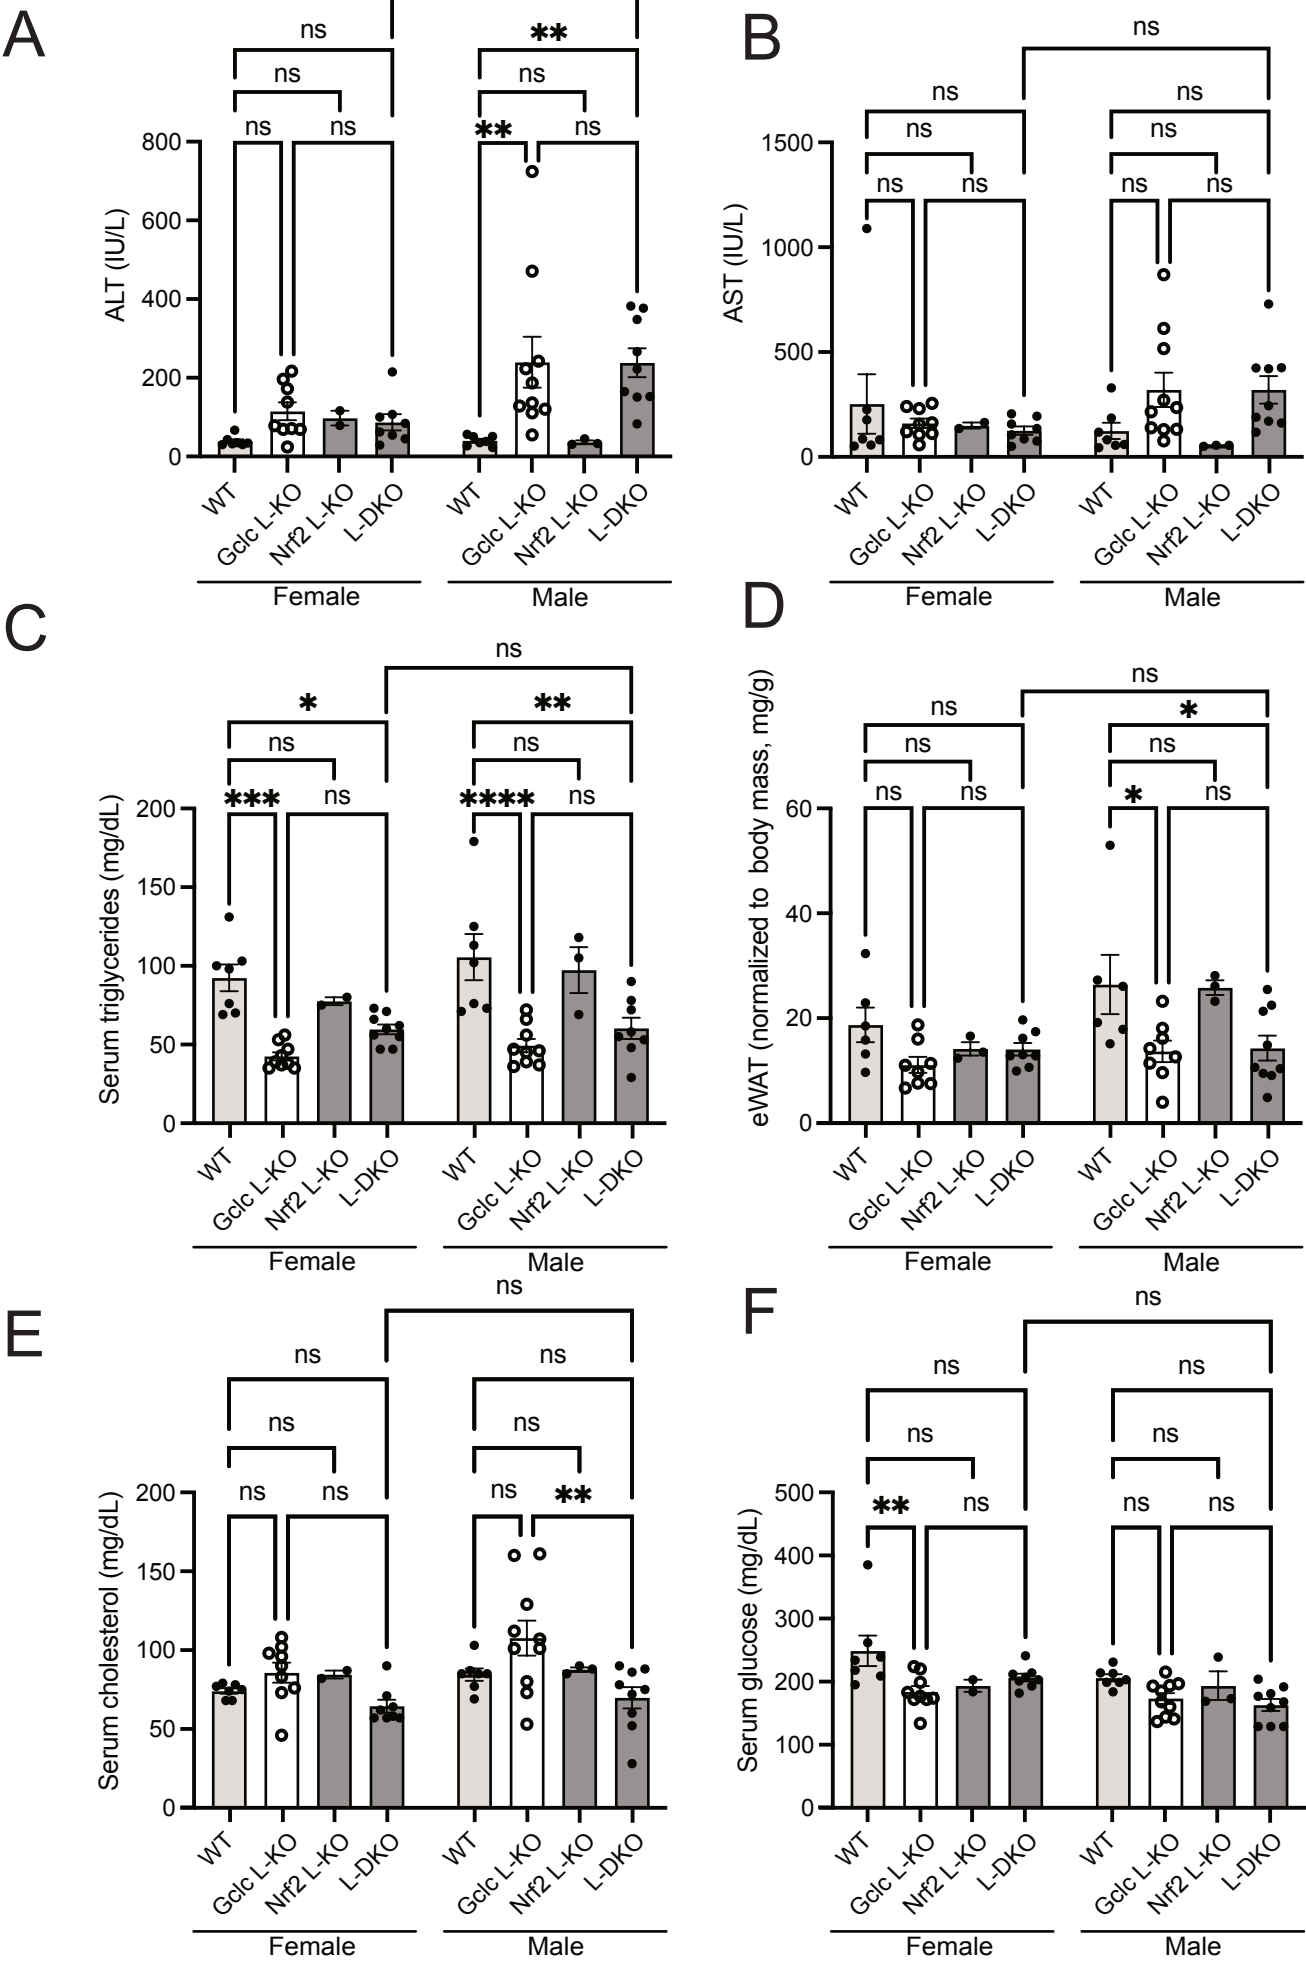

Figure S15. Combined liver-specific deletion of *Gclc* and *Nrf2* induces sex-dependent metabolic alterations at extended time points. Related to Figure 6.

(A-C) Serum biomarkers of liver damage; (A) ALT, (B) AST and (C) serum triglycerides in female and male WT, *Gclc* L-KO, *Nrf2* L-KO, and L-DKO mice 10 weeks following treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Tukey's multiple comparisons test was used to determine statistical significance ((A): Female: WT vs. *Gclc* L-KO P value = 0.4995, WT vs. *Nrf2* L-KO P value = 0.9027, WT vs. L-DKO P value = 0.8201, *Gclc* L-KO vs. L-DKO P value = 0.9500; Male: WT vs. *Gclc* L-KO P value = 0.0024, WT vs. *Nrf2* L-KO P value > 0.9999, WT vs. L-DKO P value = 0.0033, *Gclc* L-KO vs. L-DKO P value > 0.9999; Female L-DKO vs. Male L-DKO P value = 0.0055; (B): Female: WT vs. *Gclc* L-KO P value = 0.7981, WT vs. *Nrf2* L-KO P value = 0.9178, WT vs. L-DKO P value = 0.6160, *Gclc* L-KO vs. L-DKO P value = 0.9844; Male: WT vs. *Gclc* L-KO P value = 0.2101, WT vs. *Nrf2* L-KO P value = 0.9565, WT vs. L-DKO P value = 0.2267, *Gclc* L-KO vs. L-DKO P value > 0.9999; Female L-DKO vs. Male L-DKO P value = 0.0516; (C): Female: WT vs. *Gclc* L-KO P value = 0.0003, WT vs. *Nrf2* L-KO P value = 0.9811, WT vs. L-DKO P value = 0.0407, *Gclc* L-KO vs. L-DKO P value = 0.6114; Male: WT vs. *Gclc* L-KO P value < 0.0001, WT vs. *Nrf2* L-KO P value = 0.9987, WT vs. L-DKO P value = 0.0017, *Gclc* L-KO vs. L-DKO P value = 0.9446; Female L-DKO vs. Male L-DKO P value > 0.9999)

(D) Epididymal fat adipose tissue (eWAT) mass normalized to body mass from female and male WT, *Gclc* L-KO, *Nrf2* L-KO, and L-DKO mice. Measurements were taken ten weeks post-treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Tukey's multiple comparisons test was used to determine statistical significance ((A): Female: WT vs. *Gclc* L-KO P value = 0.4948, WT vs. *Nrf2* L-KO P value = 0.9830, WT vs. L-DKO P value = 0.9209, *Gclc* L-KO vs. L-DKO P value = 0.9897; Male: WT vs. *Gclc* L-KO P value = 0.0344, WT vs. *Nrf2* L-KO P value > 0.9999, WT vs. L-DKO P value = 0.0426, *Gclc* L-KO vs. L-DKO P value > 0.9999; Female L-DKO vs. Male L-DKO P value > 0.9999)

(E-F) Serum (E) Cholesterol and (F) Glucose levels in female and male WT, Gclc L-KO, Nrf2 L-KO, and L-DKO mice 10 weeks following treatment with AAV-TBG-Cre. A two-way ANOVA with subsequent Tukey's multiple comparisons test was used to determine statistical significance ((E): Female: WT vs. Gclc L-KO P value = 0.9417, WT vs. Nrf2 L-KO P value = 0.9980, WT vs. L-DKO P value = 0.9817, Gclc L-KO vs. L-DKO P value = 0.3813; Male: WT vs. Gclc L-KO P value = 0.2885, WT vs. Nrf2 L-KO P value > 0.9999, WT vs. L-DKO P value = 0.8353, Gclc L-KO vs. L-DKO P value = 0.0038; Female L-DKO vs. Male L-DKO P value = 0.9992; (F): Female: WT vs. Gclc L-KO P value = 0.0062, WT vs. Nrf2 L-KO P value = 0.4254, WT vs. L-DKO P value = 0.2247, Gclc L-KO vs. L-DKO P value = 0.8396; Male: WT vs. Gclc L-KO P value = 0.4750, WT vs. Nrf2 L-KO P value = 0.9993, WT vs. L-DKO P value = 0.1795, Gclc L-KO vs. L-DKO P value = 0.9971; Female L-DKO vs. Male L-DKO P value = 0.1381).

Indicated *n* values represent biologically independent samples from mice. For all graphs, WT (*n*(Female) =7, *n*(Male) =7); Gclc L-KO (*n*(Female) =9, *n*(Male) =10); Nrf2 L-KO (*n*(Female) =2, *n*(Male) =3) and L-DKO (Female) =8, *n*(Male) =9). Data are shown as mean ±SEM. ns = not significant, * P value < 0.05, ** P value < 0.01, *** P value < 0.001, **** P value < 0.0001.

Figure S16_related to Figure 6

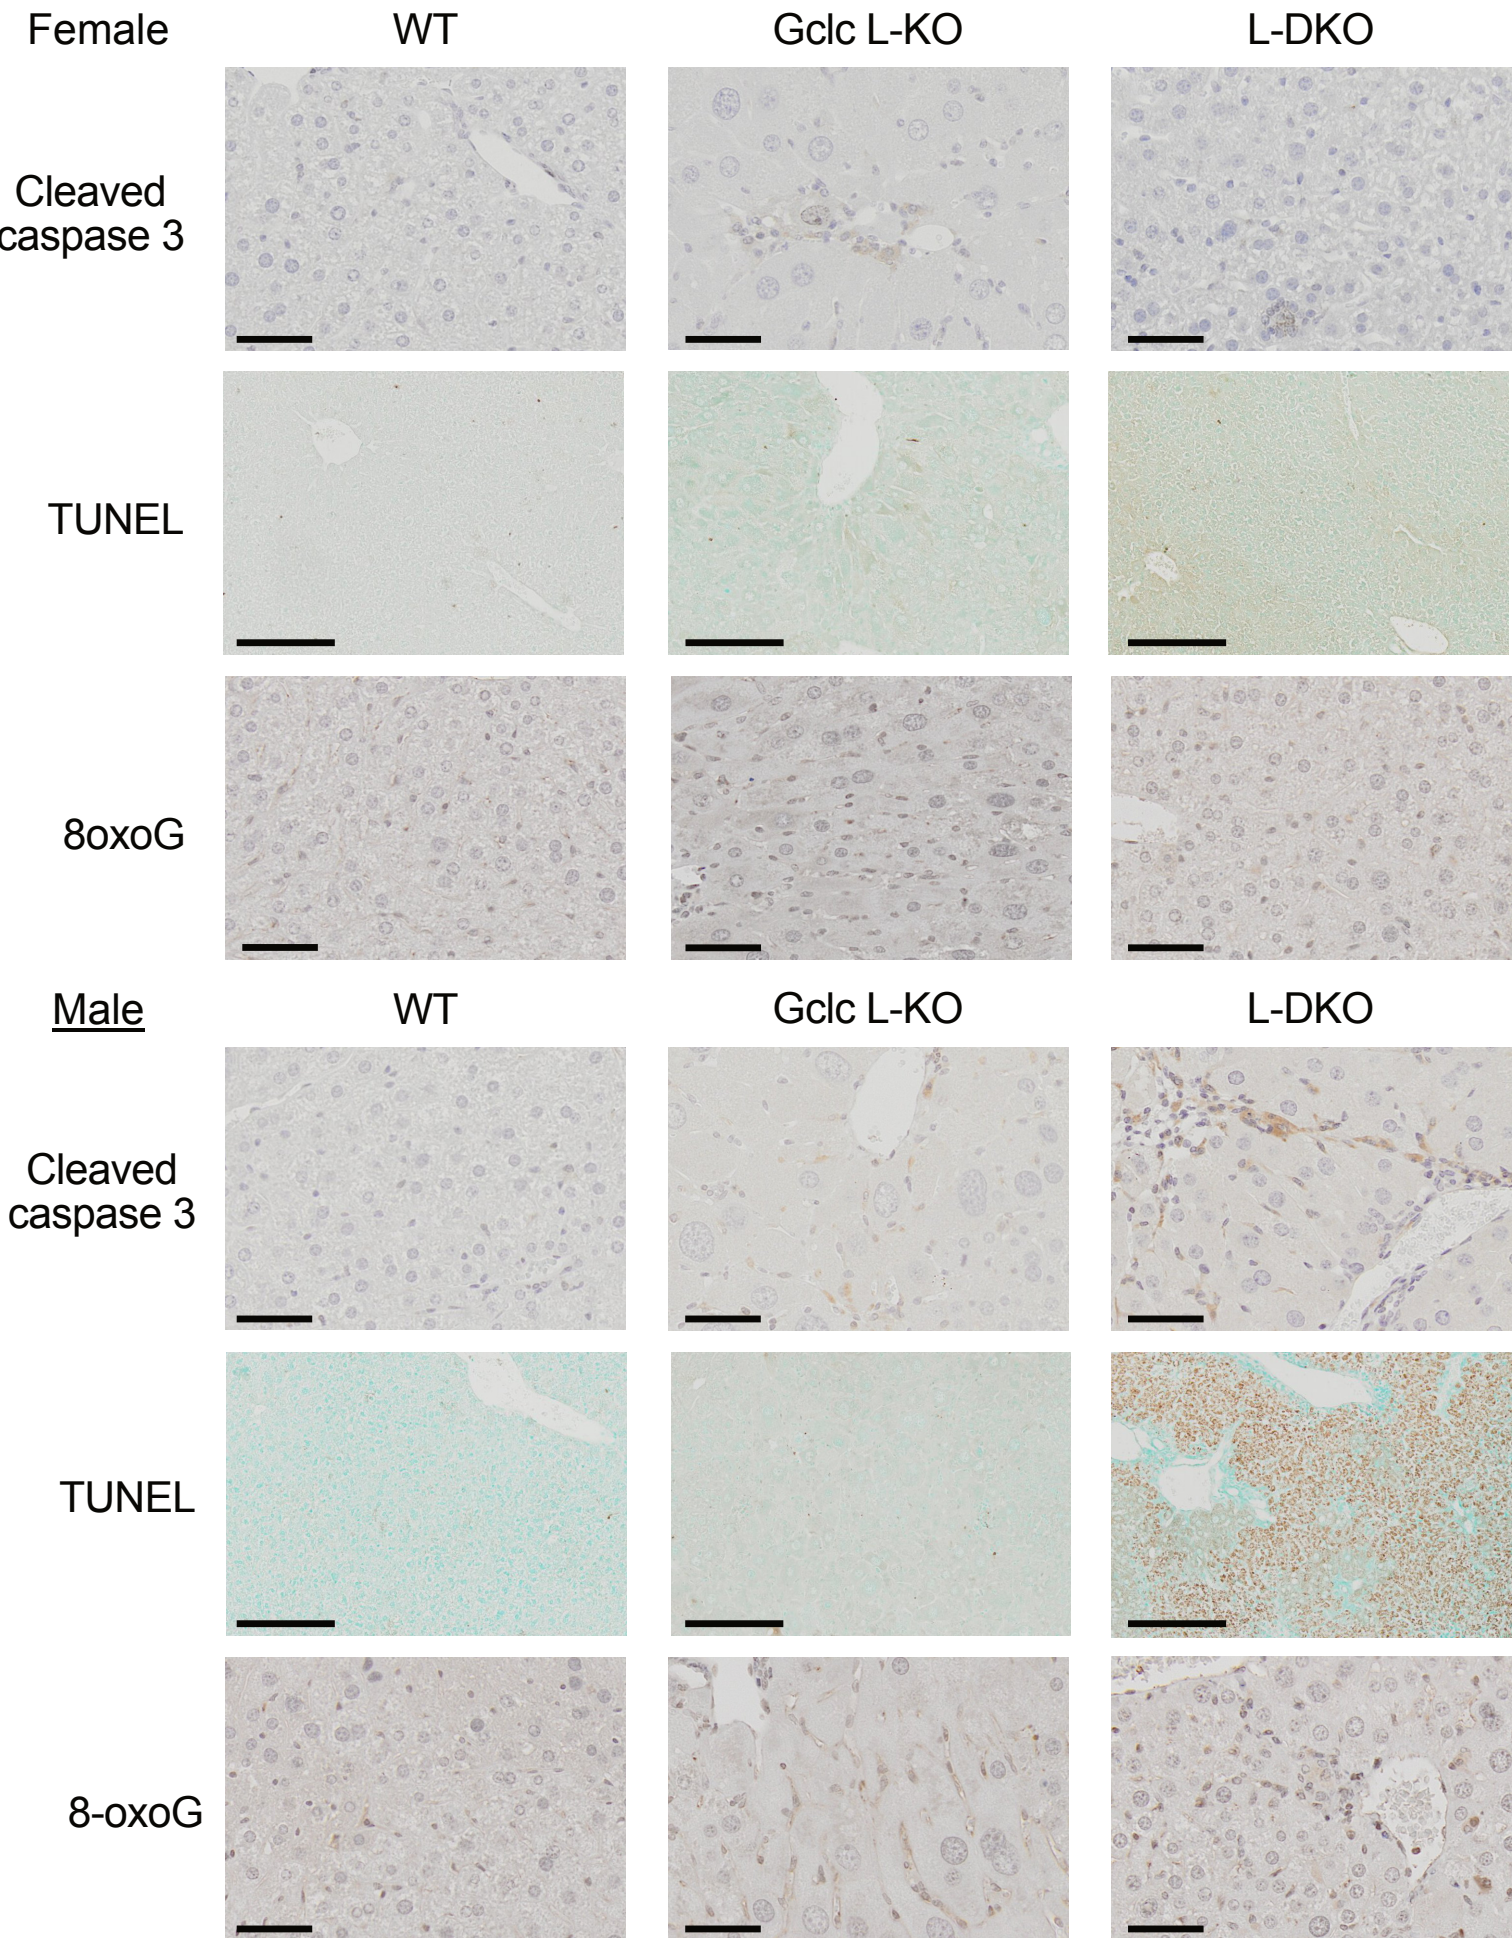

Figure S16. Combined liver-specific deletion of *Gclc* and *Nrf2* induces sex-dependent liver damage at extended time points. Related to Figure 6.

Representative immunohistochemical stains of cleaved-caspase 3 (top), TUNEL (middle) and 8-oxoguanine (8-oxoG; bottom) staining in the liver from female and male WT, *Gclc* L-KO, and L-DKO mice. Scale bars = 50µm (Cleaved caspase 3 and 8-oxoguanine) and 200µm (TUNEL). Data shown is representative of at least 3 replicates.

Figure S17_related to Figure 6

Female

WT

L-KO

L-DKO

Cleaved
caspase 3

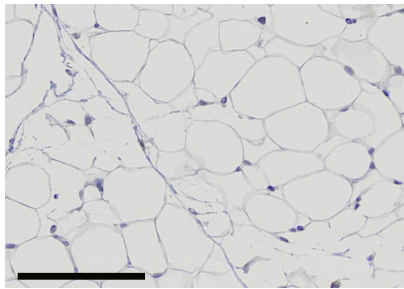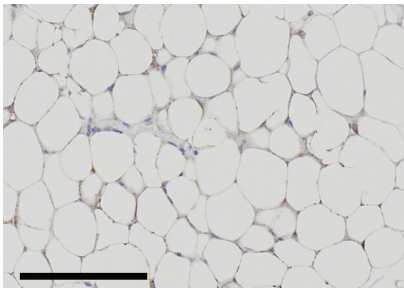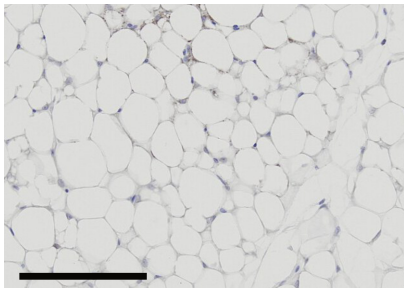

TUNEL

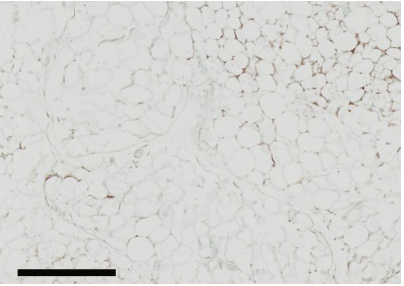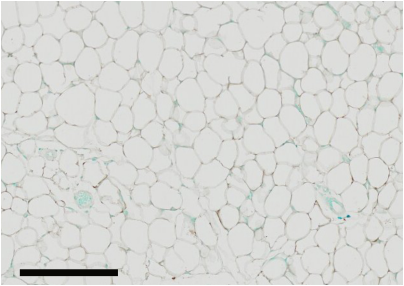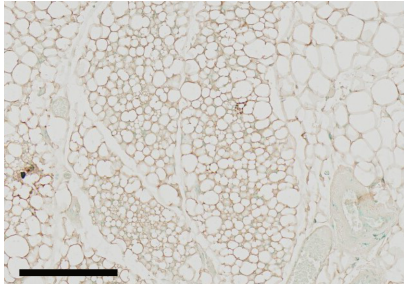

8-oxoG

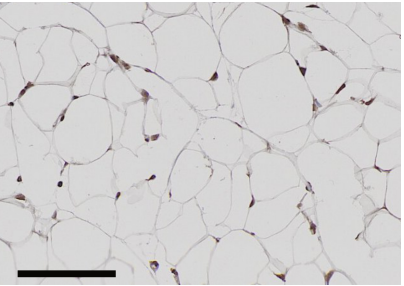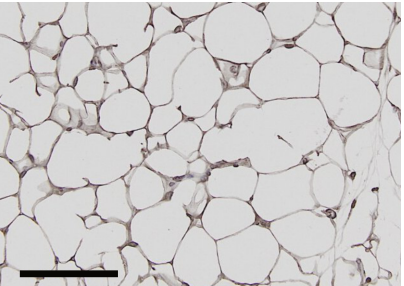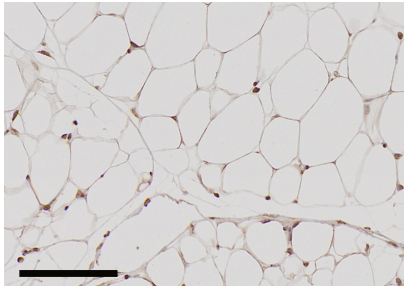

Male

WT

L-KO

L-DKO

Cleaved
caspase 3

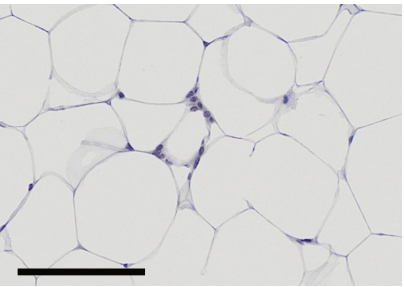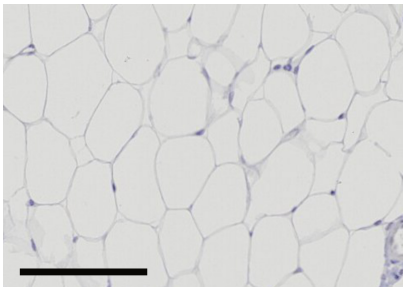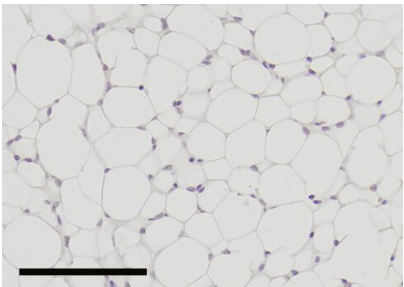

TUNEL

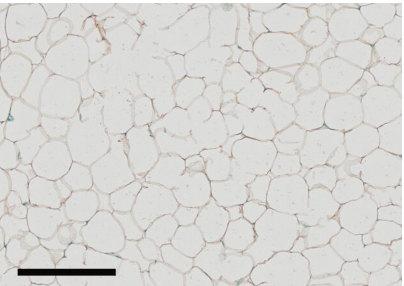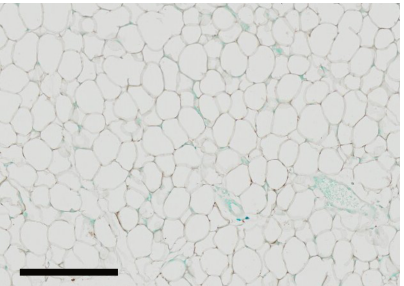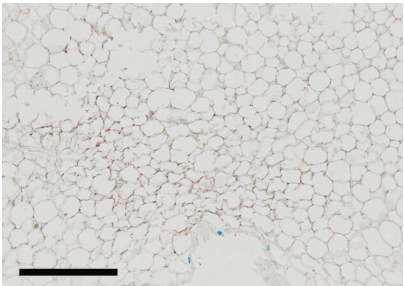

8-oxoG

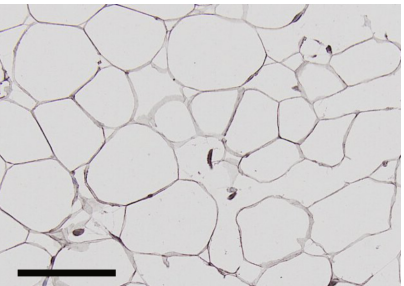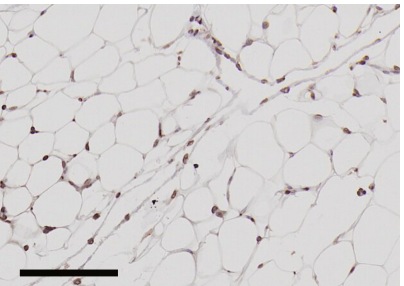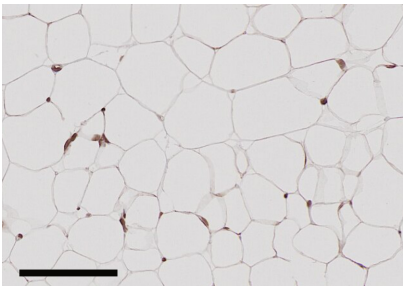

Figure S17. Combined liver-specific deletion of *Gclc* and *Nrf2* induces sex-dependent alterations in adipose tissue at extended time points. Related to Figure 6.

Representative immunohistochemical stains of cleaved-caspase 3 (top), TUNEL (middle) and 8-oxoguanine (8-oxoG; bottom) staining in the epididymal fat adipose tissue from female and male WT, L-KO and L-DKO mice. Scale bars = 50µm (8-oxoguanine), 100µm (Cleaved Caspase 3) and 200µm (TUNEL). Data shown is representative of at least 3 replicates.

# Supplementary material for: Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression
**Source:** Nat Commun. 2024 Jul 21;15:6152. doi: 10.1038/s41467-024-50454-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Related to Figure 2. Differential gene expression and gene set enrichment analysis of liver tissue from Gclc WT ($n=4$) and KO ($n=4$) mice. Indicated n values represent biologically independent samples from mice.

Supplementary Data 2. Related to Figure 2. Differential protein abundance for liver tissue from Gclc WT ($n=4$) and KO ($n=4$) mice. Indicated n values represent biologically independent samples from mice.

Supplementary Data 3. Related to Figure 3. Differential lipid abundance for adipose, liver, kidney, lung, and serum from Gclc WT ($n=4$) and KO ($n=4$) mice. Indicated n values represent biologically independent samples from mice.

Supplementary Data 4. Related to Figure S4. Differential gene expression and gene set enrichment analysis of liver tissue from Gclc WT ($n=4$) and liver-specific KO ($n=4$) mice. Indicated n values represent biologically independent samples from mice.

Supplementary Data 5. Related to Figure 5. Differential abundance (log2 fold change) for RNA, protein, and lipids for liver and serum from WT ($n=4$) compared to Gclc L-KO ($n=4$), Nrf2 L-KO ($n=4$), and L-DKO ($n=6$) mice. Indicated n values represent biologically independent samples from mice.

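The RNA sheet of Supplementary Data 5 lists 30176 genes, as many as have a value other than 0 in any of the 16 deposited libraries, of which the first 1999 were read here. They are ordered by the Gclc L-KO column, from *Gm3776* (a glutathione transferase of the alpha class), *Gsta1* and *Cbr3* down to a log2 fold change of 0.638, so the genes that fell in Gclc L-KO stand in the part not used here. Each column is a log2 fold change against WT with no error or p beside it. The deposited set holds 4 L-DKO livers, while the legend counts 6 for its RNA, protein and lipid values together. For 44 gene and genotype pairs named with these data the sheet gives a value, and in 44 the sign equals that of the limma log2 fold change computed from the rlog values. For *Gm3776* the latter is 6.68, with rlog values of 4.25 ± 0.06 (mean ± SD) in WT and 10.93 ± 1.12 in Gclc L-KO.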

Supplementary Data 6. Related to METHODS. Primers used for quantitative PCR analysis.

# Supplementary material for: Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression
**Source:** Nat Commun. 2024 Jul 21;15:6152. doi: 10.1038/s41467-024-50454-2
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	IHC representative images were collected using OLYMPUS VS-ASW 2.9.2 and OlyVIA Ver.2.9, Global LC-MS metabolite peaks were manually identified and integrated by EL-Maven Version 0.11.0 and peaks from sulfur metabolite containing LCMS were integrated using Thermo Xcaliber Qual Browser. MS-DIAL was used to identify, and align lipid peaks from lipidomics experiments. ProLuCID algorithm (publicly available at http://fields.scripps.edu/yates/wp/?page_id=821), Mouse UniProt database (release 2017) and DTASelect (version 2.0) were used to identify the peptides from proteomics experiments. BioRender.com was used to generate all schematics.
Data analysis	Quantitative PCR data was analyzed with Thermo Fisher Design & Analysis Software v2.6.1. GraphPad Prism 9 and R version 3.3.2 and later were used to carry out statistical analysis on the data. Adiposoft plugin for Image J was used to quantify adipose cell sizes. Thermo Xcaliber Qual Browser was used to analyze peaks generated from metabolomic analyses. Gene set enrichment analysis was conducted with FGSEA an R package (http://bioconductor.org/packages/fgsea/). Peptide quantification was performed with reporter ion mass tolerance set to 30 ppm with Integrated Proteomics Pipeline (IP2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting these findings are included within the article and its supplementary material. Source data are provided with this paper. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE103 partner repository with the dataset identifier PXD052674. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE263190 and GSE263119.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size of at least N=4 animals was used based on differences recorded in our pilot experiments.

Data exclusions

For lipidomic experiments, lipid species not fully identified by the MS2 spectra were excluded from analysis. No data was excluded from the rest of the experiments.

Replication

All experiments were replicated in at least 4 animals and done at least twice, except for transcriptomic/proteomic/metabolomic/lipidomic experiments.

Randomization

Mice of desired genotypes were both age matched and sex matched and assigned randomly to their treatment groups.

Blinding

Investigators were not blinded to group allocation during experiments due to technical limitations. All treatments and measurements were performed under the same conditions for all genotypes. Further, all samples were analyzed together and subjected to the same data processing.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The antibodies used for the immunoblot assays were:

1. GCLC (Santa Cruz Biotech, #sc-390811)
2. NQO1 (Sigma Prestige Antibodies, HPA007308)
3. ACTIN (Sigma, A1978).
4. NRF2 (Cell Signaling Technology, #12721)
5. NRF1 (Cell Signaling Technology, #8052)
6. YAP/TAZ (Cell Signaling, #8418)
7. 4-HNE (Abcam, #ab46545)
8. Lamin A/C (Cell Signaling, #4777)
9. NQO1 (Abcam, #ab196196)
10. NRF2 (Abcam, # ab31163)
11. TUNEL (Abcam, #ab206386)
12. Cleaved Caspase 3 (Cell Signaling, #9664)
13. F4/80 (Cell Signaling, #70076)
14. 8-oxoguanine (Abcam, #ab62623)
15. p62 (Cell Signaling, #23214)

Validation

The antibodies used are commercially available and have been validated by their respective manufacturers.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

12-18 weeks old Male and Female C57BL/6 mice with either WT, Gclc f/f, Gclc f/f R26CreERT2, Nrf2 f/f or Gclc f/f Nrf2 f/f genotypes.

Wild animals

No wild animals were used in this study.

Reporting on sex

Findings reported here apply to both sexes. Sex of mice were determined at 14-28 days using protocols approved by the University Committee on Animal Resources at the University of Rochester Medical Center. The mice assigned to each group were sex balanced and from our pilot studies, we found our phenotypes to be sex independent. Thus, we do not report on sex differences between mice.

Field-collected samples

Study did not involve samples collected from the field.

Ethics oversight

All animal studies were performed according to protocols approved by the University Committee on Animal Resources at the University of Rochester Medical Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

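Liver RNA from 16 mice, 4 each of WT, Gclc L-KO, Nrf2 L-KO and L-DKO, was compared as gene-level values. The groups follow the genotype in the sample labels, and tissue and day 21 follow the Fig. 5 legend and the series description. The series description and the paper differ in the unit of the AAV-TBG-Cre dose, and the labels do not give the sex of the mice. The paper's Reporting Summary states that groups were sex balanced and that findings hold for both sexes. For mice kept longer than 21 days, however, the paper's last Results section reports a difference by sex. There male L-DKO mice survived less well and had more liver injury than female ones. The submitters' processing notes name bcl2fastq 2.20.0, fastp (no version), STAR 2.7.9a, featureCounts, Subread 2.0.1, DESeq2 1.34.0, R 3.5.1 and the assembly GRCm39. The table that the submitters deposited holds DESeq2 rlog values (log2 scale, from -2.27 to 21.59) of 56832 genes in 16 libraries, and 26656 genes are 0 in every library. Library medians over the tested genes lay between 8.33 and 8.38, so the scaling between libraries is already in the values and the counts and depth cannot be had from them. Deletions of single exons cannot be seen in values per gene.

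Genes were tested where the mean rlog value over the 16 libraries was at least 3, which left 15128. One limma fit with 1 mean per genotype (limma 3.58.1 in R 4.3.3, lmFit and eBayes with a mean-variance trend) gave each genotype against WT, L-DKO against each single deletion, and the interaction, that is L-DKO minus Nrf2 L-KO less Gclc L-KO minus WT. The Benjamini-Hochberg adjusted p was taken over all genes within a comparison, with a threshold of 0.05, and all tests are two-sided. The share of the Gclc L-KO change that is absent in L-DKO is 1 minus the median ratio of the changes against WT, over the genes called in Gclc L-KO. The 38 gene lists hold 506 entries, of which 497 were tested, 2 have no symbol in the table and 7 lie under the minimum. Most were written from general knowledge, the primer list from the paper's primer table, and the NRF2 lists after the first part of the RNA sheet of Supplementary Data 5 had been seen. Fig. 5H, which gives lipogenic mRNA in these genotypes, was looked at before any list was fixed. That first part of the RNA sheet also holds glutathione transferases. The counts and camera p of the NRF2 lists, the transferase list and the lists of lipid genes are therefore not independent evidence. Lists were tested with camera at the preset correlation of 0.01, then with an estimated correlation, and Benjamini-Hochberg adjusted over the lists of a comparison. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

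The rule for named genes, the lists, the comparisons and the alternatives were fixed before the data were examined. All lists were fixed after Fig. 5H had been looked at. The NRF2 and glutathione transferase lists were also fixed after the part of the study's own RNA values described above had been seen. Genes are named if the paper names or has primers for them, if they are among the 10 largest rises or falls with groups that do not overlap in a comparison with WT or in L-DKO against Gclc L-KO, or if they are the first 2 measured members of a list or among up to 4 of its members with the largest called change. Names outside the rule are given only where a count of 5 or fewer called for them (*Adh7*, *Gstp3* and the smallest change in lists with 5) or a feature was singled out (*mt-Co1*, *Xist*, *Ddx3y*), after their values were seen. The alternatives were no filter and a minimum of 6, no trend, robust eBayes, median centring, quantile normalization, array weights, a replicate block, only the groups compared, *Xist* as a covariate, an added log2 fold change of at least 1, and leaving out each library in turn. Count models could not be run without counts. Replicate numbers were not used as pairs, since the labels give them no meaning.

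The procedure was tested on simulated values with the genes' own means and spreads, in which 100 genes each were changed by 0.5 and by 1 in 1 genotype. For L-DKO against Gclc L-KO limma called 51% and 83% of them, and for the interaction 22% and 62%, with 7 and 1 false calls. A list of 18 genes raised by 0.5 was called (camera adjusted p = 9.10e-16, 6.36e-04 with an estimated correlation) and 0 of 34 other lists were. A simulated share of 50% was measured as 50.2% for genes that rose and 50.3% for genes that fell. There every changed gene was set to 1 in Gclc L-KO and 0.5 in L-DKO. In the data only 568 of the 3481 called genes reached 1, so the simulation does not test the share for smaller changes near the threshold. Simulated values carry no correlation between genes, so real lists are tested less strictly at the preset correlation than these figures show. The protein and lipid sheets of Supplementary Data 5 and the Fig. 2 and Fig. 4 libraries were not analysed here.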

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

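The tests of the labels, of splits balanced for *Xist*, of an NRF2 effect on *Gclc*, of the male-biased genes and of poly(A) selection, and the values within replicates 1 and 2 or 3 and 4, were chosen only after the results were seen.

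*Gclc* was not lower in the libraries labelled Gclc L-KO, nor *Nfe2l2* in those labelled Nrf2 L-KO or L-DKO, while the paper's RT-qPCR (Fig. 5B, C) and its GCLC protein values run lower, and the higher *Nfe2l2* in L-DKO has no tested explanation. Single wrong labels would place some libraries labelled Gclc L-KO or Nrf2 L-KO among the others in the mean of the NRF2 drug metabolism list, but the lowest library labelled Gclc L-KO lay 1.36 (log2) above the highest of the 12 others and the lowest WT library 0.44 above the highest labelled Nrf2 L-KO, more than the widest range within a group (0.32). The list was written after part of the study's own fold changes for these labelled groups had been seen, which may widen both gaps. The larger gap still argues against single labels exchanged between Gclc L-KO and the other groups. Between Nrf2 L-KO and WT the smaller gap decides less. Between Nrf2 L-KO and L-DKO the list cannot decide, as the highest Nrf2 L-KO library lay at -0.51 and L-DKO replicates 3 and 4 at -0.37 and -0.38. An exchange of the whole Gclc L-KO group with another is argued against by *Nqo1*, which Fig. 5D has high in Gclc L-KO and whose lowest value there lay 2.66 above the highest of the 12 others (widest range within a group 1.11). Exchanges among the other groups and wrong labels within L-DKO stay open, since L-DKO replicate 2 lies among the WT libraries in the list (-0.06) and the highest *Gclc* value of L-DKO lay 0.93 under the lowest of the 12 others, less than the widest range within a group (1.25), though *Scd1* in L-DKO, at 0.51 of WT, runs as in Fig. 5F (about 0.4). NRF2 raising whatever *Gclc* transcript the deletion leaves stays open too, since the log2 fold change of -1.96 in L-DKO against Gclc L-KO is what prompted it, and a transcript that has lost some exons cannot be told apart from a whole one in values per gene, with an RT-qPCR amplicon over only 8.82% of the *Gclc* transcript.

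The male-biased liver genes, a list of 13 (among them *Hsd3b5*, a steroid dehydrogenase, *Slco1a1* and the urinary proteins *Mup1* and *Mup12*), had a median log2 fold change of -2.03 in Gclc L-KO and -1.34 in L-DKO against WT. The groups are not unequal in *Xist*, since every genotype holds 2 libraries with high *Xist* and 2 with high *Ddx3y*, and within the latter, replicates 3 and 4, the Gclc L-KO median was -2.77 (quartiles -6.17 and -0.89), against -0.94 in replicates 1 and 2 (in L-DKO -1.89 and -0.65). The 9 genes outside the *Mup* family had a median of -2.33 there (quartiles -5.38 and -0.34), a spread too wide to settle whether reads shared among *Mup* genes play a part. A shift to the female-biased pattern was not seen, as 1 of the 12 female-biased genes rose by more than 0.5 in replicates 3 and 4. In the pooled values 4 of the 13 male-biased genes passed the threshold in Gclc L-KO, and what lowers them stays open.

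The 7 mitochondrially encoded mRNAs looked at, a chosen part of the whole set, were lower in L-DKO than in WT. Limma called 7 of 7 in L-DKO and 4 in Gclc L-KO. Their median log2 fold change was -1.57 in L-DKO (-0.98 in replicates 1 and 2, -2.40 in replicates 3 and 4) and -0.88 in Gclc L-KO. A loss of abundant transcripts in general stays open: the 77 nuclear genes with a mean rlog value of at least 15 had a median of -0.31 in L-DKO (quartiles -0.46 and -0.12, 15 lower) and -0.55 in Gclc L-KO (41 lower). The nuclear genes of oxidative phosphorylation fell too, by less, with a median of -0.23 over 40 (quartiles -0.29 and -0.16, 19 lower), so a joint fall of both genomes' transcripts stays open. Less efficient poly(A) selection or lower RNA quality cannot be told apart from a change in the cells, because the 11 histone genes, whose messages lack a poly(A) tail, rose by a median of 0.98 (1.06 in replicates 1 and 2, 0.91 in replicates 3 and 4, and 0.10 in Gclc L-KO) and also rise when cells divide (cell division list 0.38 and 2.09 in these pairs of L-DKO). No other biological explanation was tested.

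Between the pairs of replicates, which differ in *Xist*, the change against WT itself differed for 656 genes in L-DKO and 136 in Gclc L-KO, and for 28, 2 and 2 in L-DKO against Gclc L-KO, L-DKO against Nrf2 L-KO and the interaction. In Nrf2 L-KO limma called none, with 1969 genes at an unadjusted p under 0.05. For named genes, the change in replicates 3 and 4 minus that in replicates 1 and 2 was -1.06 for *Abcc3* in L-DKO against WT (adjusted p = 0.0139), -1.51 for *Acacb* in L-DKO against WT (adjusted p = 0.0413), -1.44 for *Fasn* in L-DKO against WT (adjusted p = 0.0232), 1.08 for *Gss* in Gclc L-KO against WT (adjusted p = 0.0247), 2.23 for *Mt1* in L-DKO against WT (adjusted p = 0.0155), 2.13 for *Mt1* in Gclc L-KO against WT (adjusted p = 0.0244), 2.25 for *Mt2* in L-DKO against WT (adjusted p = 0.0212), 2.27 for *Mt2* in Gclc L-KO against WT (adjusted p = 0.0312), 0.86 for *Nfe2l2* in L-DKO against WT (adjusted p = 0.0139), -1.15 for *Orm1* in Gclc L-KO against WT (adjusted p = 0.0233), -1.46 for *mt-Co1* in L-DKO against WT (adjusted p = 0.047).

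For each comparison of 2 genotypes every other split of its 8 libraries into 4 and 4 was counted, and for the interaction the genotypes were drawn anew over all 16 libraries. The genotype split called 3481 genes for Gclc L-KO against WT, 1506 for L-DKO against WT and 796 for L-DKO against Nrf2 L-KO, where the highest of the other splits called 0, 7 and 108. In each, only 1 of 35 splits, the real one, reached the count. That is the smallest share 35 splits can give, so chance can be excluded only at the 0.05 level, each comparison taken alone. Among the 18 splits with 2 high *Xist* libraries on each side the highest other called 0, 1 and 0, but 18 are too few for a share under 0.05. For Nrf2 L-KO against WT (21 genes) and L-DKO against Gclc L-KO (1307 genes), 2 of 35 and 2 of 35 splits reached the count, so this test cannot exclude chance. In both the other split was that of replicates 1 and 2 from replicates 3 and 4, with 128 and 1381 genes, which points to a structure of the samples that *Xist* marks. The next highest split called 0 and 31. Of the 18 splits with 2 libraries of either kind on each side 1 and 1 reached the count, the real one. The highest other of these called 0 and 2 genes, but 18 are too few for a share under 0.05. With *Xist* as a covariate limma called 36 and 2056 genes. For the interaction (104 genes) 3 of 100 splits, the real one included, reached the count, the highest other at 266. Drawn within the *Xist* pairs, 1 of 100 did (highest other 83). These draws mix all genotypes, so they break up the effect of each single deletion along with the interaction. They therefore cannot exclude chance for the interaction alone.

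Single libraries far from the other 3 of their group were *Apoa1* in Gclc L-KO replicate 1 (15.50, the other 3 at 15.94 to 16.01), *Car3* in Nrf2 L-KO replicate 3 (16.19, the other 3 at 15.49 to 15.56), *Cbr3* in Gclc L-KO replicate 1 (10.27, the other 3 at 11.06 to 11.21), *Fabp1* in L-DKO replicate 2 (16.54, the other 3 at 16.01 to 16.07), *Fads2* in Gclc L-KO replicate 1 (13.40, the other 3 at 13.09 to 13.12), *Fasn* in Nrf2 L-KO replicate 3 (14.76, the other 3 at 14.46 to 14.50), *mt-Co1* in WT replicate 1 (19.27, the other 3 at 18.99 to 19.02). Among the 264 groups looked at, chance alone would give about 13.2, or 1 in 20.

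Among genes that the paper's text does not name, the largest rise in L-DKO was that of *Mt2*, a metal-binding metallothionein, at 3.42, and the largest fall that of *Mup17* at -5.28, a urinary protein whose reads are shared with close relatives. Of the 31 proteasome subunits, 24 were higher in L-DKO than in WT.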

How the results depend on the processing

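The fits on replicates 1 and 2 only and on replicates 3 and 4 only were chosen after seeing the data, and all other alternatives were set before. The counts of changed genes are given for Gclc L-KO, Nrf2 L-KO and L-DKO against WT, L-DKO against Gclc L-KO, L-DKO against Nrf2 L-KO and the interaction, in this order, where limma called 3481, 21, 1506, 1307, 796, 104. With a log2 fold change of at least 1 asked as well, the counts were 568, 12, 248, 212, 104, 55, by construction lower. On replicates 1 and 2 only they were 849, 5, 123, 245, 17, 12, and on replicates 3 and 4 only 4172, 78, 3362, 2180, 2755, 488, each with fewer samples. Without a filter on low values, limma called 13 genes in Nrf2 L-KO, 854 in L-DKO, 402 in L-DKO against Nrf2 L-KO and 64 for the interaction. Fitting only the groups compared gave 8, 723, 645, 211 for Nrf2 L-KO, L-DKO, L-DKO against Gclc L-KO and L-DKO against Nrf2 L-KO. *Xist* as a covariate gave 36, 2799, 2056, 1960, 218 for these and the interaction. Array weights gave 92 in Nrf2 L-KO and 265 for the interaction, and a replicate block gave 1490 in L-DKO against Nrf2 L-KO, although libraries with the same number are not paired by the labels (correlation of their residuals -0.07 to 0.55). The cause was not tested. Leaving out 1 library at a time gave 1999 to 4154, 9 to 27, 430 to 2648, 653 to 1564, 172 to 2022, 31 to 257 genes in turn. Of the 1506 genes called in L-DKO, 1506 were called with *Xist* as a covariate too, 801 without a filter, 618 with only the groups compared and 426 without L-DKO replicate 3.

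*Gclc* in Gclc L-KO, uncalled, turned to -0.066 on replicates 1 and 2 only, and on replicates 3 and 4 only *Nfe2l2* passed the threshold in Gclc L-KO (0.35) and Nrf2 L-KO (0.90). The uncalled log2 fold change of *Scd1* in Nrf2 L-KO, 0.07, was -0.086 with array weights, -0.075 on replicates 1 and 2 only and -0.13 to 0.30 with 1 library left out. The share of the Gclc L-KO change that is absent in L-DKO, 51.6% for the genes that rose, was 77.3% over genes changed by at least 1 and 73.1% when called on replicates 1 and 2 and measured on 3 and 4. With 1 library left out it was 44.1 to 59.7%, and 34.1 to 52.3% for the genes that fell. Camera called 22, 11, 19, 14, 16, 16 of 38 lists with the preset correlation of 0.01 and 4, 2, 0, 5, 2, 4 with an estimated one, in the same order of comparisons. The unfolded protein response list turned direction on replicates 1 and 2 only in Gclc L-KO (adjusted p = 0.815), Nrf2 L-KO (0.026) and the interaction (0.72), and the Kupffer cell list on replicates 3 and 4 only in Nrf2 L-KO (0.56). Of 112 values of named genes other than *Gclc* and *Nfe2l2* against WT, 71 kept their direction and side of the threshold in every alternative set before. Of the 920 values with 1 library left out 113 lost the call, as did 56 of 112 on replicates 1 and 2 only, 26 of 112 with a log2 fold change of at least 1 asked, 13 of 112 with only the groups compared and 11 of 112 without a filter. Depth limits cannot be given, since counts per library are not in the deposited values.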

Differences from the paper's values

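No test was chosen here after the values were seen, and every alternative named was set before the data were examined. The RNA sheet of Supplementary Data 5 gives log2 fold changes against WT, and 44 of the values computed here could be set beside one. All 44 have the sign of the sheet's value. For Gclc L-KO this says little, since only the 1999 rows with the highest values in that column were read. Rlog values are shrunken toward each gene's mean, which can make differences smaller, and its part here was not tested. Of the 44, 20 differ by more than the larger SD of the groups compared. That SD is a spread between livers, not the error of a fold change. All of these 20 but those of *Mt2* were smaller in size here. Paired as the paper's value and the value computed here, they were 7.06 and 5.76 for *Cbr3* in Gclc L-KO, 4.476 and 3.94 for *Gsta2* in Gclc L-KO, -1.26 and -0.89 for *Gstm1* in L-DKO, -2.13 and -1.45 for *Gstm1* in Nrf2 L-KO, 1.618 and 3.42 for *Mt2* in L-DKO, 0.625 and 0.45 for *Psma5* in L-DKO, 0.657 and 0.47 for *Psma5* in Gclc L-KO, 0.687 and 0.50 for *Psmd14* in L-DKO, 0.726 and 0.53 for *Psmd14* in Gclc L-KO, with no alternative that brings the values within that SD. They were -1.749 and -1.30 for *Ugt2b35* in L-DKO, -1.928 and -1.43 for *Ugt2b35* in Nrf2 L-KO, and came within it with array weights or without WT replicate 1. The pair was -1.563 and -1.10 for *Aox1* in Nrf2 L-KO, and came within it with array weights or without WT replicate 1 or without WT replicate 2 or without Nrf2 L-KO replicate 4. Further, they were 1.796 and 1.37 for *Ftl1* in Gclc L-KO, 1.598 and 1.18 for *Gclm* in Gclc L-KO, and came within it with quantile normalization. Values were 1.937 and 1.46 for *Fth1* in Gclc L-KO, 2.342 and 1.79 for *Txnrd1* in Gclc L-KO, and came within it with quantile normalization or without Gclc L-KO replicate 1. Next, they were 7.844 and 6.68 for *Gm3776* in Gclc L-KO, and came within it without Gclc L-KO replicate 1 or without Gclc L-KO replicate 2. Pairs were 0.917 and 0.70 for *Axl* in Gclc L-KO, and came within it without WT replicate 2 or without Gclc L-KO replicate 1. The values were 4.748 and 4.28 for *Abcc4* in Gclc L-KO, and came within it without WT replicate 2 or without WT replicate 4 or without Gclc L-KO replicate 1. They stood at 1.471 and 3.19 for *Mt2* in Gclc L-KO, and came within it without WT replicate 3 or without WT replicate 4. Under the other alternatives the differences stayed.

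Relative to WT, read by eye from the paper's bars and set beside the fold computed from the rlog values, mRNA levels were 1.16 here and about 0.02 in the paper for *Gclc* in Gclc L-KO (Fig. 5B), 0.30 here and about 0.01 in the paper for *Gclc* in L-DKO (Fig. 5B), 1.53 here and about 0.18 in the paper for *Nrf2* in Nrf2 L-KO (Fig. 5C), 2.29 here and about 0.25 in the paper for *Nrf2* in L-DKO (Fig. 5C), 14.8 here and about 34 in the paper for *Nqo1* in Gclc L-KO (Fig. 5D). These are 5 of the 10 levels read, and under none of the 19 alternatives did they come within 1.5 times of, or 1 SD from, the paper's level. Within it came *Scd1* in Nrf2 L-KO and in L-DKO (there not with quantile normalization), *Gclc* in Nrf2 L-KO and *Nrf2* in Gclc L-KO. For *Scd1* in Gclc L-KO, 0.12 here and about 0.05 in the paper, the SD of 0.31 is larger than either value, so nothing can be said. The paper states that *Nrf2* mRNA was decreased in L-DKO, while *Nfe2l2* was higher there than in WT, by a log2 fold change of 1.20. The 2 measures are unlike: RT-qPCR reads an amplicon (8.82% of the *Gclc* transcript), and a value per gene sums reads over the whole transcript. A deletion of some exons can lower the first and leave the second. The paper also reports that deleting *Nrf2* kept NRF2 protein from rising when *Gclc* was deleted (Fig. 5E). The paper's RT-qPCR used 6 L-DKO mice, and the deposited set holds 4. *Gclc* was lower, as the paper states, at -1.75.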

Other observations

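The values within replicates 1 and 2 or 3 and 4, and the gene *mt-Co1*, were chosen only after the results were seen. The lists and their tests were set before the deposited data were examined, though after Fig. 5H had been looked at.

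Some genes that were higher than WT in Gclc L-KO were higher in the libraries labelled L-DKO too. The metallothioneins *Mt1* and *Mt2*, which bind zinc and copper, rose in Gclc L-KO (log2 fold changes 2.87 and 3.19) and in L-DKO (2.98 and 3.42). The rise was larger in replicates 3 and 4: in replicates 1 and 2 and in replicates 3 and 4 it was 1.81 and 3.94 for *Mt1* and 2.05 and 4.33 for *Mt2* in Gclc L-KO, and 1.86 and 4.09 and 2.30 and 4.54 in L-DKO. Proteasome subunits rose by small and even amounts in both: 22 of 31 in Gclc L-KO and 24 in L-DKO, none lower (23 and 30 when adjusted over the list alone), for example *Psmd14* by 0.53 and 0.50 and *Psma5* by 0.47 and 0.45. The camera adjusted p was 1.03e-10 and 1.74e-24 (0.125 and 0.0539 with an estimated correlation), and 26 were higher in L-DKO than in Nrf2 L-KO (adjusted p = 2.88e-29, 0.0272 with an estimated correlation). *Nfe2l1*, whose protein the paper follows, was not called in Gclc L-KO or L-DKO. *Gdf15*, a secreted stress signal of hepatocytes, rose in L-DKO (2.48, adjusted p = 0.00927), and so did 5 of 12 cell division genes (12 over the list alone, adjusted p = 1.02e-06, 0.354 with an estimated correlation), with a list median of 0.38 in replicates 1 and 2 and 2.09 in replicates 3 and 4. *Mki67*, a marker of dividing cells, stood at 1.49, a call that ended in 2 of 8 fits with 1 library left out (1.23 to 1.78). Of 12 p53 targets 2 rose in L-DKO (*Ccng1* and *Eda2r*, 9 higher and 1 lower over the list alone, adjusted p = 6.68e-04, 0.354 with an estimated correlation) and none in Gclc L-KO, where 2 had an unadjusted p under 0.05. The mitochondrial *mt-Co1* was at -1.28 in Gclc L-KO, a call that ended in 7 of 8 fits with 1 library left out (-1.53 to -1.12), and -1.89 in L-DKO, with -1.16 in replicates 1 and 2 and -2.62 in replicates 3 and 4.

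Interferon and macrophage genes rose in Gclc L-KO. *Rsad2*, an antiviral enzyme, rose by 2.15 in Gclc L-KO and 1.63 in L-DKO, and *Irf7*, a regulator of interferon genes, by 1.37 in Gclc L-KO, with -1.29 in L-DKO against Gclc L-KO. Of 13 interferon response genes 9 were higher in Gclc L-KO and 1 in L-DKO (11 and 1 when adjusted over the list alone, camera adjusted p = 1.96e-06 and 0.0313, 0.244 and 0.557 with an estimated correlation). Of 11 Kupffer cell genes 7 and 2 were higher (11 and 2 over the list alone, adjusted p = 4.93e-05 and 0.00142, 0.35 and 0.529 with an estimated correlation), *Cd68*, a lysosomal macrophage marker, by 1.04 and 0.78. The call of *Cd68* in L-DKO ended in 7 of 8 fits with 1 library left out (0.70 to 0.90). Acute phase genes went both ways in Gclc L-KO: the chemokine *Cxcl10* rose (1.66), while *Orm1* and *Fgb*, proteins that hepatocytes secrete, fell (-1.53 and -1.03, for *Orm1* -0.96 in replicates 1 and 2 and -2.11 in replicates 3 and 4), with 3 of 18 higher and 5 lower (4 and 7 over the list alone, adjusted p = 0.0627). In L-DKO 1 was higher and 1 lower (*Icam1* and *Orm1*, 2 and 1 over the list alone, adjusted p = 0.585). Where 5 genes of a list passed, those past the 4 largest were named after their values were seen: *Orm1*, *Fga*, *Fgb*, *Fgg* and *Itih3* fell in Gclc L-KO and *Mki67*, *Top2a*, *Ccna2*, *Bub1* and *Plk1* rose in L-DKO.

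Many genes of hepatocyte functions fell in Gclc L-KO. *Cps1*, the first enzyme of the urea cycle, was at -1.67 in Gclc L-KO against WT and 1.21 in L-DKO against Gclc L-KO, *Tat*, which breaks down tyrosine, at -1.59 and 1.49, and *Pck1*, which controls gluconeogenesis, at -1.61 and 1.11. Leaving out 1 library ended the calls against Gclc L-KO in 3 of 8 fits for *Cps1* and 1 of 8 fits for *Pck1* (at the lowest 0.94 and 0.96). Counts of genes lower in Gclc L-KO and in L-DKO against WT were 6 and 0 of 10 secreted hepatocyte proteins (in L-DKO 3 at an unadjusted p under 0.05), 6 and 5 of 10 gluconeogenesis genes, 6 and 5 of 10 periportal genes, 7 and 1 of 10 pericentral genes, 6 and 4 of 15 bile acid genes, 7 and 4 of 16 sulfur amino acid genes, 5 and 2 of 11 LXR targets, 5 and 1 of 13 unfolded protein response genes and 4 and 1 of 13 male-biased genes. Adjusted over the list alone, in the same order, these were 7 and 0, 7 and 5, 7 and 6, 7 and 3, 8 and 4, 7 and 7, 6 and 3, 5 and 1, 4 and 4. The camera adjusted p for these lists was 2.47e-05 and 0.246, 6.75e-04 and 5.64e-04, 0.00214 and 0.0016, 0.0122 and 0.00544, 2.84e-04 and 0.00264, 0.0452 and 0.00162, 0.0302 and 0.011, 0.00501 and 0.0552, 0.00783 and 0.0106, and none was under 0.05 with an estimated correlation (0.21 at the lowest). In Gclc L-KO *Gss*, which makes glutathione from the product of GCLC, rose (1.17, with 0.64 in replicates 1 and 2 and 1.71 in replicates 3 and 4), and so did 1 pericentral (*Rhbg*), 1 LXR (*Abcg1*) and 1 unfolded protein response gene (*Dnajb9*). The lists with 5 lower genes hold *Srebf1*, *Lpcat3*, *Nr1h3*, *Pltp* and *Scd1* (LXR) and *Xbp1*, *Sdf2l1*, *Pdia6*, *Herpud1* and *Calr* (unfolded protein response) in Gclc L-KO, and *Fbp1*, *Pcx*, *Slc37a4*, *Sds* and *Got1* (gluconeogenesis) and *Cyp2f2*, *Sds*, *Ass1*, *Gls2* and *Pigr* (periportal) in L-DKO, of which those past the 4 largest were named after their values were seen.

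In Gclc L-KO and L-DKO against WT, 2 and 0 of 16 other antioxidant enzymes were higher and 3 and 4 lower, of 21 fatty acid oxidation genes 4 and 0 higher and 1 and 0 lower (4 in L-DKO at an unadjusted p under 0.05), of 12 inducible P450s 3 and 0 higher and 2 and 1 lower, and of 16 genes of the ATF4 response 1 and 1 higher and 1 and 1 lower. Adjusted over the list alone, the higher and lower counts in Gclc L-KO were 2 and 3, 4 and 1, 3 and 3, 0 and 0, and in L-DKO 0 and 4, 0 and 0, 0 and 1, 2 and 1. The camera adjusted p was 0.877, 0.756, 0.877, 0.305 in Gclc L-KO and 0.00762, 0.89, 0.413, 0.109 in L-DKO, in the same order, and 0.354 with an estimated correlation for the antioxidant enzymes in L-DKO, where *Cat*, *Txnrd3*, *Prdx4* and *Msra* were lower. The P450 *Cyp2a5*, which oxidises coumarin, rose in Gclc L-KO (3.08) and was lower in L-DKO than in Gclc L-KO (-4.44). Limma called 1 of 9 YAP and TAZ targets higher in Gclc L-KO (*Axl*, a receptor kinase, 0.70), 1 of 9 endothelial genes higher (*Lyve1*, 1.09) and 1 of 13 clock genes lower (*Nr1d1*, -1.35), with the same counts over the list alone, and none in L-DKO, where 1, 0 and 1 had an unadjusted p under 0.05. The calls of *Lyve1* and *Nr1d1* ended in 2 of 8 fits and 4 of 8 fits with 1 library left out (0.78 to 1.26 and -1.68 to -1.03). It called no gene of the stellate cell, bile duct cell, lymphocyte, neutrophil, red blood cell and female-biased lists in either, over all genes or over the list alone. Of their 12, 7, 12, 3, 6 and 12 genes, 0, 3, 1, 0, 1, 0 in Gclc L-KO and 4, 0, 0, 0, 2, 0 in L-DKO had an unadjusted p under 0.05. The camera adjusted p of the YAP and TAZ, endothelial, clock and these 6 lists was 0.145, 0.7, 0.141, 0.333, 0.321, 0.492, 0.959, 0.333, 0.959 in Gclc L-KO and 0.209, 0.377, 0.328, 0.0444, 0.565, 0.501, 0.383, 0.0534, 0.763 in L-DKO, under 0.05 only for the stellate cell list in L-DKO (adjusted p = 0.529 with an estimated correlation).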
